# Kupffer cells prevent pancreatic ductal adenocarcinoma metastasis to the liver in mice

**DOI:** 10.1038/s41467-023-41771-z

**Published:** 2023-10-10

**Authors:** Stacy K. Thomas, Max M. Wattenberg, Shaanti Choi-Bose, Mark Uhlik, Ben Harrison, Heather Coho, Christopher R. Cassella, Meredith L. Stone, Dhruv Patel, Kelly Markowitz, Devora Delman, Michael Chisamore, Jeremy Drees, Nandita Bose, Gregory L. Beatty

**Keywords:** Metastasis, Tumour immunology

## Abstract

Although macrophages contribute to cancer cell dissemination, immune evasion, and metastatic outgrowth, they have also been reported to coordinate tumor-specific immune responses. We therefore hypothesized that macrophage polarization could be modulated therapeutically to prevent metastasis. Here, we show that macrophages respond to β-glucan (odetiglucan) treatment by inhibiting liver metastasis. β-glucan activated liver-resident macrophages (Kupffer cells), suppressed cancer cell proliferation, and invoked productive T cell-mediated responses against liver metastasis in pancreatic cancer mouse models. Although excluded from metastatic lesions, Kupffer cells were critical for the anti-metastatic activity of β-glucan, which also required T cells. Furthermore, β-glucan drove T cell activation and macrophage re-polarization in liver metastases in mice and humans and sensitized metastatic lesions to anti-PD1 therapy. These findings demonstrate the significance of macrophage function in metastasis and identify Kupffer cells as a potential therapeutic target against pancreatic cancer metastasis to the liver.

## Abstract (web summary)

The liver is the most common site of metastasis for pancreatic ductal adenocarcinoma (PDAC). Here, the authors demonstrate that β-glucan, a microbial component associated with trained immunity, activates liver-resident macrophages (Kupffer cells) and prevents PDAC metastasis to the liver

## Introduction

Metastasis is among the leading causes of cancer-associated deaths^1^. Metastatic lesions form from tumor cells that disseminate from a primary tumor and seed a distant tissue, such as the liver^2^. During this process, disseminated tumor cells (DTCs) must evade elimination by local immune cells and adapt to a new microenvironment. Once acclimated, the DTC proliferates to establish a metastatic colony which ultimately manifests as an expanding metastatic lesion^2^. In pancreatic ductal adenocarcinoma (PDAC), this metastatic cascade is often already ongoing at the time of diagnosis with nearly 50% of patients presenting with distant metastasis^3–5^. In PDAC, the most common site of metastasis is the liver, with the lung and peritoneum being slightly less common^5^. Notably, nearly 80% of patients with PDAC will develop liver metastasis, and the 5-year survival rate for metastatic PDAC is a mere 3%, despite standard-of-care chemotherapy^6^. Thus, treatments to successfully intervene on the metastatic cascade in PDAC are a clinical unmet need^3^.

For many solid malignancies, therapeutic strategies designed to harness the host immune system have produced clinical benefits. However, immunotherapy, such as immune checkpoint blockade (ICB), has not yet demonstrated reproducible benefits for patients with PDAC^7–9^. Immune resistance in PDAC is thought to be due, in part, to a profoundly immunosuppressive tumor microenvironment (TME) enriched in myeloid cells with a scarcity of effector T cells^10–12^. However, in other solid cancers, such as melanoma and lung cancer, liver metastasis also associates with reduced efficacy of ICB^13–17^. Consistent with this clinical observation, preclinical models suggest that liver macrophages are engendered with immune suppressive features that inhibit productive T cell surveillance in cancer^15^.

One approach to overcoming myeloid immunosuppression in cancer involves the use of drugs designed to deplete macrophages^18,19^. However, an alternative approach is to redirect the phenotype of macrophages using drugs that exploit the plasticity of macrophage biology and the potential of macrophages to mediate anti-tumor activity^20–24^. For instance, anti-tumor functions of macrophages include phagocytosis of tumor cells, production of secreted molecules like cytokines and reactive oxygen species (ROS) that are tumoricidal or cytostatic, and antigen presentation to activate tumor-specific T cells^20^. Ultimately, factors present within the surrounding microenvironment shape the phenotype and functions of macrophages.

Here, we investigated the interaction between DTCs and macrophages within the liver microenvironment. To redirect liver macrophage biology, we studied β-glucans (BG), which are molecules found on the cell surface of yeast and other single-celled organisms and that are known to engender macrophages with anti-tumor properties. β-glucans are a pathogen-associated molecular pattern (PAMP) and signal through the Dectin-1 receptor on macrophages^25,26^. Stimulation with a β-glucan polarizes macrophages towards an anti-tumor phenotype, enhances phagocytic potential, and can induce trained immunity^27–32^. Here, we studied a soluble β−1,3/1,6 glucan (odetiglucan) that is already in clinical development. Our data show that a soluble β−1,3/1,6 glucan is an immunomodulator of the liver metastatic process. β-glucan treatment redirected liver macrophages from pro- to anti-metastatic. Specifically, Kupffer cells (KCs) were found to coordinate anti-metastatic activity and cooperate with T cells to restrain liver metastasis. Further, β-glucan treatment combined with ICB (anti-PD1) to produce a survival benefit after metastatic challenge in mouse models and altered the myeloid and T cell response in metastatic lesions from patients with triple-negative breast cancer and advanced melanoma. Thus, our studies not only identify a soluble β−1,3/1,6 glucan as a therapeutic approach for leveraging anti-metastatic immunity but also reveal KCs as a key cellular target for regulating immunosurveillance and sensitizing metastatic lesions to ICB.

## Results

### Macrophages differentially regulate early and late phases of liver metastasis

To study the role of macrophages in the seeding (early) and outgrowth (late) phases of the metastatic cascade in the liver (Supplementary Fig. 1a), we first assessed the interaction of macrophages with tumor cells in metastatic liver lesions from humans (Supplementary Fig. 1b, c) and mice (Supplementary Fig. 1d, e). Macrophages (human: CD68^+^, mouse: F4/80^+^) were identified within three distinct regions of the liver: (i) metastatic lesion, (ii) periphery of a metastatic lesion and (iii) normal adjacent liver. Macrophages tended to be less prominent in metastatic lesions compared to adjacent liver tissue in mice, but this trend was not seen in humans. To examine cell-cell interactions between liver macrophages and tumor cells as they seed and colonize the liver, we next modeled liver metastasis via intraportal (iPo) injection of tumor cells (Supplementary Fig. 1f). We purposely chose this approach because metastasis is an early event in PDAC^3–5^ and with this model, we could study the late stages of the metastatic cascade when disseminated tumors cells encounter a distant organ. While some seeding tumor cells were observed to interact with liver macrophages, the majority were not in contact with a macrophage (Supplementary Fig. 1g–i), suggesting that macrophages in the liver may not routinely survey for tumor cells during metastatic seeding.

We next sought to investigate cell-cell interactions between tumor cells and distinct liver macrophage subsets. We performed scRNAseq on normal mouse livers and identified *Clec4f* as a differentially expressed gene that distinguished liver resident Kupffer cells (KCs) from bone marrow derived macrophages (BMDMs) (Supplementary Fig. 2a–d), consistent with prior literature^33^. Based on this finding, we used Clec4f as a KC-specific marker to study interactions between tumor cells and liver macrophage subsets using multiplex immunohistochemistry (mIHC). Seeding tumor cells were more frequently detected in contact with a F4/80^+^ BMDM than F4/80^+^Clec4f^+^ KC (Supplementary Fig. 2e–h). Further, in established metastases (outgrowth phase), BMDMs largely existed within lesions. In contrast and as expected, KCs, which reside in the liver sinusoids, were restricted to the adjacent liver tissue (Supplementary Fig. 2i–l). Thus, ontologically distinct macrophage subsets reside in unique spatially defined regions associated with metastatic lesions and may differentially engage with tumors during the metastatic process.

We next assessed the role of liver macrophages during metastatic seeding. To deplete macrophages, we used clodronate encapsulated liposomes (CEL)^34^ administered prior to metastatic challenge (Supplementary Fig. 3a). CEL depleted both KCs and BMDMs in the liver (Supplementary Fig. 3b–d). However, macrophage depletion produced no impact on metastatic seeding (Supplementary Fig. 3e, f, Supplementary Fig. 4). We also tested the specific role of KCs in metastatic seeding. To do this, diphtheria toxin (DT) was administered to Clec4f-cre-tdTomato^+/-^Rosa26-LSL-DTR^+/-^ (Clec4f^DTR^) mice^35^ (Supplementary Fig. 5a–e). Similarly, KC depletion produced no impact on metastatic seeding (Supplementary Fig. 5f–h). Thus, metastatic seeding in the liver can occur independently of macrophages.

Macrophages have previously been identified as supportive of metastasis in the liver^36^. To test a role for macrophages during the outgrowth phase of metastasis, we administered CEL to deplete liver macrophages after metastatic seeding (Supplementary Fig. 6a). In this setting, macrophage depletion produced a significant decrease in tumor burden in the liver (Supplementary Fig. 6b–e). We next tested the role of KCs in regulating metastatic outgrowth. To do this, Clec4f^DTR^ mice were treated daily with DT after tumor seeding to deplete KCs (Supplementary Fig. 7a). In this model, metastatic burden was not affected by KC depletion (Supplementary Fig. 7b–d). Taken together, these data are consistent with a role for tumor-associated macrophages, rather than Kupffer cells, in supporting metastatic outgrowth as has been previously proposed^36^.

### β-glucan treatment inhibits liver metastasis

Macrophage biology is pliable and determined by signals received from the surrounding microenvironment^21–24^. To this end, external stimuli can engender macrophages with either pro-tumor or anti-tumor activity (Fig. 1a). For instance, β-glucan (BG), a pathogen-associated molecular pattern (PAMP), acts as a myeloid agonist to enhance the anti-tumor functions of macrophages (e.g. by increased phagocytosis of tumor cells)^30–32,37,38^. Myeloid agonists have been extensively studied in the context of primary tumor lesions; however, strategies to harness macrophages for anti-metastatic activity remain ill-defined^30–32^. We assessed the capacity to redirect liver macrophages with anti-metastatic activity by testing the impact of a soluble BG (odetiglucan) on liver metastasis in mice (Fig. 1b, c). Odetiglucan is currently in clinical development and is a Dectin-1 (CLEC7A) agonist. Tumor burden was decreased in the livers of BG-treated mice compared to control mice in multiple models (Fig. 1d–g, Supplementary Fig. 8a–c). BG also inhibited tumor cell proliferation, as measured by Ki67 expression (Fig. 1h, Supplementary Fig. 8d). Histological examination of metastatic lesions from BG-treated mice showed decreased CK19^+^ tumor cell density, suggesting that treatment induced a contraction in the tumor cell population (Fig. 1i, j, Supplementary Fig. 8e). We considered the possibility that the anti-metastatic activity of BG may not be restricted to the liver. Regarding this, we found that BG produced a significant reduction in tumor burden in a model of PDAC lung metastasis (Supplementary Fig. 9). This finding is consistent with prior work showing that whole BG particles can suppress lung metastasis in mouse models^39^. However, the anti-metastatic activity of BG has not been previously reported in PDAC. Therefore, we focused our subsequent investigations on the anti-metastatic mechanisms of BG in the PDAC liver metastasis setting.

**Fig. 1:**
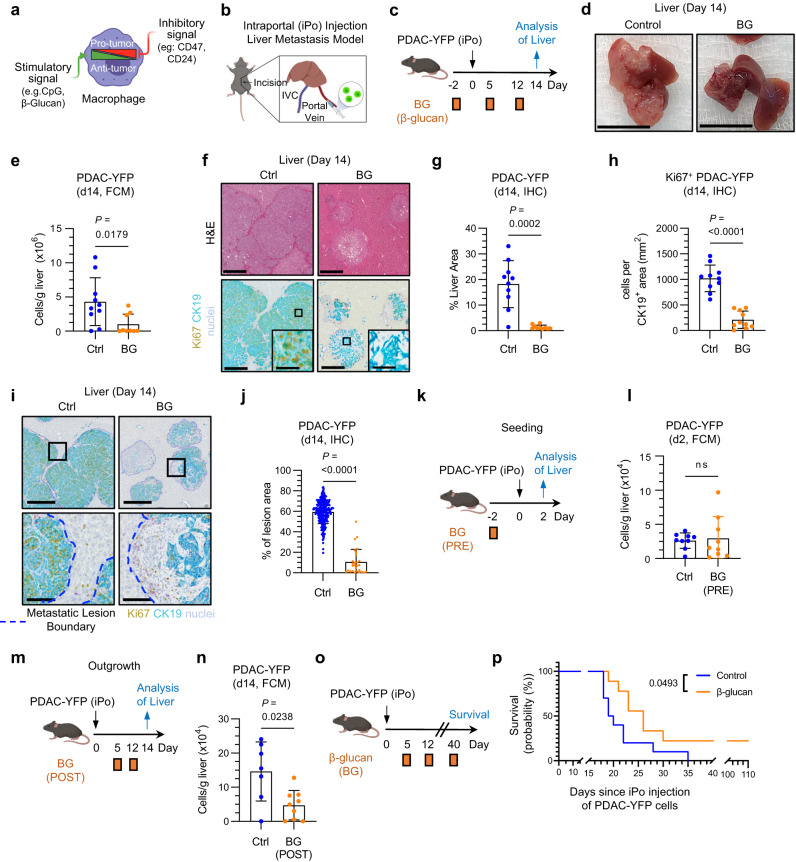
β-glucan treatment restricts liver metastasis. **a** Schematic of macrophage plasticity. **b** Schematic of Intraportal (iPo) injection model. **c** Study design for (**d**–**j**). Data are representative of 4 independent experiments. **d** Representative gross images of dissected livers. Scale bar, 1 cm. **e** Quantification of PDAC-YFP tumor cells detected in the liver by FCM in control (n = 10) and BG-treated (n = 9) mice. **f** Representative images of livers from control and BG-treated mice after iPo injection of PDAC-YFP cells. Tissues stained using hematoxylin and eosin (H&E) (top) and mIHC (bottom). Scale bar, 500μm. Insets show a metastatic lesion. Scale bar, 100μm. **g** PDAC-YFP (CK19^+^) tumor cells detected in the liver by IHC and shown as a percent of the liver area in control and BG-treated mice (n = 10 each). **h** CK19^+^Ki67^+^ PDAC-YFP tumor cells detected in liver by IHC and shown as cells per CK19^+^ area (mm^2^) in control and BG-treated mice (n = 10 each). **i** Representative images of liver stained by mIHC as indicated in (**f**). Metastatic lesions, blue dashed lines. Top row images, scale bar, 500μm. Bottom row images. Scale bar, 100μm. **j** PDAC-YFP (CK19^+^) tumor cells detected in liver metastatic lesions by IHC and shown as percent of metastatic lesion area as drawn in **i**. Control (n = 259) and BG-treated (n = 28) tumor lesions were analyzed from control and BG-treated livers (n = 10 each). **k** Study design for (**l**). Data are representative of 4 independent experiments. **l** Quantification of PDAC-YFP tumor cells detected in the liver on Day 2 by FCM in control (n = 9) and BG-treated (n = 9) mice. **m** Study design for **n**. Data are representative of 3 independent experiments. **n** Quantification of PDAC-YFP tumor cells detected in the liver by FCM in control (n = 7) and BG (n = 9) treated mice. **o** Study design for (**p**). Kaplan–Meier plot for control (n = 10) and BG (n = 9) treated mice. Data are representative of 2 independent experiments. Unpaired two-tailed Welch’s t-test (**e**, **g**, **h**, **j**, **l**, **n**) and Log-rank test (**p**). Mean ± SD is shown (**e**, **f**, **g**, **h**, **j**, **l**, **n**). FCM, flow cytometry; IHC, immunohistochemistry; iPo, intraportal.

To understand the mechanisms underlying the anti-metastatic activity of BG against liver metastases, we next examined the impact of BG on the early (seeding) and late (outgrowth) phases of liver metastasis. BG treatment produced no impact on metastatic seeding, consistent with our prior findings showing that the seeding phase of metastasis occurs independent of macrophages (Fig. 1k, l, Supplementary Fig. 10). In contrast, BG treatment, when initiated after metastatic seeding, inhibited liver metastasis (Fig. 1m, n). This finding is consistent with the role for BG in restricting the outgrowth phase of metastasis. Based on this finding, we tested the timing of BG administration for conditioning the liver with an anti-metastatic phenotype. To do this, BG was delivered before (pre), after (post), or both before and after metastatic challenge (Supplementary Fig. 11). Regardless of the schedule of BG treatment, mice treated with BG showed significantly lower tumor burden in the liver compared to control mice. Moreover, BG treatment prolonged overall survival after metastatic challenge (Fig. 1o, p). Taken together, these data show that the liver can be conditioned with anti-metastatic activity via treatment with BG.

### Anti-metastatic activity triggered by BG requires Kupffer cells

To understand the cellular mechanism of BG-induced anti-metastatic activity, we next investigated BG binding to leukocyte populations in the liver. To do this, DTAF was conjugated to BG as a fluorescent tag to monitor its biodistribution in vivo (Fig. 2a). At 2 hours after administration, BG was detected bound to a proportion of all major leukocyte subsets, including T cells and dendritic cells (DCs) (Fig. 2b). However, macrophages had the highest frequency (55%) of cells bound with BG. Among liver macrophage subsets, most KCs were found to bind BG (90%), whereas a minority (30%) of BMDMs bound BG in vivo (Fig. 2c). Based on this finding, we next tested the role of macrophages in mediating the anti-metastatic activity of BG. To do this, we first depleted macrophages using CEL (Supplementary Fig. 12a). As expected, CEL treatment, when administered with BG, caused a reduction in total liver macrophages including KCs, whereas depletion of tumor-associated macrophages was modest (Supplementary Fig. 12b–e), In addition, CEL treatment inhibited the anti-metastatic activity of BG (Supplementary Fig. 12f–k). Based on the differential depletion effects of CEL on tumor-associated macrophages and KCs, we next specifically considered the role of KCs in the anti-metastatic activity of BG. To assess the role for KCs in the anti-metastatic activity induced by BG, we used the Clec4f^DTR^ mouse model and administered DT daily beginning prior to BG treatment to deplete KCs (Fig. 2d). KC depletion inhibited the anti-metastatic activity of BG (Fig. 2e–h). Taken together, these findings show that macrophages, specifically KCs, are required for BG-induced anti-metastatic activity in the liver.

**Fig. 2:**
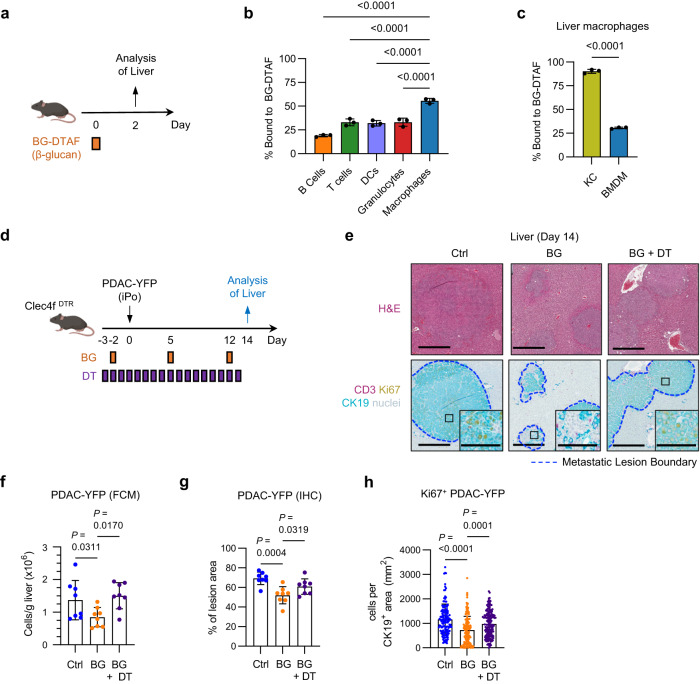
Kupffer cells are necessary for the liver anti-metastatic effects of BG. **a** Study design for (**b**). Healthy mice (n = 3) were injected with 5-(4,6-Dichlorotriazinyl) Aminofluorescein (DTAF) labeled β-glucan. Two hours later, mice were euthanized, and livers analyzed. **b** Frequency of each liver immune subsets bound to β-glucan-DTAF, as measured by FCM. **c** Frequency of KC and BMDMs bound to β-glucan-DTAF, as measured by FCM in n = 3 healthy mice. **d** Study design for (**e**–**h**). **e** Representative images of livers from control, BG and BG + DT treated mice 14 days after iPo injection of PDAC-YFP cells. Tissues stained using hematoxylin and eosin (H&E) (top) and mIHC (bottom) to detect CK19 (teal), CD3 (purple), Ki67 (yellow), and nuclei (blue, hematoxylin). Scale bar, 500 μm. Insets show a metastatic lesion. Scale bar, 100μm. **f** Quantification of PDAC-YFP tumor cells detected in the liver on Day 14 by FCM (n = 8 mice/grp). **g** PDAC-YFP (CK19^+^) tumor cells detected in liver metastatic lesions on Day 14 by IHC and shown as percent of metastatic lesion area as drawn in (**e**). (n = 8 mice/group). **h** Proliferating PDAC-YFP (CK19^+^Ki67^+^) tumor cells detected in liver metastatic lesions on Day 14 by IHC and shown as percent of metastatic lesion area as drawn in (**i**). Control (n = 138), BG-treated (n = 172) and BG + DT treated (n = 175) individual tumor lesions were analyzed from n = 8 livers per group. Data are representative of 2 independent experiments. Unpaired two-tailed Welch’s t test (**c**) and one-way ANOVA with Sidak’s test (**b**, **f**, **g**, **h**). Mean ± SD is shown (**b**, **c**, **f**, **g**, **h**). BG-DTAF, β-glucan-5-(4,6-Dichlorotriazinyl) Aminofluorescein; DCs, dendritic cells; KC, Kupffer cells; BMDMs, bone marrow-derived macrophages; iPo, intraportal; DT, diphtheria toxin; BG, β-glucan.

BG is known to bind to receptors on leukocytes and in doing so, cause cell activation. Dectin-1 (Clec7a) is a pattern recognition receptor (PRR) that recognizes BG and is expressed on macrophages^40^. In the liver, Dectin-1 was expressed by both KCs and BMDMs, and treatment with BG produced a decrease in Dectin-1 surface expression (Supplementary Fig. 13), consistent with internalization of Dectin-1 following receptor engagement by BG^41^. 

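Livers of 8 female C57BL/6J mice aged 9 weeks were profiled by scRNAseq, with 1 library per mouse. Replicates 1 to 4 came from untreated (control) mice and replicates 5 to 8 from mice that received 1.2 mg of BG 48 hours earlier. The methods give the injected volume of BG as 100 μL, whereas the sample labels give 100 mL. Each library combined CD45-positive cells with cells that a density gradient recovered from the CD45-negative fraction, a step the authors added to recover more KCs. The authors counted unique molecular identifiers (UMIs) per gene and barcode with the Cell Ranger pipeline, with reads aligned to the mm10 transcriptome and introns included. The deposited values are these UMI counts, before any normalization, for 32285 genes and 127557 barcodes. Control libraries held 39612380 to 46211839 UMIs (median 42547454.5) and BG libraries 44184117 to 60654583 UMIs (median 47201260). The cell limits stated in the methods were applied, namely at least 200 and at most 2500 detected genes and at most 30% of UMIs from mitochondrial genes. They left out 47611 barcodes for too few genes, 5449 for too many genes and 73503 for mitochondrial UMIs, some for more than 1 reason, and kept 48465 cells. Cells kept per library numbered 6222 to 7790 in control mice and 4330 to 5780 in BG-treated mice, with 17546204 to 21529646 UMIs (median 20076678.5) and 12499993 to 19056897 UMIs (median 18245108) in them. BG replicate 5 stood apart before these limits, with a median of 34 genes per barcode, 66.6% of its UMIs from mitochondrial genes and 4330 of 27873 barcodes kept. For each cell class, UMIs were summed over the cells of a mouse, so that the mouse was the unit of replication (n = 4 per group, but 3 control mice for basophils and bile duct cells and 3 BG-treated mice for gamma delta T cells). Genes with too few counts were removed with edgeR's filterByExpr, library sizes were normalized by TMM, and groups were compared with edgeR's quasi-likelihood test. A gene was called at the paper's thresholds, an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change over 0.5 or under -0.5. Except where stated, levels are given as TMM-normalized CPM (counts scaled to the library size), mean ± SD over 4 mice, and fold changes as BG over control. Gene positions are those of GENCODE vM21 on GRCm38, which is the assembly of mm10.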

To interrogate changes in macrophage biology triggered by treatment with BG, we analyzed the transcriptome of liver macrophages at 48 hours after BG treatment in non-tumor bearing mice using scRNAseq (Fig. 3a). To do this, we sequenced liver cells from untreated (n = 4) and BG-treated (n = 4) mice. 

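Most of the sequenced liver cells were lymphocytes, with 22913 T and NK cells and 8515 B and plasma cells among those kept. Endothelial cells (4605), plasmacytoid dendritic cells (1366), conventional dendritic cells (868), hepatocytes (504), bile duct cells (285), neutrophils (268), basophils (131) and fibroblasts (78) made up smaller classes. The macrophages comprised 1139 KCs, the resident macrophages of the liver sinusoids, and 749 BMDMs, the macrophages derived from circulating monocytes. Monocytes had no class of their own, and Ly6c2 and Ccr2, genes of monocytes, were among the markers detected in the BMDM cluster. The BMDM class may therefore hold monocytes as well as macrophages. Each mouse contributed 66 to 235 KCs, with 238666 to 769486 UMIs in all, and 52 to 123 BMDMs, with 220432 to 593234 UMIs. Libraries were integrated with Seurat on 2000 variable genes, and clusters were found at the stated resolution of 0.5. Genes of the interferon, MHC class I, cell cycle, immediate early and heat shock lists were kept out of the variable genes. So were genes that the paper names, and mitochondrial and ribosomal genes. This was meant to limit clustering by the response itself. Clusters of T and NK cells led by cell cycle genes and by interferon-induced genes still formed. Clusters were named by marker genes of each class that were listed beforehand. Doublets were not removed cell by cell, since Scrublet marked 371 cells (5.43%) of control replicate 1 and at most 2 cells of any other library. Clusters with high scores for both T and NK cell markers and those of endothelial or B cells were kept out of all classes instead. Clusters without a clear class were left out too. Some clusters with a high second score were kept, among them KCs (0.798 for BMDM markers) and conventional dendritic cells (0.893 for BMDM markers). For KCs the second class was BMDMs, so this score says nothing of T cell markers in them. The 2 largest clusters left out, with markers of both endothelial cells and T cells, held 4.96% and 4.83%, and 2.80% and 3.42%, of control and BG cells. Those with markers of both B cells and T cells held 1.97% and 1.18%, and 0.514% and 0.339%. Clusters without a name held 0.984% and 1.70%, 0.898% and 1.29%, 0.492% and 0.301% and 0.244% and 0.291%. Among T and NK cells clustered on their own, together with the cells of the mixed cluster whose best markers were theirs, 2 sub-clusters led by marker genes of another class held 3.88% and 4.33%, and 0.363% and 0.485%, of all cells and were left out too. This did not remove RNA of other cells from the classes kept, and most KCs held UMIs of T cell genes.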

We then used unbiased clustering and a dimensionality reduction through uniform manifold approximation and projection (UMAP) to define liver macrophage subsets (Supplementary Fig. 14a, b). This approach revealed two major subsets of macrophages (KCs and BMDMs) defined based on Clec4f expression (Fig. 3b). 

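Clec4f marked KCs and was almost missing from BMDMs in control and BG-treated livers alike. Clec4f (ENSMUSG00000014542) encodes a C-type lectin of Kupffer cells and lies on chromosome 6 of GRCm38 from 83644542 to 83656187. Its level was 1468 ± 555 CPM (SD, n = 8 mice) in KCs, from 687 to 2162 CPM, and 11.3 ± 8.67 CPM in BMDMs, from 0 to 21.9 CPM. In control replicate 3 no Clec4f UMI was found in BMDMs, where 3 UMIs, which a count of 0 still allows, would be 13.6 CPM. KCs were higher in 8 of 8 mice (exact sign test, two-sided, p = 0.00781), and in 4 of 4 within each group (p = 0.125, the smallest that an exact sign test over 4 mice allows). At least 1 Clec4f UMI was found in 57.8% of 564 control KCs and 70.6% of 575 KCs after BG. In T and NK cells, which lack Clec4f, 0.720% and 1.43% of cells held a UMI, at a median of 2618 and 3087 UMIs per cell against 3037.5 and 3322 in KCs. With every cell thinned to 1500 UMIs, these shares were 46.9% and 61.1% of KCs, 1.24% and 1.73% of BMDMs, and 0.357% and 0.675% of T and NK cells. The 1.49% and 4.12% of BMDMs with a Clec4f UMI before thinning, at a median of 4412 and 4419 UMIs per cell, exceed the share of T and NK cells and stay far below that of KCs. Clec4f was kept out of the genes used for clustering and of the markers that named the clusters.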

Treatment with BG (compared to control) triggered an upregulation of several differentially expressed genes in KCs (12 genes) and BMDMs (80 genes) with 8 genes shared between the KC and BMDM subsets (Fig. 3c, d; Supplementary Fig. 14c). 

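BG treatment raised the RNA of more genes than it lowered in KCs and BMDMs. In KCs 59 genes were upregulated and 32 downregulated of 5654 tested, and in BMDMs 72 were upregulated and 17 downregulated of 5002. Of 4559 genes tested in both subsets, 24 were upregulated and 7 downregulated in both, and none changed in opposite directions. Among the 24 were Ly6a, which encodes a surface protein of the Ly6 family that interferon induces, Lgals3bp, a secreted glycoprotein that binds galectins, and Plac8, which is abundant in monocytes. Ly6a rose from 226 ± 30.0 CPM in control mice to 737 ± 90.5 CPM in BG-treated mice in KCs (n = 4 each), a log2 fold change of 1.73 (standard error 0.15, adjusted p = 1.61e-09), and by 1.94 on the log2 scale in BMDMs (standard error 0.27, adjusted p = 0.000329). It lies on chromosome 15 from 74994877 to 74998031 of GRCm38, in a cluster of related genes that may share reads. Lgals3bp had log2 fold changes of 1.16, adjusted p = 3.43e-05, in KCs and 1.17, adjusted p = 0.000902, in BMDMs, and Plac8 of 0.94, adjusted p = 0.00262, and 0.90, adjusted p = 9.21e-05. Further shared genes were the antiviral genes Ifit1, Oas3, Rsad2 and Zbp1. The CPM of the 2 groups of mice did not overlap for 43 of the upregulated and 21 of the downregulated genes of KCs, and for 67 and 16 of those of BMDMs. Over all tested genes this held for 346 in KCs and 326 in BMDMs, where chance gives a share of 0.0286. If the calls in KCs and BMDMs were independent, 0.632 genes would be upregulated and 0.0921 downregulated in both. Both subsets come from the same mice. Simulated data without an effect of BG gave a covariance of fold changes of -0.000283 on average, against 0.0245 in the data. They gave 0 genes in both, which says little, since data without an effect leave few genes to be called in either subset. With KCs and BMDMs taken from different mice, 7 and 6 genes were upregulated in both, with covariances of 0.0233 and 0.0124. The counts rest partly on single libraries. The upregulated genes of KCs numbered 19 without BG replicate 7, and the downregulated ones 20 without control replicate 2, 20 without control replicate 4, 14 without BG replicate 5, 10 without BG replicate 7 and 54 without BG replicate 8. In BMDMs 44 without control replicate 2 and 45 without BG replicate 7 were upregulated, and 8 without control replicate 3, 7 without control replicate 4, 10 without BG replicate 6, 11 without BG replicate 7 and 7 without BG replicate 8 downregulated. Upregulated in both were 13 without BG replicate 5 and 9 without BG replicate 7.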

Based on the requirement of KCs for BG anti-metastatic activity, we next focused on transcriptional changes observed in KCs in response to BG treatment. 

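Genes of the type I interferon response were upregulated together in KCs 48 hours after BG, whereas genes of inflammatory signaling were, on balance, lower. Neither list was called with an estimated correlation between genes. Of 36 tested genes of the type I interferon list, 20 rose and none fell (29 higher and none lower when adjusted over the list alone), with a median log2 fold change of 0.95. Of 25 genes induced by interferon gamma, 4 rose and none fell (8 higher and 1 lower when adjusted over the list alone), with a median of 0.38. Of 19 genes of the inflammatory response, none rose and 1 fell (2 higher and 7 lower when adjusted over the list alone), with a median of -0.24, and the gene that fell was Il1b. DESeq2 called 7 of the type I interferon genes, 3 of the interferon gamma genes and 0 of the inflammatory genes. Ifi27l2a, a small interferon-induced protein, rose from 582 ± 257 CPM in control mice to 1875 ± 475 CPM in BG-treated mice (n = 4 each), a log2 fold change of 1.68 (standard error 0.20, adjusted p = 1.76e-06). Its gene (ENSMUSG00000079017) lies on chromosome 12 from 103442167 to 103443680 of GRCm38. Bst2, which encodes tetherin and holds budding viruses at the cell surface, had a log2 fold change of 1.22 (standard error 0.17, adjusted p = 2.99e-05). Rnf213, an interferon-induced ubiquitin ligase, had a log2 fold change of 0.84 (standard error 0.16, adjusted p = 0.00262). Il1b (ENSMUSG00000027398), which encodes the inflammatory cytokine interleukin-1 beta, lies on chromosome 2 from 129364570 to 129371139 and fell from 168 ± 32.1 CPM in control mice to 58.9 ± 15.9 CPM in BG-treated mice, a log2 fold change of -1.47 (standard error 0.20, adjusted p = 1.27e-05). DESeq2 gave Il1b a log2 fold change of -1.47 and no adjusted p, so it was not called there. The lists were compared with all other tested genes by limma's camera at a preset correlation between genes of 0.01. The adjusted p was 3.00e-48 for the type I interferon list, 1.30e-07 for the interferon gamma list and 1.98e-05, in the direction of lower expression, for the inflammatory list. For each of the 3 the adjusted p was 0.0934 with an estimated correlation. No list kept its call in KCs with an estimated correlation, whereas the type I interferon list kept it in T and NK cells. All lists were fixed beforehand, but some genes of these 3 lists had been seen in the text or figures of the paper.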

Gene set enrichment analysis revealed an enrichment in genes associated with inflammatory response, interferon gamma response and interferon alpha response (Fig. 3e). 

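KCs of BG-treated mice held more RNA of Irf7, Isg15 and Fcgr1 than KCs of control mice, and B2m and Tap1 did not pass the test. Irf7 (ENSMUSG00000025498), a transcription factor that drives interferon production, lies on chromosome 7 from 141262706 to 141266481 of GRCm38. It rose from 137 ± 25.4 CPM in control mice to 366 ± 69.1 CPM in BG-treated mice (n = 4 each), a log2 fold change of 1.38 (standard error 0.17, adjusted p = 2.36e-06). Isg15 (ENSMUSG00000035692), a ubiquitin-like modifier, lies on chromosome 4 from 156199424 to 156200818 and rose from 105 ± 30.5 CPM in control mice to 249.7 ± 88.7 CPM in BG-treated mice, a log2 fold change of 1.21 (standard error 0.22, adjusted p = 0.00157). Fcgr1 (ENSMUSG00000015947), the high-affinity Fc receptor for IgG, lies on chromosome 3 from 96282909 to 96293969 and rose from 102 ± 10.0 CPM in control mice to 170.3 ± 25.1 CPM in BG-treated mice, a log2 fold change of 0.72 (standard error 0.17, adjusted p = 0.0174). B2m (ENSMUSG00000060802), the light chain of MHC class I, lies on chromosome 2 from 122147686 to 122153083 and was at 2699 ± 509.7 CPM in control mice and 3693 ± 478 CPM in BG-treated mice, a log2 fold change of 0.46 (standard error 0.13, adjusted p = 0.0688). Tap1 (ENSMUSG00000037321), a subunit of the peptide transporter that loads MHC class I, lies on chromosome 17 from 34187553 to 34197225 and was at 124 ± 33.0 CPM in control mice and 171 ± 29.3 CPM in BG-treated mice, a log2 fold change of 0.52 (standard error 0.18, adjusted p = 0.141). Each p comes from edgeR's quasi-likelihood test, adjusted over all tested genes. The call of Fcgr1 was lost without control replicate 3 (adjusted p = 0.0506), control replicate 4 (0.0535), BG replicate 5 (0.0580) or BG replicate 7 (0.101). B2m was called without control replicate 1 (0.59, adjusted p = 0.0114) or BG replicate 6 (0.55, 0.0346), and Tap1 without control replicate 1 (0.67, adjusted p = 0.0434), given as log2 fold change and adjusted p.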

Consistent with this, KCs showed increased expression of IFN-response genes (e.g. *Irf7*, *Stat1*, *Isg15*), MHC-related genes (e.g. *B2m*, *Tap1*), and genes associated with antigen presentation (APC-related genes; e.g. *Fcgr1*) (Fig. 3f–i; Supplementary Fig. 14d, e). These changes suggest that BG triggers activation of liver macrophages and a shift in their phenotype. 

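Beyond the interferon response, KCs after BG held more RNA of genes of DNA replication, part of which may come from T cells, and less RNA of immediate early genes. Neither list was called with an estimated correlation between genes. Of 17 tested S phase genes, 4 rose and none fell (7 higher and none lower when adjusted over the list alone; median log2 fold change 0.59), and of 16 genes of G2 and M phase, 1 rose and none fell (the same numbers when adjusted over the list alone; median 0.33). Stmn1, which regulates microtubules, rose from 28.4 ± 16.9 CPM in control mice to 127 ± 39.7 CPM in BG-treated mice (n = 4 each), a log2 fold change of 2.21 (standard error 0.28, adjusted p = 4.59e-06). Its gene (ENSMUSG00000028832) lies on chromosome 4 from 134468320 to 134473843 of GRCm38. Top2a, the topoisomerase that untangles replicated DNA, had a log2 fold change of 2.24 (standard error 0.35, adjusted p = 0.000235), and Mcm6, a subunit of the replicative helicase, had a log2 fold change of 1.52 (standard error 0.25, adjusted p = 0.000291). Of 9 monocyte genes, 3 rose and 1 fell (4 higher and 1 lower when adjusted over the list alone, median 0.47). Ly6c2, a marker of circulating monocytes, was among those that rose (1.29, adjusted p = 0.000136). Ly6c2 also marks NKT-like cells, was called higher in T and NK cells, and was not tested in KCs without T cell receptor UMIs. Its rise alone therefore does not show a signal of monocytes. Of 17 complement and phagocytosis genes, 3 rose and none fell (4 higher and none lower when adjusted over the list alone; median 0.15). Of 18 immediate early genes, which respond first to stimulation, none rose and 5 fell (none higher and 9 lower when adjusted over the list alone, median -0.50). The list was also lower in BMDMs and in T and NK cells. The livers were digested before capture, and whether the fall comes from BG or from the handling of the tissue was not tested in any class. DESeq2 called 1 of the S phase genes, 0 of the genes of G2 and M phase, 4 monocyte genes, 0 complement and phagocytosis genes and 5 immediate early genes. Mmp12, the macrophage elastase, had a log2 fold change of -2.63 (standard error 0.46, adjusted p = 0.000886). Ms4a7, a membrane protein of macrophages, and Gpr183, an oxysterol receptor that guides migration, were lower at -1.41, adjusted p = 0.000688, and -1.40, adjusted p = 0.00458. DESeq2 gave no adjusted p for Stmn1, Top2a, Mcm6, Mmp12, Ms4a7 and Gpr183, so it called none of them. By camera, the adjusted p was 9.47e-08 for S phase and 0.000185 for G2 and M phase (adjusted p = 0.185 with an estimated correlation for each), and 4.43e-12 for immediate early genes (adjusted p = 0.164 with an estimated correlation). It was 0.00113 for monocyte genes (adjusted p = 0.0934 with an estimated correlation) and 0.00387 for complement and phagocytosis genes (adjusted p = 0.295 with an estimated correlation). Other settings ended some of these calls as well. The monocyte list was not called with DESeq2 (adjusted p = 0.0876, median 0.60), a mitochondrial limit of 10% (0.188, median 0.36) or without T cell receptor UMIs (0.222, median 0.33), the last chosen after the data were seen. The complement and phagocytosis list was not called with DESeq2 (adjusted p = 0.189, median 0.22), a mitochondrial limit of 10% (0.791, median 0.08), the Clec4f gate (0.105, median 0.14) or without T cell receptor UMIs (0.175, median 0.13). S phase genes were not called with a mitochondrial limit of 10% (adjusted p = 0.226, median 0.54). Without T cell receptor UMIs only 1 S phase gene was tested, so that setting says little of the list, and Top2a and Mcm6 were not tested there. Genes of G2 and M phase were not called with DESeq2 (adjusted p = 0.297, median 0.31), a mitochondrial limit of 10% (0.279, median 0.29) or without T cell receptor UMIs (0.0883, median 0.69). The last median rests on the 3 genes tested there. Of 10 marker genes of T cells none was called in KCs (median log2 fold change -0.10, adjusted p = 0.251, and 0.0488 without control replicate 3, where the list was called as lower), but 64.5% of control KCs and 61.6% of KCs after BG held a UMI of the T cell receptor or CD3, at the depths given with Clec4f. In B and plasma cells these shares were 6.45% and 7.94%, at a median of 1723 and 1798 UMIs per cell. T cell markers in KCs stood at 52.2% of their level in T and NK cells. At that share, T cell RNA predicted a rise of 363 CPM for 33 proliferation genes, against 598 CPM observed (ratio 0.606, 0.427 to 0.828 with 1 library left out). In KCs without T cell receptor or CD3 UMIs their rise was 961 CPM. T cells may thus supply part of the rise, and these values argue against their supplying all of it. Gzmb, a gene of cytotoxic T and NK cells chosen here after its value was seen, was higher in KCs (0.94, adjusted p = 0.00495) and in T and NK cells (0.66, adjusted p = 0.0170). Among the 421 KCs without a T cell receptor or CD3 UMI (20 to 85 per library), 20 genes were upregulated and 19 downregulated, and Stmn1 was still higher (log2 fold change 1.93, adjusted p = 0.000574). Of 6 marker genes of B and plasma cells none rose and 1 fell (none higher and 5 lower when adjusted over the list alone; median -0.88, adjusted p = 4.65e-07, and adjusted p = 0.185 with an estimated correlation). From the interferon, MHC and antigen presentation genes, the paper proposes that BG activates liver macrophages and shifts their phenotype.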

Consistent with this, CD206, a marker associated with pro-tumor macrophages, was found to significantly decrease on KCs in non-tumor bearing mice in response to BG while there was increased expression of MHCI (H2-K^b^/H2-D^b^) on KCs (Fig. 3j)^42^. Similarly, in the setting of liver metastasis, BG treatment selectively caused a decrease in CD206 expression on KCs. In addition, both KCs and BMDMs responded to BG with an increase in CD38 expression, a marker associated with an anti-tumor phenotype (Fig. 3k). Thus, BG triggers biological changes in liver macrophages, including KCs and BMDMs, consistent with their potential to mediate anti-tumor activity.

**Fig. 3:**
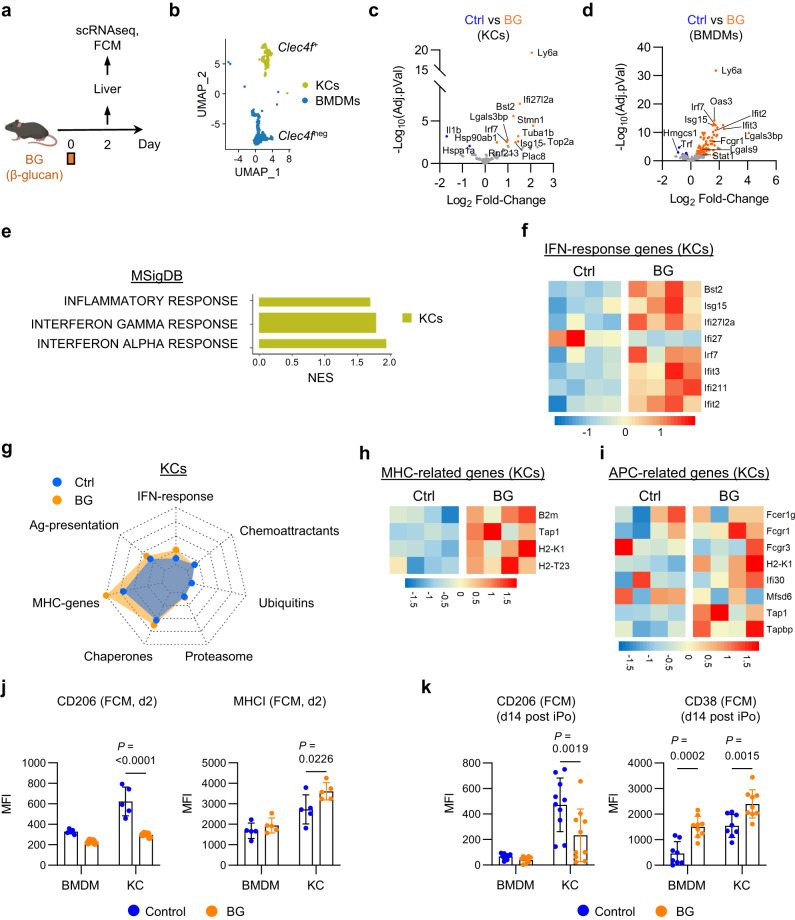
β-glucan upregulates antigen presentation pathways in Kupffer cells. **a** Study design for (**b**–**i**). **b** UMAP of macrophage populations identified from scRNAseq of control (n = 4) and BG-treated (n = 4) mouse livers. KCs (green) and BMDMs (blue) are defined by *Clec4f* expression. **c**, **d** Volcano plots of differentially expressed genes by pseudobulk analysis among Kupffer cells (**c**) and BMDMs (**d**) in control versus BG-treated livers. Annotated upregulated (orange) and downregulated (blue) genes after BG are highlighted. Significance determined by log2FoldChange < −0.5 or > 0.5 and adjusted *p-value* < 0.05. **e** Bar graph of selected gene sets identified as enriched by GSEA in KCs after treatment with BG. **f** Heatmap of IFN-response genes upregulated in KCs after BG. Scale bars indicate log_2_[TPM] scaled by row across samples. **g** Radar plot showing selected gene sets expressed by KCs in control (blue) and BG (orange) treated livers. Axis represents the mean TPM of selected gene set associated genes with range 0 to 172 TPM. **h**–**i** Heatmaps of MHC-related (**h**) and Antigen-presenting cell-related (**i**) genes upregulated in KCs after BG. Scale bars indicate log_2_[TPM] scaled by row across samples. **j** Quantification of CD206 (left) and MHC class I (H2-Kb/H2-Db, right) expression by BMDMs and KCs in the liver on Day 2 by FCM (n = 5 mice/group). **k** Quantification of CD206 (left) and CD38 (right) expression by BMDMs and KCs in the liver on Day 14 by FCM (n = 10 mice/group). Two-way ANOVA with correction for multiple comparison (**j** and **k**). Mean ± SD is shown (**j** and **k**). Flow cytometry data are representative of 2 independent experiments. BMDM, bone marrow derived macrophage; FCM, flow cytometry; iPo, intraportal; KC, Kupffer cell; scRNAseq, single cell RNA sequencing; Ctrl, control; IFN, interferon; MHC, major histocompatibility complex; APC, antigen presenting cell; NES, normalized enrichment score; MFI, mean fluorescence intensity.

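In BMDMs the upregulated genes were led by interferon-induced genes, and Fn1, Apoe and Trf were among the downregulated genes. Slfn4, an interferon-induced gene of myeloid cells, rose from 7.58 ± 6.86 CPM in control mice to 92.2 ± 32.7 CPM in BG-treated mice (n = 4 each), a log2 fold change of 3.80 (standard error 0.47, adjusted p = 9.21e-05). Its gene (ENSMUSG00000000204) lies on chromosome 11 from 83175186 to 83190216 of GRCm38. Ifit3, an antiviral protein whose reads can be shared with its paralog Ifit3b, rose from 33.6 ± 6.36 CPM in control mice to 179 ± 45.1 CPM in BG-treated mice, a log2 fold change of 2.40 (standard error 0.24, adjusted p = 1.09e-05). Oas3, which senses double-stranded RNA, had a log2 fold change of 1.47 (standard error 0.18, adjusted p = 9.21e-05). Irf7 rose from 171 ± 29.7 CPM in control mice to 531 ± 132 CPM in BG-treated mice in BMDMs, a log2 fold change of 1.64 (standard error 0.17, adjusted p = 2.04e-05). Cd300lf, an inhibitory receptor of myeloid cells, and Rtp4, an interferon-induced chaperone of receptors, had log2 fold changes of 2.56, adjusted p = 0.000286, and 1.79, adjusted p = 9.21e-05. Fcgr1 was also higher in BMDMs (1.12, adjusted p = 0.00183). Fn1 (ENSMUSG00000026193), which encodes the matrix protein fibronectin, lies on chromosome 1 from 71585520 to 71653200 and fell from 816 ± 267 CPM in control mice to 328 ± 61.5 CPM in BG-treated mice, a log2 fold change of -1.33 (standard error 0.19, adjusted p = 0.000324). Apoe, a carrier of lipids, and Trf, the iron carrier transferrin, were lower at -0.99, adjusted p = 0.000117, and -1.10, adjusted p = 0.00177. With no integration, and with dendritic cells among BMDMs, only 1 of the 17 downregulated genes was still called in each. Fn1 (adjusted p = 0.104 and 0.105) and Apoe (0.270 and 0.148) lost their calls there, and Trf lost its own with a mitochondrial limit of 10% (0.232). Cd300lf was not called with no limit of 2500 genes (0.362) or by DESeq2, which gave it no adjusted p. Among other genes labelled in Fig. 3d, Lgals9, a galectin, and Hmgcs1, an enzyme of cholesterol synthesis, did not pass the test (0.52, adjusted p = 0.157, and -0.49, adjusted p = 0.592). Of 37 tested type I interferon genes, 26 rose and none fell (32 higher and none lower when adjusted over the list alone; median log2 fold change 1.11, adjusted p = 1.02e-68 from camera, and adjusted p = 0.0511 with an estimated correlation). Of 23 interferon gamma genes, 4 rose and none fell (7 higher and none lower when adjusted over the list alone; median 0.56, adjusted p = 1.86e-08, and adjusted p = 0.381 with an estimated correlation). Of 14 monocyte genes, 3 rose and 1 fell (5 higher and 2 lower when adjusted over the list alone; median 0.05, adjusted p = 0.00163, and adjusted p = 0.457 with an estimated correlation). Without control replicate 3 the monocyte list was not called (adjusted p = 0.0770). Of 18 immediate early genes, none rose and 5 fell (1 higher and 7 lower when adjusted over the list alone; median -0.41, adjusted p = 3.29e-08, and adjusted p = 0.381 with an estimated correlation). DESeq2 called 20, 4, 4 and 6 genes of these 4 lists. S phase genes (9 tested, median -0.07, mean 0.03, adjusted p = 0.950) and genes of G2 and M phase (12 tested, median -0.03, mean 0.07, adjusted p = 0.515) were not called as lists, with 0 called by edgeR in each (1 and 1 at an unadjusted p under 0.05, and 0 and 0 called by DESeq2). With no limit of 2500 genes, which left 1524 BMDMs, both lists were called as higher (S phase median 0.77, adjusted p = 8.94e-25; G2 and M phase median 0.49, adjusted p = 1.08e-09). UMIs of the T cell receptor or CD3 were found in 25.3% of control BMDMs and 36.1% of BMDMs after BG.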

### KCs cooperate with T cells to mediate BG-induced anti-metastatic activity

Macrophages can exert anti-tumor effects through several mechanisms including phagocytosis of tumor cells, tumor cell killing through secretion of ROS or reactive nitrogen species (RNS), release of cytokines and chemokines, and serving as antigen-presenting cells to activate T cells. Since transcriptional profiling revealed that KCs respond to BG via upregulation of genes associated with antigen presentation and interferon response (Fig. 3), we next investigated the interaction of liver macrophages with T cells in the liver. In normal livers, T cells were more frequently detected in contact with a KC than a BMDM (Fig. 4a–c). Further, BG treatment increased the frequency of T cells in contact with a KC, whereas fewer BMDMs were observed in contact with a T cell after BG treatment. Based on this finding, we next examined transcriptional changes in T cells at 48 hours after BG treatment using scRNAseq (Supplementary Fig 14). 

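T and NK cells came from the same 8 livers and libraries as the macrophages. Those cells were clustered again on their own, and 15 sub-clusters were found. By their markers, 11695 cells were NKT-like, 3094 were like type 1 innate lymphoid cells (ILC1-like), 2125 were resting CD8 T cells, 1619 were resting CD4 T cells, 1214 were NK cells, 399 were regulatory T cells and 142 were gamma delta T cells. Of the rest, 1539 cells formed a sub-cluster without a clear name and 1029 a sub-cluster led by cell cycle genes, with 3.15% and 3.21%, and 0.679% and 4.07%, of all control and BG cells, and 57 cells a last one, whose leading genes were those of hepatocytes but which the naming rule left among T and NK cells. No sub-cluster had Cd4, Cxcr6 and T cell receptor RNA as its own set of markers. Cxcr6 CD4 T cells were therefore taken as T and NK cells with at least 1 UMI of Cd4 and of Cxcr6 and none of Cd8a, the definition planned for this case, which gave 1625 cells (119 to 301 per mouse, with 408190 to 1166434 UMIs). Deeper cells pass this gate more often: its cells had a median of 3090.5 UMIs in control and 3880 in BG-treated mice. Of the gated cells, 1346 lay in NKT-like sub-clusters (91 to 273 per mouse), so the Cxcr6 CD4 and NKT-like groups overlap and are not separate subsets. UMIs were summed per mouse over each group of cells and compared as for the macrophages.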

Notably, T and NK cells in the liver were found to have the highest number of DEGs after BG treatment compared to control (Supplementary Fig 14f). 

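Counted over all their cells, T and NK cells had more changed genes than any other class of liver cells after BG, and genes of the interferon response and of DNA replication were among those that rose in them. Of 11254 genes tested in T and NK cells, 271 were upregulated and 26 downregulated. Chek1, a checkpoint kinase of DNA replication, had a log2 fold change of 2.66 (standard error 0.39, adjusted p = 0.00127), and Orc1, which marks origins of replication, had a log2 fold change of 2.35 (standard error 0.38, adjusted p = 0.00249). Chek1 (ENSMUSG00000032113) lies on chromosome 9 from 36708482 to 36727065 of GRCm38. Ifi44, an interferon-induced protein, had a log2 fold change of 2.35 (standard error 0.25, adjusted p = 0.000127). Of 43 tested S phase genes, 30 rose and none fell (32 higher and none lower when adjusted over the list alone; median log2 fold change 1.06, adjusted p = 2.69e-55 from camera, and adjusted p = 0.146 with an estimated correlation). Of 50 genes of G2 and M phase, 7 rose and none fell (26 higher and none lower when adjusted over the list alone; median 1.04, adjusted p = 7.06e-15, and adjusted p = 0.533 with an estimated correlation). The sub-cluster led by cell cycle genes held 0.679% and 4.07% of all control and BG cells. Without it, an alternative chosen after the data were seen, 147 genes were upregulated and 9 downregulated in T and NK cells. Of 37 type I interferon genes, 33 rose and none fell (the same numbers when adjusted over the list alone; median 1.17, adjusted p = 1.53e-119, and 0.0154 with an estimated correlation). Of 18 immediate early genes, none rose and 6 fell (the same numbers when adjusted over the list alone; median -0.36, adjusted p = 1.00e-13, and 0.0463 with an estimated correlation). Jun, a part of the transcription factor AP-1, was lower in T and NK cells (-0.65, adjusted p = 0.000832). B and plasma cells had 108 changed genes (96 higher), endothelial cells 99 (92 higher), KCs 91, BMDMs 89, plasmacytoid dendritic cells 37 (32 higher), conventional dendritic cells 20, neutrophils 13, bile duct cells 12 and basophils 2. None of these was lower in conventional dendritic cells, neutrophils or basophils, where edgeR gave 377, 50 and 39 genes at an unadjusted p under 0.05 in both directions and DESeq2 also called 0 lower. Hepatocytes and fibroblasts were too few to be tested. Classes differ in cells and UMIs. When T and NK cells were drawn down 20 times to the number of KCs in each mouse, a median of 60 genes changed (36 to 102), and when thinned to the UMIs of KCs, 87 (70 to 100). With 1 library left out, the count in T and NK cells stayed within 1.5 times 297. It moved further in endothelial cells (64 without BG replicate 7), plasmacytoid dendritic cells (24 without control replicate 3 and 24 without BG replicate 7), conventional dendritic cells (42 without control replicate 1, 6 without control replicate 2, 8 without control replicate 3, 7 without control replicate 4, 10 without BG replicate 5, 9 without BG replicate 7 and 11 without BG replicate 8) and bile duct cells (19 without BG replicate 6 and 2 without BG replicate 7), and in basophils 1 gene changed without BG replicate 7 and none without BG replicate 6 (edgeR, with 38 genes at an unadjusted p under 0.05, and DESeq2 not run without a library).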

Among T and NK cells, a population of *Cxcr6*^+^ *Cd4*^+^ T cells showed the greatest increase in DEGs (363 genes) with upregulated DEGs (n = 267) associated with IFN-related (e.g. *Irf7*, *Isg15*, *Oas3*) and cell cycle pathways (e.g. *Pcna*, *E2f1*, *Cdk4*), and downregulated DEGs (n = 96) associated with cell differentiation (e.g. *Tcf7*, *Cd27*) and cell migration (e.g. *Ccr7*, *S1pr1*) (Fig. 4d–j). These findings suggest that KCs may trigger an anti-metastatic adaptive immune response in the liver.

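Genes of DNA replication and of the interferon response were upregulated together in Cxcr6 CD4 T cells after BG, and immediate early genes were downregulated. None of these lists was called with an estimated correlation between genes. Of 6438 genes tested, 127 were upregulated and 30 downregulated. Another grouping of the same mice gave 36 in place of the 30, so chance cannot be excluded for the downregulated count. Irf7 rose from 27.5 ± 3.75 CPM in control mice to 85.3 ± 25.6 CPM in BG-treated mice (n = 4 each), a log2 fold change of 1.59 (standard error 0.22, adjusted p = 7.80e-05). Isg15 rose from 85.7 ± 37.0 CPM in control mice to 181 ± 60.6 CPM in BG-treated mice, a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.00504), and Oas3 had a log2 fold change of 1.39 (standard error 0.24, adjusted p = 0.000583). E2f1 (ENSMUSG00000027490), a transcription factor that opens S phase, lies on chromosome 2 from 154559407 to 154569892 of GRCm38 and had a log2 fold change of 3.44 (standard error 0.53, adjusted p = 0.000169). Pcna (ENSMUSG00000027342), the sliding clamp of DNA polymerases, lies on chromosome 2 from 132249162 to 132253314 and rose from 174 ± 45.1 CPM in control mice to 275 ± 68.7 CPM in BG-treated mice, a log2 fold change of 0.70 (standard error 0.17, adjusted p = 0.0163). Its call was lost without control replicate 1 (adjusted p = 0.0896), control replicate 3 (0.0580), control replicate 4 (0.0577), BG replicate 7 (0.0581) or BG replicate 8 (0.0743). Mcm2, a helicase subunit, and Lig1, the ligase that joins replicated DNA, had log2 fold changes of 1.82, adjusted p = 4.82e-06, and 2.44, adjusted p = 7.12e-06. Gzmb, which encodes granzyme B, a protease of cytotoxic granules, was also higher (1.37, adjusted p = 4.82e-06). Cdk4, a kinase of G1 phase, did not pass the test (0.59, adjusted p = 0.0672). It was called without BG replicate 6 (0.66, adjusted p = 0.0451). It was also called with no low-count filter and with no upper limit on genes per cell, with values in the closing section. Of the genes named for differentiation, Tcf7, a transcription factor of memory-like T cells, and Cd27, a costimulatory receptor, had log2 fold changes of -0.06, adjusted p = 0.929, and -0.27, adjusted p = 0.360, and neither was called. Of those named for migration, S1pr1, a receptor that guides T cells out of lymph nodes, was not called either (-0.37, adjusted p = 0.718). Ccr7, a receptor that guides T cells to lymph nodes, had too few UMIs to be tested (22 over the 4 control and 20 over the 4 BG-treated mice). Fosb, Jund and Fos, parts of AP-1, fell by 0.68 (adjusted p = 0.000547), 0.63 (0.000366) and 0.65 (0.00201) on the log2 scale. Of 31 tested S phase genes, 17 rose and none fell (25 higher and none lower when adjusted over the list alone; median 1.12, adjusted p = 7.53e-36, and adjusted p = 0.0834 with an estimated correlation). Of 25 genes of G2 and M phase, 3 rose and none fell (9 higher and none lower when adjusted over the list alone; median 0.49, adjusted p = 1.69e-06, and adjusted p = 0.370 with an estimated correlation). Of 28 type I interferon genes, 17 rose and none fell (21 higher and none lower when adjusted over the list alone; median 0.88, adjusted p = 3.02e-34, and adjusted p = 0.0834 with an estimated correlation). Of 21 interferon gamma genes, 2 rose and none fell (5 higher and none lower when adjusted over the list alone; median 0.31, adjusted p = 4.32e-05, and adjusted p = 0.0834 with an estimated correlation). The G2 and M phase list was not called without the cycling sub-cluster (adjusted p = 0.988, median -0.03) or among gated cells of the NKT-like sub-clusters (adjusted p = 0.932, median -0.04), 2 alternatives chosen after the data were seen. Of 17 genes of T cell quiescence and differentiation, none rose and 2 fell (none higher and 4 lower when adjusted over the list alone; median -0.27, adjusted p = 1.51e-06, and adjusted p = 0.159 with an estimated correlation). Of 16 genes of T cell migration, none rose and 1 fell (the same numbers when adjusted over the list alone; median -0.19, adjusted p = 0.00717, and adjusted p = 0.106 with an estimated correlation). Of 16 immediate early genes, none rose and 6 fell (none higher and 7 lower when adjusted over the list alone; median -0.47, adjusted p = 1.30e-15, and adjusted p = 0.0834 with an estimated correlation). DESeq2 called 14 S phase, 2 G2 and M phase, 13 type I interferon, 1 interferon gamma, 0 quiescence, 0 migration and 4 immediate early genes, and neither Isg15 (adjusted p = 0.219) nor E2f1, which had no adjusted p there. Of 10 heat shock genes, 5 rose and none fell (6 higher and none lower when adjusted over the list alone; median 0.59, adjusted p = 2.88e-07, and adjusted p = 0.257 with an estimated correlation). Of 20 genes of T cell activation and effector function, 1 rose and none fell (the same numbers when adjusted over the list alone; median 0.04, mean 0.08, adjusted p = 0.614). Cells of the cycling sub-cluster made up 2.50% of the gated cells in control and 19.1% in BG-treated mice. Without them 36 genes were upregulated and 5 downregulated. The upregulated genes numbered 65 without control replicate 1 and 66 without BG replicate 7. The downregulated ones numbered 16 without control replicate 1, 18 without BG replicate 5 and 11 without BG replicate 7. From the changes in these T cells, together with the contacts between T cells and KCs, the paper proposes that KCs may trigger an adaptive immune response against metastasis.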

**Fig. 4:**
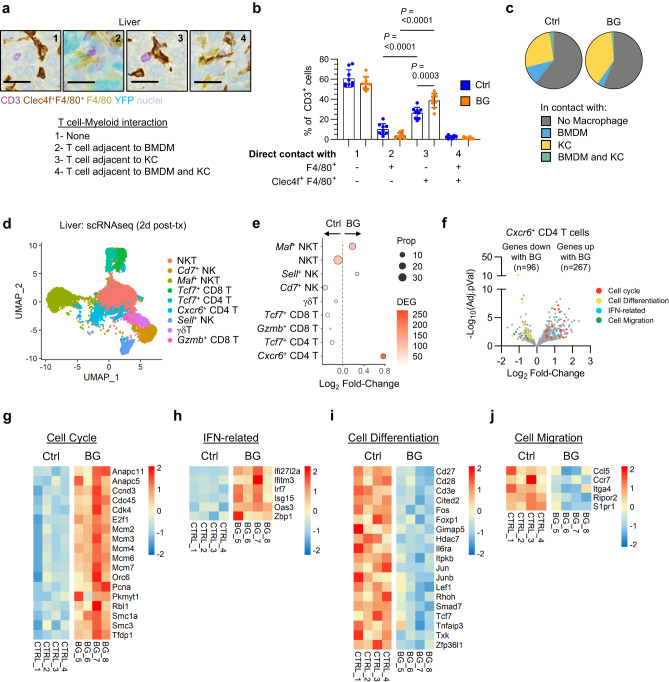
β-glucan treatment drives Kupffer cell – T cell interactions. **a** Representative images of livers from mice at 14 day after iPo injection of PDAC-YFP tumor cells. Tissues stained using mIHC to detect YFP^+^ tumor cells (teal), CD3 (purple), F4/80 (yellow), Clec4f (brown), and nuclei (blue, hematoxylin). Images show T cells in contact with (1) no macrophage, (2) a BMDM, (3) a KC and (4) both a BMDM and a KC. Scale bar, 25μm. **b** Quantification of cell-cell interactions between T cells (CD3^+^) and liver macrophage subsets (Clec4f^+^F4/80^+^, KCs; F4/80^+^, BMDMs) in mouse livers of control and BG-treated mice at 14 days after iPo injection of 200,000 PDAC-YFP tumor cells (n = 9 mice/grp). One-way ANOVA with Tukey’s test. Mean ± SD is shown. **c** Pie charts summarizing data shown in (**b**). **d** UMAP of T cell/NK populations identified by scRNAseq in control and BG-treated livers on day 2. **e** Dot plot of Log_2_ Fold-Change in T cell/NK population frequency in BG-treated livers compared to control livers. Size represents the proportion of total T cell/NK and color indicates the number of differentially expressed genes in BG versus control. **f**, Volcano plot of differentially expressed genes by pseudobulk analysis among *Cxcr6* CD4^+^ T cells in control versus BG-treated livers. Annotations highlight genes associated with the cell cycle (red), cell differentiation (yellow), IFN (blue) and cell migration (green). Significance determined by log2FoldChange < −0.5 or > 0.5 and adjusted *p* value < 0.05. **g**–**j** Heatmaps of cell cycle (**g**), IFN-related (**h**), cell differentiation (**i**) and cell migration (**j**) gene set associated genes, differentially expressed in *Cxcr6* CD4^+^ T cells from control and BG-treated livers on day 2. Scale bars indicate log_2_[TPM] scaled by row across samples. BMDM, bone marrow-derived macrophage; KC, Kupffer cell; scRNAseq, single-cell RNA sequencing; Ctrl, control; IFN, interferon.

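With all cells of each subset, Cxcr6 CD4 T cells and NKT-like cells, which overlap, had the most changed genes among the T and NK subsets, and their ranks were not settled. Of 9920 genes tested in NKT-like cells, 123 were upregulated and 16 downregulated, a total of 139 against 157 in Cxcr6 CD4 T cells. NKT-like cells had more without control replicate 1 (126 against 81), control replicate 2 (137 against 133), control replicate 4 (144 against 134), BG replicate 5 (126 against 120), BG replicate 7 (120 against 77) or BG replicate 8 (177 against 151). They also had more with DESeq2 (127 against 87), a mitochondrial limit of 10% (85 against 54), all variable genes (336 against 147), a resolution of 1.0 (334 against 158) or no fold threshold (195 against 169). Drawn down to the number of cells of KCs where they had more, Cxcr6 CD4 T cells had a median of 136.5 changed genes, NK cells 94 and NKT-like cells 46. Thinned to the UMIs of KCs, the medians were 124.5, 104 and 54. Chek1 and Uhrf1, genes of DNA replication, led the changes of NKT-like cells, with a log2 fold change of 3.48 (standard error 0.44, adjusted p = 6.91e-05) and a log2 fold change of 2.44 (standard error 0.29, adjusted p = 3.98e-05). NK cells had 84 upregulated and 32 downregulated genes, among them Mcm3 (2.40, adjusted p = 0.000169). ILC1-like cells had 69 and 7, among them Ifi27l2a (2.82, adjusted p = 1.91e-08). Resting CD4 T cells had 48 and 4, and resting CD8 T cells 56 and 15, among them Gzmb (2.17, adjusted p = 3.53e-06). The unnamed sub-cluster of 1539 cells had 58 and 6, regulatory T cells 6 and 1, and gamma delta T cells had 1 upregulated gene, Ifi27l2a (2.39, adjusted p = 0.000381). Cxcr6 CD4 T cells made up 5.94% ± 1.74 (SD, n = 4) of T and NK cells in control mice and 8.25% ± 2.13 in BG-treated mice (exact permutation test, two-sided, p = 0.143, adjusted p = 0.411 over the 8 subsets). With each cell thinned to 1500 UMIs before gating, the shares were 2.45% and 2.36% (exact permutation test, p = 0.914). ILC1-like cells made up 14.4% ± 1.49 and 12.2% ± 1.60 (exact permutation test, p = 0.114), NK cells 4.64% ± 0.919 and 6.03% ± 1.51 (p = 0.200), resting CD4 T cells 7.09% ± 1.15 and 7.07% ± 2.34 (p = 1), resting CD8 T cells 9.90% ± 0.945 and 8.59% ± 1.94 (p = 0.257), regulatory T cells 1.86% ± 0.320 and 1.56% ± 0.508 (p = 0.343) and gamma delta T cells 0.613% ± 0.183 and 0.634% ± 0.376 (p = 0.971) by the same exact permutation test, and none of these shares passed it. The share of NKT-like cells is not compared, since Ly6c2, a gene that marks them, changed after BG. In NK cells the total was 38 without control replicate 1, 61 without control replicate 3, 41 without BG replicate 5 and 41 without BG replicate 7. It was 33 without BG replicate 5 in resting CD4 T cells, 42 without BG replicate 7 in the unnamed sub-cluster, 11 without BG replicate 6 in regulatory and 2 without control replicate 3 in gamma delta T cells.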

Next, we examined T cell infiltration in the metastatic liver. Although the overall density of T cells in the liver was not affected by BG treatment (Supplementary Fig. 15a), there was an increase in CD3^+^ T cell infiltration and in proliferating CD3^+^ Ki67^+^ T cells in metastatic lesions of BG-treated mice compared to control mice (Fig. 5a, b). In addition, T cell infiltration within metastatic lesions coincided with areas of decreased CK19^+^ tumor cell density. We termed these histologically defined regions as “contraction zones” and the regions with a denser CK19^+^ cell population as “tumor zones” (Fig. 5c). Contraction zones contained an increased density of T cells compared to tumor zones, suggesting a potential role for T cells in the anti-metastatic activity induced by BG (Fig. 5d, e). Thus, we next depleted T cells using anti-CD4 and anti-CD8 depleting antibodies prior to and during BG treatment (Fig. 5f). T cell depletion produced a significant reduction in T cells in the blood and liver (Supplementary Fig. 15b–d). Notably, T cell depletion produced an increase in metastatic burden in the livers of BG-treated mice (Fig. 5g–i, Supplementary Fig. 15e, f). Moreover, T cell depletion was associated with an increase in CK19^+^ density in metastatic lesions (Fig. 5j). Finally, depletion of KCs in Clec4f^DTR^ mice using DT prevented the formation of T cell infiltrated contraction zones and the corresponding decrease in tumor zones triggered by BG (Fig. 5k–m). Together, these data show that BG targeting of KCs is required for the formation of T cell infiltrated “contraction zones” and that T cells are critical to anti-metastatic potential.

**Fig. 5:**
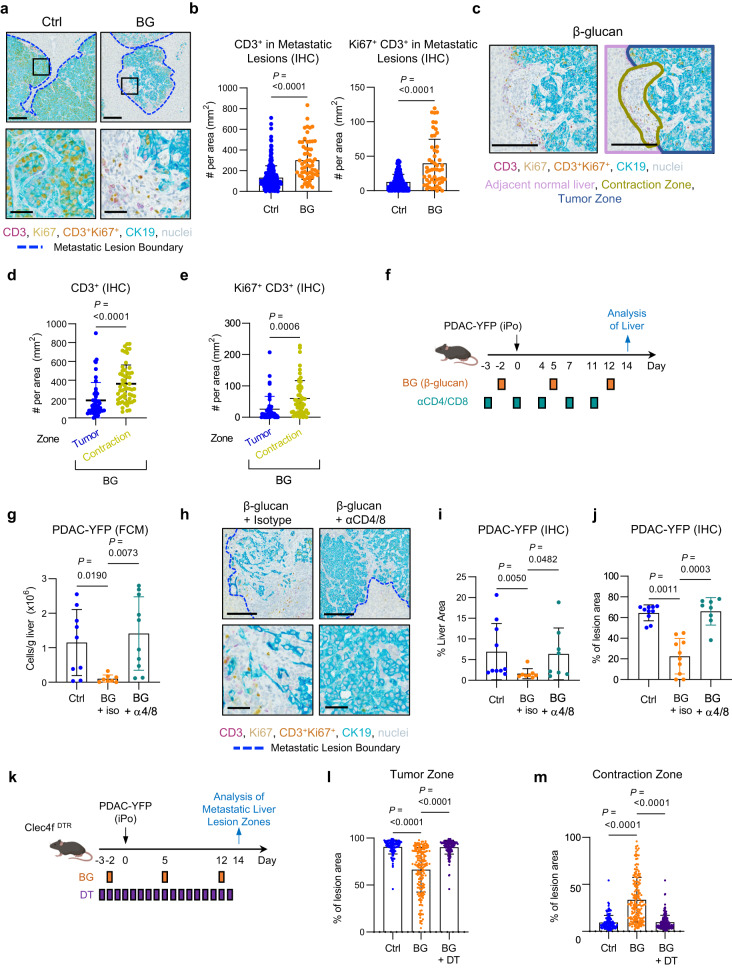
β-glucan treatment stimulates T cell mediated anti-tumor immunity. Study design for (**a**–**e**) is described in Fig. 1c. **a** Representative IHC images. Scale bars, 200μm (top) and 50μm (bottom). Metastatic lesions, blue dashed lines. **b** CD3^+^ and CD3^+^Ki67^+^ cells detected by IHC and shown as cells per metastatic lesion area (mm^2^). For CD3^+^ cells in control (n = 289) and BG-treated (n = 57) tumor lesions were analyzed. For CD3^+^Ki67^+^ cells, control (n = 262) and BG-treated (n = 53) tumor lesions were analyzed. Unpaired two-tailed Welch’s t test. **c** Representative IHC images. Contraction (olive green) and tumor (dark blue) zones are outlined. Scale bar, 200μm. Liver, light purple outline. **d**, **e** Quantification of CD3^+^ (**d**) and CD3^+^Ki67^+^ (**e**) cells detected by IHC and shown as cells per zone area (mm^2^) as drawn in (**c**). In (**d**) individual tumor zones (n = 57) and contraction zones (n = 47) and in (**e**) individual tumor zones (n = 57) and contraction zones (n = 46) were analyzed. Unpaired two-tailed Welch’s t test. **f** Study design for (**g**–**j**). Data are representative of 3 experiments. **g** Quantification of PDAC-YFP tumor cells detected by FCM in control (n = 9), BG-treated (n = 8) and BG + anti-CD4/CD8 treated (n = 10) mice. One-way ANOVA with Sidak’s test. **h** Representative IHC images. Scale bars, 200μm (top) and 50μm (bottom). Metastatic lesions, blue dashed lines. **i**, **j** PDAC-YFP tumor cells detected by IHC and shown as percent of liver area (**i**) in control (n = 10), BG-treated (n = 8) and BG + anti-CD4/CD8 treated (n = 8) mice and percent of metastatic lesion area (**j**) area in control (n = 10), BG-treated (n = 10) and BG + anti-CD4/CD8 treated (n = 8) mice. **k** Study design for **l**, **m**. **l**, **m**, Quantification of individual control (n = 138), BG-treated (n = 172) and BG + DT-treated (n = 175) tumor zones (**l**) and individual contraction zones (**m**) in livers from n = 10 mice per group. Kruskall-Wallis with Dunn’s multiple comparisons (**i**, **j**, **l**, **m**). Mean ± SD is shown (**b**, **d**, **e**, **g**, **I**, **j**, **l**, **m**). BMDM, bone marrow-derived macrophage; iPo, intraportal; KC, Kupffer cell; DT, diphtheria toxin; Ctrl, control; BG, β-glucan; iso, isotype.

### Kupffer cells and T cells coordinate BG-induced activation of BMDMs

We next investigated the mechanism by which KCs and T cells coordinate anti-metastatic activity. T cells can participate in immunosurveillance by acting as cytotoxic effectors or by secreting soluble factors to recruit a productive inflammatory response. Regarding this, BG showed a major early impact (day 2) on CD4^+^ T cells (Fig. 4e), which can play a coordinator role in cancer immunosurveillance, driving recruitment and anti-tumor programming of myeloid cells^43^. Therefore, we hypothesized that acute activation of KCs and T cells might coordinate an ongoing innate immune response to control metastasis. Consistent with this, scRNAseq analysis of cells isolated from livers of mice 14 days after metastatic challenge showed non-KC myeloid cells, and not T/NK cells or KCs, to have the greatest number of DEGs after BG compared to control (Fig. 6a–c). Clustering of non-KC myeloid cells revealed five transcriptionally unique BMDM subsets and two conventional dendritic cell subsets (Fig. 6d). Of these macrophage and dendritic cell populations, DEG analysis nominated *Spp1*^+^MΦs (*Spp1*^+^BMDMs) as a key responder to BG at day 14 (Fig. 6e). Notably, *Spp1* expressing macrophages are commonly found in human liver metastasis, such as in colorectal cancer^44^. Furthermore, consistent with a role for BG in shifting Spp*1*^+^ MΦs from a pro-tumor to an anti-tumor phenotype, gene set enrichment analysis of *Spp1*^+^ MΦs revealed upregulation of genes related to antigen presentation, IL-1, immune regulatory pathways (e.g., *Arg1*, *Cd274*) and nitric oxide production (e.g., *Nos2*, *Tnf*, *Sod2*) (Fig. 6f–j). Given this, we next turned to define the requirement for KCs and T cells in mediating anti-tumor programming of *Spp1*^+^MΦs. As Nos2 (iNOS), a hallmark of classical macrophage activation, characterized BG-treated *Spp1*^+^MΦs, we performed IHC for Nos2 on livers treated with BG with or without KC depletion using DT, macrophage depletion with CEL or T cell depletion with anti-mouse anti-CD4/CD8 antibodies. Indeed, BG triggered Nos2 expression in liver lesions, but this was lost upon depletion of KCs, BMDMs or T cells (Fig. 6k, l). In total, these data support a mechanism by which BG acutely activates KCs and T cells leading to re-education of BMDMs to control liver metastasis.

**Fig. 6:**
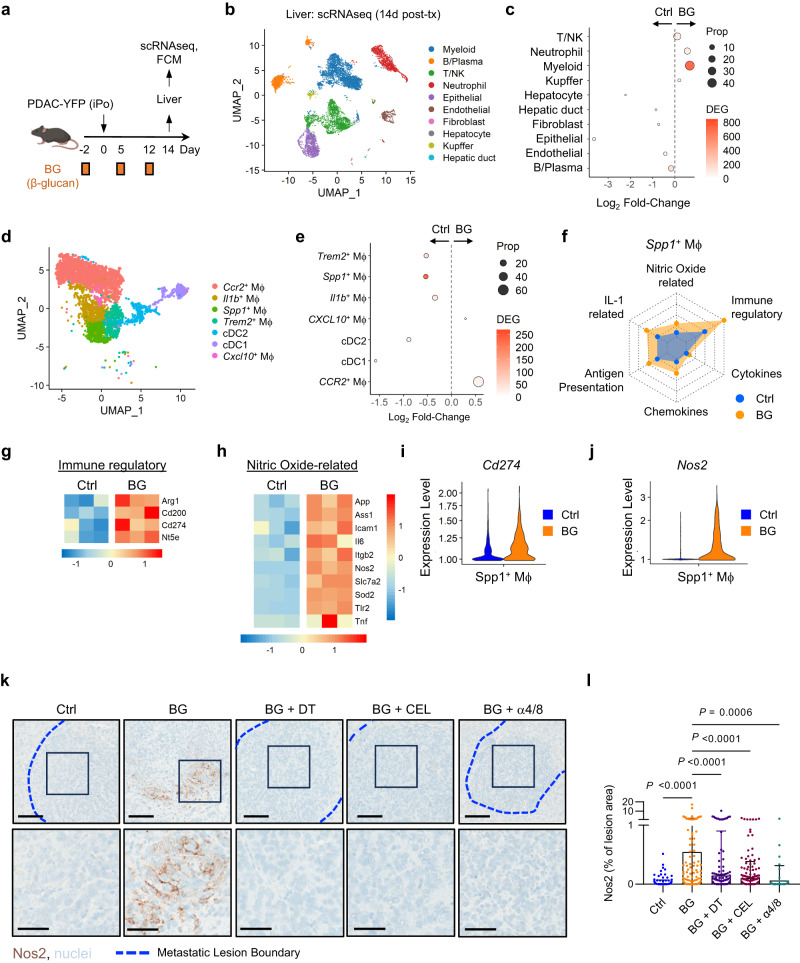
Kupffer cells and T cells coordinate BMDM activation. **a** Study design for (**b**–**j**). **b** UMAP of liver populations identified by scRNAseq in control (n = 3) and BG (n = 3)-treated livers. **c** Dot plot of Log_2_ Fold-Change in liver population frequencies in BG-treated livers compared to control livers. Size represents proportion of total cells and color indicates number of differentially expressed genes in BG versus control. **d** UMAP of BMDM/cDC populations identified by scRNAseq. **e** Dotplot of Log_2_ fold change in BMDM population frequencies in BG-treated livers compared to control livers. Size represents proportion of total cells and color indicates number of differentially expressed genes in BG versus control. **f** Radar plot showing selected gene sets expressed by *Spp1*^+^MΦs in control (blue) and BG (orange) treated livers. Axis represents the mean TPM of selected gene set-associated genes with range 0 to 172 TPM. **g**, **h** Heatmaps of immune regulatory (**g**) and nitric oxide-related (**h**) gene set associated genes, upregulated in *Spp1*^+^MΦs from control and BG-treated livers. Scale bars indicate log_2_[TPM] scaled by row across samples. **i**, **j** Violin plots of *Cd274* (**i**) and *Nos2* (**j**) expression by *Spp1*^+^MΦs in control and BG-treated livers. **k** Representative images of livers from control mice or mice treated with BG, BG + DT, BG + CEL, or BG + a4/8 stained using IHC to detect NOS2 (brown) and nuclei (blue, hematoxylin). The bottom panel highlights the lesion interior. Scale bars, 100μm (top) and 50 μm (bottom). Metastatic lesions, blue dashed lines. **l** Quantification of NOS2^+^ staining detected by IHC and shown as percentage of individual control (n = 248), BG-treated (n = 173), BG + DT (n = 350), BG + CEL (n = 260) and BG + α4/8 (n = 61) liver lesion area. Data represents the combination of three independent experiments with control (n = 5), BG-treated (n = 6), BG + DT (n = 8), BG + CEL (n = 5), and BG + α4/8 (n = 5) biological replicates. One-way ANOVA with Sidak’s multiple comparisons test. Mean ± SD is shown. iPo, intraportal; KC, Kupffer cell; BG, β-glucan; scRNAseq, single cell RNA sequencing; MΦ, macrophage; cDC, conventional dendritic cell; Ctrl, control; DT, diphtheria toxin; CEL, clodronate encapsulated liposomes; a4/8, anti-mouse anti-CD4/anti-CD4 monoclonal antibody.

### BG treatment combines with anti-PD1 therapy to inhibit metastasis

Liver metastasis is associated with decreased benefit from immunotherapy with anti-PD1 (anti-PD1), an immune checkpoint blockade (ICB) that has shown activity across many solid malignancies^13–17^. Consistent with this clinical observation, liver metastasis is associated with peripheral immune tolerance mechanisms coordinated in part by liver macrophages^15^. Thus, we considered the possibility that the anti-metastatic and immunomodulatory activity of BG may sensitize liver metastases to immunotherapy with anti-PD1. We first examined PD1 expression in liver metastatic lesions in mice. PD1 expression was uncommon in the normal liver but concentrated in metastatic lesions (Fig. 7a–d). However, BG (compared to control) was not associated with a significant increase in PD1 expression either in the liver (Fig. 7c) or metastatic lesions (Fig. 7d). We next tested the therapeutic activity of anti-PD1 in combination with BG when administered to mice with established liver metastases (Fig. 7e). Mice treated with combination therapy (BG plus anti-PD1) survived significantly longer compared to control mice (Fig. 7f). Notably, anti-PD1 monotherapy produced no improvement in survival whereas BG monotherapy was associated with a modest increase in survival (Fig. 7f). Together, these data show that BG sensitizes metastases to anti-PD1 immunotherapy.

**Fig. 7:**
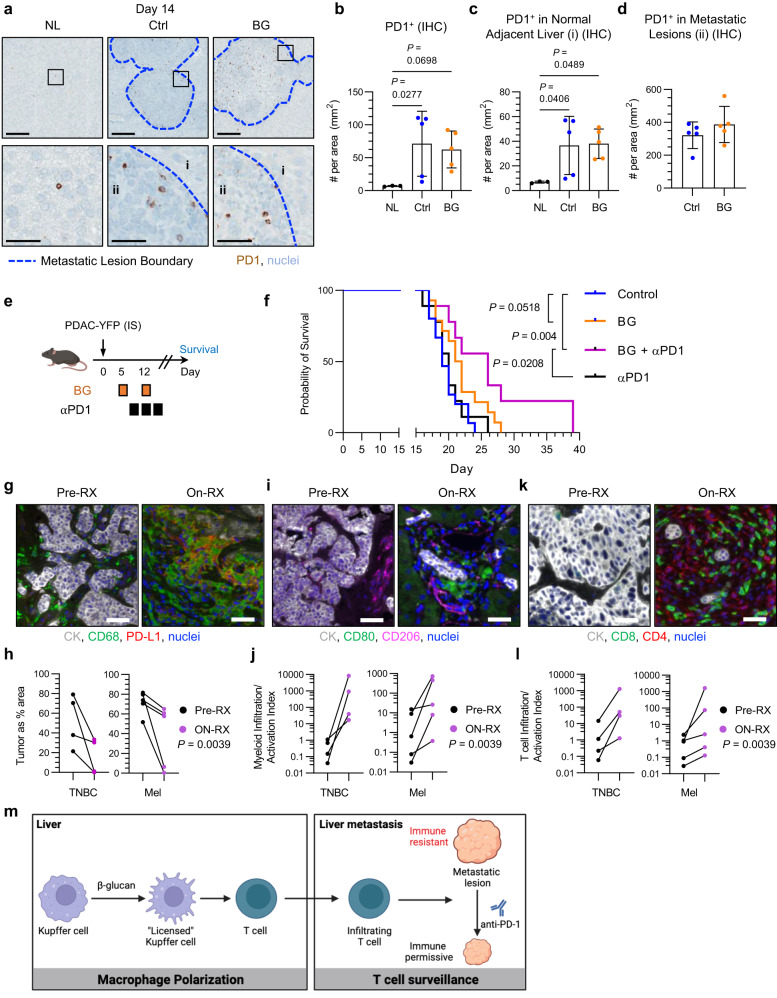
BG treatment and anti-PD1 therapy combine to inhibit liver metastasis. **a** Representative images of livers from tumor-free mice (Normal Liver, NL, left) and mice treated with control (middle) and BG (right) at 14 days after iPo injection of PDAC-YFP cells. Tissues are stained using IHC to detect PD1 (brown) and nuclei (blue, hematoxylin). Scale bar, 200 μm (top) and 50 μm (bottom). **b**–**d** PD1^+^ cells detected by IHC in liver on Day 14 are shown as (**b**) cells per liver area, (**c**) cells per liver area in normal liver (n = 3) and after iPo injection of PDAC-YFP without treatment (n = 5) or after treatment with BG (n = 5), and (**d**) cells per metastatic lesion area (mm^2^). Kruskal-Wallis test with Dunn’s multiple comparisons testing (**b**, **c**) and unpaired two-tailed Welch’s t test (d). **e** Study design for (**f**). Data are representative of 2 independent experiments. **f**, Kaplan-Meier plot of mice following IS injection of PDAC-YFP cells in control (n = 15), BG-treated (n = 14), BG + anti-PD1 (n = 9) and anti-PD1 (n = 9) treated mice. Log-rank test. **g**–**l** Biopsies of metastatic lesions from patients with TNBC (n = 4) and melanoma (Mel, n = 5) were collected prior to (Pre-RX, left) and after 6 weeks of treatment (On-RX, right) with β-glucan (Odetiglucan) + anti-PD1 (pembrolizumab). **g** Representative IF images of paired liver biopsies stained for cytokeratin (CK, white), CD68 (green), PD-L1 (red), and nuclei (blue). Scale bars, 20 μm. **h** Quantification of tumor area pre- and on-treatment for individual patients. Scale bars, 20μm. **i** Representative IF images of paired liver biopsies stained for cytokeratin (white), CD80 (green), CD206 (pink), and nuclei (blue). Scale bars, 20 μm. **j** Quantification of myeloid infiltration/activation index for individual patients. **k** Representative IF images of paired liver biopsies stained for cytokeratin (white), CD8 (green), CD4 (red), and nuclei (blue). **l** Quantification of T cell infiltration/activation index for individual patients. **m** Conceptual model. β-glucan treatment activates Kupffer cells, which in turn recruit T cells to metastatic lesions resulting in decreased tumor cell proliferation and sensitization of metastatic lesions to anti-PD1 immunotherapy. Mean ± SD is shown (**b**, **c**, **d**). IHC, immunohistochemistry; IS, intrasplenic; IF, immunofluorescence; TNBC, triple-negative breast cancer.

Finally, we examined the biological effects of BG in combination with anti-PD1 in patients with advanced cancer. To do this, metastatic lesions were analyzed from patients enrolled on the IMPRIME-1 trial (NCT02981303). This Phase 2 study included patients with advanced triple-negative breast cancer (TNBC) or melanoma with metastatic disease (Supplementary Table S5). Eligible patients had previously progressed on front-line therapy and were treated with BG (odetiglucan, 4 mg/kg IV weekly) in combination with anti-PD1 (pembrolizumab, 200 mg IV q3weeks). Nine patients with metastases were biopsied before (pre-RX) and after (on-RX) 6 weeks of treatment. Biopsied tissues, including those from the liver, lymph node, neck, abdomen, and chest wall, were assessed histologically for tumor cells, macrophages, and T cells. On-treatment samples showed decreased tumor cell density (Fig. 7g, h). In addition, on-treatment samples contained a decrease in CD206^+^ macrophages with a concomitant increase in CD80-expressing macrophages consistent with a shift in macrophage phenotype (Fig. 7i, j). Further, an increase in T cell infiltration, including CD4 and CD8 T cells, was seen in metastatic lesions in on-treatment compared to pre-treatment biopsies (Fig. 7k, l). Overall, these findings parallel our results seen in mice and support a mechanism in which BG redirects KCs to coordinate anti-tumor T cell-dependent immunity that then suppresses liver metastasis (Fig. 7m).

## Discussion

In this study, we investigated macrophages and their role in regulating liver metastasis. We show that liver resident macrophages, namely Kupffer cells, are a potential cellular target for triggering anti-metastatic activity. Metastatic lesions are frequently infiltrated by macrophages which are commonly associated with tumor progression. We found that both bone marrow-derived macrophages and Kupffer cells associate with liver metastases. However, only bone marrow-derived macrophages infiltrate metastatic lesions in the liver, whereas Kupffer cells remain restricted to the periphery of lesions. As a result, Kupffer cells infrequently contact cancer cells during metastasis. Despite this, our findings show that Kupffer cells can be activated and polarized by treatment with a β-glucan to inhibit metastasis. We found that β-glucans preferentially bound Kupffer cells in the liver. However, anti-metastatic activity was dependent not only on Kupffer cells but also T cells. Consistent with this, Kupffer cells responded to treatment by upregulating genes involved in antigen presentation and associated with an interferon response. These findings are in line with prior reports using alternative approaches to polarize macrophages for the treatment of primary tumors and lung metastases^45^. However, strategies to leverage macrophages for the treatment of liver metastasis have remained ill-defined. 

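Genes of MHC class I presentation were higher as a group in KCs after BG, although edgeR called no single gene of the list. Those of MHC class II presentation were lower. Neither list was called with an estimated correlation between genes, and the class II list was not called under some other settings either. Of 23 tested MHC class I genes, edgeR called 0 and DESeq2 1, 12 had an unadjusted p under 0.05, and 5 rose when adjusted over the list alone. The median log2 fold change of the list was 0.34. Pdia3, a chaperone that helps to load peptides, had a log2 fold change of 0.52 (standard error 0.14, adjusted p = 0.0516), and it was called without control replicate 1 (adjusted p = 0.0400) or BG replicate 8 (0.0182). H2-K1, a heavy chain of MHC class I, and Tapbp, which bridges it to the peptide transporter, had log2 fold changes of 0.34, adjusted p = 0.229, and 0.38, adjusted p = 0.251. H2-T23, a nonclassical member of the same family, had 0.52, adjusted p = 0.0771, and was called without BG replicate 6 (adjusted p = 0.0282). These genes resemble their neighbours in sequence, so reads may be shared among them. Of 10 tested MHC class II genes, none rose and 1 fell (none higher and 6 lower when adjusted over the list alone; median -0.54). DESeq2 called 0 of them. The gene that fell was Cd74, the invariant chain that guards the peptide groove. Cd74 (ENSMUSG00000024610) lies on chromosome 18 from 60803848 to 60812652 of GRCm38 and had a log2 fold change of -0.65 (standard error 0.17, adjusted p = 0.0474). Its call was lost without control replicate 1 (adjusted p = 0.181), control replicate 2 (0.189), BG replicate 5 (0.211), BG replicate 6 (0.127) or BG replicate 7 (0.221). H2-Ab1, a class II beta chain, had a log2 fold change of -0.64 (standard error 0.20, adjusted p = 0.0863), and was called without control replicate 3 (adjusted p = 0.0105), control replicate 4 (0.0445) or BG replicate 8 (0.0249). Of 6 genes of Fc receptors, 1 rose and none fell (the same numbers when adjusted over the list alone; median 0.17), and the one that rose was the gene of the high-affinity IgG receptor. Fcer1g, the signaling chain that Fc receptors share, and Fcgr3, a low-affinity receptor, had log2 fold changes of 0.07, adjusted p = 0.889, and -0.32, adjusted p = 0.445. The class I list had an adjusted p of 3.22e-08 from camera (adjusted p = 0.185 with an estimated correlation), the class II list 0.0132 (adjusted p = 0.378 with an estimated correlation) and the Fc receptor list 0.151. The class II list was not called without control replicate 1 (adjusted p = 0.0907), control replicate 2 (0.170) or BG replicate 6 (0.0949), and also not with DESeq2 (adjusted p = 0.322, median -0.52), the Clec4f gate (0.326, median -0.15) or without T cell receptor UMIs (0.470, median -0.46), the last chosen after the data were seen. Markers of B cells, which also express MHC class II, were lower in these KCs as well.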

Notably, liver metastasis is linked to immune resistance^15,46^. Our data now show that this resistance is reversible through macrophage polarization which sensitizes liver lesions to treatment with anti-PD1 immune checkpoint blockade. Taken together, our results identify a role for Kupffer cells in coordinating innate immune surveillance in cancer and underscore the prospect of myeloid agonists as a strategy to circumvent adaptive immune resistance in cancer immunotherapy.

β-glucan treatment stimulated Kupffer cells to coordinate anti-metastatic activity that was dependent on T cells. We found that treatment caused an immune reaction at the border of metastatic lesions which we termed a “contraction zone”. Both Kupffer cells and T cells were required for the formation of this immune reaction which was notably devoid of tumor cells. In addition, T cells were found within the contraction zone, but Kupffer cells were excluded. In contrast, we detected T cell-Kupffer cell interactions in the liver that were increased by β-glucan treatment. Together, these findings raise the possibility that Kupffer cells may stimulate tumor-specific T cell responses through antigen presentation which occurs outside of metastatic lesions but within the liver. 

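Irf7 and Isg15 were higher in KCs of BG-treated mice than in those of control mice at 48 hours. Irf7, a regulator of interferon genes, was at 101 to 156 CPM in the 4 control mice and 296 to 439 CPM in the 4 mice given BG, so that no mouse of one group reached the other. These levels rest on 246 and 687 UMIs over the 4 mice of each group. Isg15, whose product is attached to other proteins as ubiquitin is, was at 61.4 to 131 CPM in control mice and 121 to 316 CPM after BG, from 187 and 463 UMIs, and the lowest BG-treated mouse lay just below the highest control mouse. DESeq2, the tool the paper names, gave Irf7 a log2 fold change of 1.41 (adjusted p = 4.07e-10) and Isg15 1.24 (adjusted p = 0.000309). In KCs without a UMI of the T cell receptor or CD3, Irf7 had a log2 fold change of 1.19 (standard error 0.20, adjusted p = 0.000756 from edgeR) and Isg15 1.45 (standard error 0.29, adjusted p = 0.00446).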

Consistent with this, we found that β-glucan treatment increased Kupffer cell expression of *Irf7*, which is known for its critical role in interferon responses that govern the induction of T cell immunity^47^. β-glucan treatment also increased the expression of *Isg15* in Kupffer cells. *Isg15* is an interferon-induced ubiquitin-like protein with immunomodulatory potential capable of enhancing APC function^48^. Thus, these findings support a role for polarizing Kupffer cells to invoke anti-metastatic responses and emphasize the importance of bridging innate and adaptive immunity for cancer immunotherapy.

The liver is a lymphoid organ that is central to establishing peripheral immune tolerance^49^. In cancer, the liver is continuously exposed to malignant cells as well as soluble factors and antigens released by tumors and commensal organisms (e.g. bacteria) originating from the gut^50^. These events trigger alterations in the liver that impact its biological state^51,52^. Resident liver macrophages, namely Kupffer cells, are well-recognized for their role in establishing peripheral immune tolerance^53–56^. Kupffer cells maintain tolerance through the production of IL-10 and prostaglandins, by acting as incompetent APCs, and through the expansion of Tregs^53–55^. Kupffer cells have also been suggested to mediate tolerance in cancer via Fas-dependent apoptosis of tumor-specific CD8^+^ T cells^15^. However, it is known that macrophages may also be induced with immunostimulatory properties^57,58^. Despite this, recent literature suggests that macrophage pliability is more permissive for bone marrow-derived macrophages than resident macrophages, such as Kupffer cells. This hypothesis is founded on the principal that plasticity undermines the requirement of resident macrophages to maintain tissue homeostasis^59,60^. Consistent with this, resident macrophages produce an attenuated inflammatory response to external stimuli. 

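The response of inflammatory genes to BG was lower in KCs than in BMDMs, but so was that of marker genes of lymphocytes. With an estimated correlation between genes no list was called for this difference (adjusted p = 0.208 or more). The BMDM class may hold monocytes, which were not told apart from macrophages. Of 23 genes of the inflammatory response tested for a difference between the fold changes in KCs and BMDMs, 1 had a lower response in KCs and none a higher one, and the median difference was -0.42 on the log2 scale. The gene was Il1b, whose fold change in KCs was lower than in BMDMs by a log2 difference of -1.50 (standard error 0.30, adjusted p = 0.0235), from edgeR's quasi-likelihood test of the interaction with mouse as a block. Mmp12, the macrophage elastase, had the largest difference, at -5.25 (standard error 0.69, adjusted p = 4.65e-05), but too few counts for a test in BMDMs alone. Tuba1b, a tubulin, responded more in KCs (1.11, adjusted p = 0.0465), and so did Cfp, the complement protein properdin (1.51, adjusted p = 0.0119), a gene chosen after its value was seen. Within BMDMs, 0 of 23 inflammatory genes were called by edgeR and by DESeq2 (0 also when adjusted over the list alone; 4 at an unadjusted p under 0.05), with a median of 0.22 and an adjusted p of 0.148 from camera. That list was called as higher in BMDMs without control replicate 3 (adjusted p = 0.00303), control replicate 4 (0.0329) or BG replicate 6 (0.0230), and also with no integration (adjusted p = 0.000967) or dendritic cells among BMDMs (0.000581). The difference of the inflammatory list had an adjusted p of 1.72e-05 from camera (adjusted p = 0.208 with an estimated correlation). Type I interferon genes (median difference -0.23, adjusted p = 0.157), interferon gamma genes (median difference -0.22, adjusted p = 0.0637), MHC class I genes (median difference -0.09, adjusted p = 0.273) and S phase genes (median difference 0.38, adjusted p = 0.0637) gave no call as lists with the settings fixed first. With a library left out, the type I interferon list was lower in KCs without control replicate 1 (adjusted p = 0.0259) or BG replicate 5 (0.0246). The interferon gamma list was lower without control replicate 1 (adjusted p = 0.0256), control replicate 3 (0.00875), BG replicate 5 (0.0346), BG replicate 6 (0.0435) or BG replicate 7 (0.0239). The S phase list was higher in KCs without control replicate 1 (adjusted p = 0.00697), BG replicate 5 (0.0275), BG replicate 6 (0.0278) or BG replicate 8 (0.0177). With all libraries, the type I interferon list was also called with DESeq2 (adjusted p = 0.0353), no limit of 2500 genes (0.0119), no integration (0.00237), dendritic cells among BMDMs (0.000939) or the Clec4f gate (0.00781). The interferon gamma list was also called with DESeq2 (adjusted p = 0.00313), no filter on low counts (0.0379), genes in 3% of cells (0.0423), a mitochondrial limit of 10% (0.0237), no integration (0.000891) or dendritic cells among BMDMs (0.000639). So was the S phase list with DESeq2 (adjusted p = 0.000178), no filter on low counts (0.0182), genes in 3% of cells (0.0471), no limit of 2500 genes (0.000654), no integration (5.68e-07), dendritic cells among BMDMs (4.01e-07) or the Clec4f gate (0.000369). Lists of T cell markers (median difference -0.90, adjusted p = 5.73e-06, and 0.344 with an estimated correlation), genes of T cell activation and effector function (median difference -0.81, adjusted p = 2.95e-08, and 0.208), NK cell markers (median difference -0.62, adjusted p = 0.00722, and 0.344) and markers of B and plasma cells (median difference -0.73, adjusted p = 0.00986, and 0.344) had a lower response in KCs as well. So had genes of T cell quiescence (median difference -0.59, adjusted p = 2.62e-05), of T cell migration (median difference -0.37, adjusted p = 0.00226) and of BG recognition (median difference -0.26, adjusted p = 0.0291). Lists with a higher response in KCs were oxidative phosphorylation (median difference 0.30, adjusted p = 1.42e-07), ER chaperones (median difference 0.46, adjusted p = 1.66e-06), proteasome (median difference 0.27, adjusted p = 0.000600), Kupffer cell identity (median difference 0.69, adjusted p = 0.00309), complement and phagocytosis (median difference 0.31, adjusted p = 0.0226) and iron handling (median difference 0.42, adjusted p = 0.0282). Over 6265 genes, 6 responded more and 10 less in KCs than in BMDMs with edgeR, 523 differed at an unadjusted p under 0.05, and DESeq2 called 1. That total of 16 fell to 8 without control replicate 1, 2 without control replicate 2, 6 without control replicate 4, 7 without BG replicate 5, 10 without BG replicate 7 and 8 without BG replicate 8, and another grouping of the same mice gave 17, so chance cannot be excluded for it.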

We also found that Kupffer cells upregulated fewer inflammatory genes in response to β-glucan treatment than bone marrow-derived macrophages. However, the requirement of Kupffer cells for β-glucan treatment efficacy suggests that they have sufficient pliability to be instructed with anti-metastatic activity.

In our experiments, we found that β-glucan treatment delivered before or after metastatic challenge reduced metastasis raising the possibility that Kupffer cells may be imprinted with anti-metastatic activity. This is consistent with prior literature showing the capacity of β-glucans to rewire macrophages with trained immunity^28,61^, a process involving epigenetic and metabolic reprogramming that results in altered responses to secondary challenge^62^. We found that β-glucan treatment rapidly altered the phenotype of Kupffer cells by downregulating expression of CD206, a molecule commonly associated with immunosuppressive myeloid cells^63^. In addition, Kupffer cells upregulated CD38 which is associated with myeloid cells of an immunostimulatory phenotype^61,64^. Notably, this shift in Kupffer cell biology was maintained at 2 weeks after β-glucan treatment. As Kupffer cells are long-lived resident liver macrophages, modulating their biology may produce a more durable shift in the immunological state of the liver compared to transient activation of liver-infiltrating macrophages that is seen with myeloid agonists (e.g. CD40) targeting bone marrow-derived macrophages^65–67^. Thus, therapeutically intervening on Kupffer cells with β-glucan treatment may offer a unique opportunity to reprogram the liver from immune-suppressive to immune-permissive.

Liver metastasis correlates with decreased efficacy of immune checkpoint blockade^13–17,68^. Disseminated cancer cells that invade the liver may provoke immune tolerance mechanisms that hamper anti-tumor immunity and in doing so, limit the efficacy of cancer immunotherapy. Consistent with this, liver macrophages have been implicated as determinants of immune tolerance invoked by liver metastasis due to their capacity to trigger apoptosis of tumor-specific CD8^+^ T cells^15^. Our findings are consistent with these observations as we show that anti-PD1 is ineffective against liver metastasis in models of pancreatic cancer. Prior studies have investigated strategies to deplete myeloid subsets as an approach to remove mechanisms of immunological tolerance triggered by liver metastasis^18,69,70^. However, myeloid depletion strategies are susceptible to the emergence of compensatory myeloid responses that paradoxically support tumor outgrowth^71^. In contrast, our findings in mouse models show that macrophages can be leveraged for their anti-metastatic potential and capacity to condition tumors with sensitivity to anti-PD1 immune checkpoint blockade. Further, in patients with triple-negative breast cancer and advanced melanoma treated with a β-glucan (odetiglucan) in combination with anti-PD1 (pembrolizumab) therapy (IMPRIME-1 Study), we observed a shift in the polarization of macrophages with a corresponding increase in infiltrating T cells in metastatic lesions^72,73^. We also found that the effects of β-glucan were not liver specific with anti-metastatic activity also observed in a model of lung metastasis. Together, these data suggest polarization of resident tissue macrophages using β-glucans as a potential strategy to sensitize metastases to immunotherapy.

Beta-glucan therapy is under clinical investigation as a strategy to enhance the efficacy of immune checkpoint blockade with anti-PD1 therapy (NCT05159778) Our study identifies a role for Kupffer cells in coordinating cancer immunosurveillance and shaping outcomes to immunotherapy. Further, these findings support the development of interventions targeting tissue-resident macrophages as a strategy to reverse resistance in cancer immunotherapy and improve outcomes for patients with metastatic disease.

## Methods

### Study design

All animal studies were conducted in accordance with guidelines from the Animal Care and Use Committee of the University of Pennsylvania. All studies of human biospecimen were conducted in accordance with recognized ethical guidelines including the Belmont Report, CIOMS, Declaration of Helsinki, and U.S. Common Rule.

### Cell lines

PDA.8572 (PDAC–YFP) and PDA.69 (PDAC.69) cell lines were used for intrasplenic, intraportal, and tail-vein injections. PDA.8572 cell line was derived from a PDAC tumor that arose spontaneously in a female KPCY mouse, as previously described^51,58,74^. PDA.69 was derived from a PDAC tumor that arose spontaneously in a female KPC mouse, as previously described^51^. Cell lines were maintained in DMEM (Corning) supplemented with 10% fetal bovine serum (FBS, VWR), 83 μg/ml gentamicin (Thermo Fisher), and 1% GlutaMAX (Thermo Fisher), henceforth referred to as DMEM complete media. Cells were cultured at 37 °C, 5% CO_2_. Cell lines that had been passaged fewer than 16 times were used for experiments, and trypan blue staining was used to ensure that cells with >90% viability were used for studies. Cell lines were tested routinely for *Mycoplasma* contamination at the Cell Center Services Facility at the University of Pennsylvania and all lines used tested negative for contamination.

### Mice

C57BL/6 J (#000664), Clec4f-cre (C57BL/6J-*Clec4f*^*em1(cre)Glass*^/J, #033296) and Rosa-DTR (C57BL/6-*Gt(ROSA)26Sor*^*tm1(HBEGF)Awai*^/J, #007900) mice were procured from the Jackson Laboratory. Clec4f-cre^+/+^ mice were crossed with Rosa-DTR^flox/flox^ to generate Clec4f^DTR^ (Clec4f-cre^+/-^ Rosa-DTR^flox/+^) mice for use in experiments. All mice were bred and maintained under pathogen-free conditions in a barrier animal facility at the University of Pennsylvania. Animal protocols were reviewed and approved by the Institute of Animal Care and Use Committee of the University of Pennsylvania (protocol number 803605). Euthanasia was performed using CO_2_ inhalation following AVMA and institutional guidelines. Mice were monitored three times per week and euthanized based on defined criteria including loss of ≥ 20% body weight, body condition score ≥ 2, lethargy, or other signs of distress. Metastatic liver lesions were not grossly measurable and thus tumor measurements were not routinely taken.

### Animal studies

For all studies, mice of similar age and sex were used. Both male and female mice between 8 to 12 weeks of age were used, except for overall survival and scRNAseq studies where only female mice were used. Mice were co-housed and enrolled in a randomized, unblinded fashion. Sample sizes were calculated based on the number of mice needed for statistical analysis determined from pilot studies.

For intraportal (iPo) injection of tumor cells, mice were anesthetized with continuous isoflurane. Analgesics (e.g. buprenorphine) were administer for pain control. Briefly, the abdomen was shaved and sterilized, and depth of anesthesia was assessed prior to performing a median laparotomy. The incision (10-15 mm) was used to expose the peritoneal cavity. A similarly sized incision was then made in the peritoneum and the incision was held open with an Agricola retractor (Roboz). The intestines were exteriorized to expose the portal vein. Intestinal hydration was maintained with pre-warmed (37 degree) sterile PBS throughout the procedure. Pancreatic tumor cells (2 × 10^5^ 8572YFP or 5 × 10^5^ PDAC.69 suspended in 100 uL sterile PBS) were injected into the portal vein via a 30-gauge needle. Successful injection was confirmed by blanching of the liver with minimal leakage. Hemorrhage was controlled with pressure applied with sterile gauze and hemostatic flour/gauze (Avitene). The intestines were then returned to the abdomen; the peritoneum was closed with suture; and the skin was closed with wound clips. Buprenorphine was administered for 48 h following the surgery. For overall survival studies, mice were monitored twice weekly and euthanized for development of ascites or decreased activity. For endpoint studies, mice were euthanized at 2, 12, or 14 days after surgery, as indicated.

For intrasplenic (IS) injections of pancreatic tumor cells, mice were similarly prepared for surgery as for intraportal injection surgeries. Briefly, an incision (5–10 mm) in the upper left quadrant of the abdomen exposed the peritoneal cavity. A similar incision was then made in the peritoneum. The spleen was exteriorized and injected with pancreatic tumor cells (5 × 10^5^) suspended in 100 uL sterile PBS through a 30-gauge needle. Successful injection was confirmed by whitening of the spleen and minimal leakage. Splenectomy along with a pancreatectomy involving resection of the pancreatic tail was then performed using cauterization and hemostatic flour and gauze (Avitene) to control hemorrhage. All organs were then returned to the peritoneal cavity and the peritoneum was closed with 5–0 PDS II violet suture (Ethicon). The skin was closed with wound clips (Braintree Scientific). After the procedure, mice were similarly followed as described for intraportal injection surgeries.

For intravenous (IV) injection of pancreatic tumor cells, 5 × 10^5^ PDAC-YFP cells were suspended in sterile PBS and injected into the tail vein of mice. Prior to injection, mice were warmed in their cage on a slide warmer for 30 minutes. Immediately prior to injection, each tail was heated under a heat lamp, sterilized, and cells were injected via a 30-gauge needle.

Antibodies administered to mice included anti-CD4 (GK1.5, 0.2 mg), anti-CD8 (2.43, 0.2 mg), anti-PD1 (RMP1-14, 0.2 mg), and rat isotype control (LTF-2, 0.2 mg) antibodies and were suspended in 200 μl sterile PBS for administration. The abdomen of mice was sterilized, and antibodies were injected into the peritoneum via a 30-gauge needle. All in vivo antibodies were sourced from BioXCell. To deplete liver macrophages, clodronate-encapsulated liposomes (CEL, Liposoma, 200uL) were administered by intraperitoneal (IP) injection according to the manufacturer’s protocol. To deplete Kupffer cells, diphtheria toxin (DT, 200 ng) was delivered IP to Clec4f^DTR^ mice. β-glucan (BG, odetiglucan, Hibercell, 1.2 mg) is a clinical grade soluble, β−1,3/1,6 glucan derived from *Saccharomyces cerevisiae*^75^. BG was suspended in 100μL PBS and administered IV to mice weekly, unless otherwise noted. For overall survival studies, mice received up to seven doses of BG. Detailed information on antibodies and reagents used in experiments can be in found in Supplementary Table S1.

### Immunohistochemistry

Dissected tissues were fixed in 10% formalin for 48 hours at room temperature, then washed twice with PBS and stored in 70% ethanol at 4 °C until embedded in paraffin. Five-micron formalin-fixed paraffin-embedded (FFPE) tissues sections were used for staining. Hematoxylin and eosin (H&E) stains were done manually. Automated immunohistochemistry staining was performed on FFPE sections using a Ventana Discovery Ultra automated slide staining system (Roche). The reagents used are detailed in Supplementary Table S2. Images were acquired using an Aperio CS2 scanner system (Leica). For quantification of cell populations, Visiopharm software (version 2020.01.1.7332) was used to analyze the whole tissue of interest. Cells were detected and classified based on colorimetric characteristics within regions of interest (ROI) using custom algorithms.

### Human samples

Biopsy samples from human PDAC liver metastasis lesions were collected from patients enrolled in the Pancreatic Cancer Action Network (PanCAN) Know Your Tumor (KYT) program^76^ and were provided by PanCAN. For this program, patients self-refer to the PanCAN call center and enroll through an institutional review board (IRB)-approved protocol. The study was approved by the New England IRB. Prior to enrollment, written informed consent was obtained from each participant or participant’s guardian. Research was conducted in accordance with recognized ethical guidelines including the Belmont Report, CIOMS, Declaration of Helsinki, and U.S. Common Rule. Tissues were collected as surgical specimens or core biopsies using an 18-20 gauge needle.

Paired biopsies from non-targeted lesions from liver (n = 2), lymph node (n = 4), neck (n = 1), chest wall (n = 1), and abdomen (n = 1) were collected from patients enrolled on the IMPRIME-1 trial (NCT02981303), a multicenter, open-label, Phase 2 study of soluble β-glucan (odetiglucan) and pembrolizumab (KEYTRUDA®, pembrolizumab). Written informed consent was obtained from each participant or participant’s guardian. The IMPRIME-1 trial enrolled patients across multiple sites and the study was approved by a central Western Institutional Review Board and local institutional review boards including the UCLA Office of Human Research Protection Program and the Mayo Clinic Institutional Review Board (Supplementary Table S5). Pembrolizumab is a humanized mAb against PD1. Patients enrolled in IMPRIME-1 included (i) unresectable Stage III or metastatic (Stage IV) melanoma not amenable to local therapy, and irrespective of PD-L1 status, with objective radiographic or clinical disease progression after PD-1/PD-L1 +/- anti-CTLA-4 inhibitor therapy and (ii) metastatic (Stage IV) triple-negative breast cancer (TNBC) irrespective of PD-L1 status and after at least one 1 line of chemotherapy for metastatic disease. Inclusion criteria were age ≥ 18 years old; resolution of all previous treatment-related toxicities to Grade 1 severity or lower, except for stable sensory neuropathy (less than or equal to Grade 2) or alopecia; recovery from any complication and/or toxicity from major surgery or radiation therapy of >30 Gy; measurable metastatic disease based on RECIST v1.1; peripheral blood levels of IgG anti-β-glucan antibody (ABA) of > 20 mcg/mL; willing to consider providing fresh tissue for biomarker analysis; ECOG performance status 0 or 1; life expectancy ≥ 3 months; and adequate end organ function. Patients were excluded for disease suitable for local therapy with curative intent; prior investigative therapy within 4 weeks of initiating treatment; immunodeficiency or receiving systemic steroid therapy and other form of immunosuppressive therapy within 7 days of initiating treatment; active tuberculosis, Hepatitis B or C; history of HIV; history of clinically severe autoimmune disease or organ transplant; history of ocular melanoma; hypersensitivity to baker’s yeast; prior exposure to Betafectin or odetiglucan; hypersensitivity to pembrolizumab or any of its excipients; prior anti-cancer monoclonal antibody (except immune checkpoint inhibitor for melanoma subjects) within 30 days prior to start of study treatment; prior chemotherapy, targeted therapy or radiation therapy within 2 weeks of initiating treatment; receiving transfusion of blood products within 4 weeks of initiating treatment; secondary active malignancy except basal cell carcinoma of skin, squamous cell carcinoma of skin, or in situ cervical cancer; active central nervous system metastases and/or carcinomatous meningitis; active autoimmune disease requirement treatment in past 2 years; pneumonitis; history of interstitial lung disease; active infection or receiving live-virus vaccination within 30 days of initiating treatment; and clinically significant cardiovascular disease. Patients with TNBC were excluded if received prior therapy with an anti-PD-1, anti-PD-L1, anti-CTLA-4, or anti-PD-L2 agent. Patients received odetiglucan (4 mg/kg IV days 1, 8, 15 of each 3-week cycle) plus pembrolizumab 200 mg on day 1 of each cycle. Biopsies were collected during screening and prior to cycle 3 (6 weeks post-treatment initiation) to assess immune activation in tumor tissue.

### Immunofluorescence

Biopsy samples obtained from patients were formalin fixed and paraffin embedded at clinical sites per standard protocols. Slides were deparaffinized, rehydrated and heat mediated antigen retrieval was conducted with AR6 buffer (Akoya). Slides were blocked with Roche diagnostics antibody diluent (Fisher) and stained with primary antibodies in a humidified chamber on a gyrating rocker for 1 hour at 110 rpm. HRP-conjugated secondary antibodies were added for 10 minutes and then incubated an additional 10 minutes with OPAL detection dye (Akoya). For multiplex staining, this process was repeated starting at the antigen retrieval stage. Antibodies used are listed in Supplementary Table S3. Multispectral Images were captured on the Vectra 3 imaging system (Akoya). Spectral unmixing and image analyses were performed using Inform Tissue Finder software (Akoya). Tumor regions of interest (ROIs) were defined, and cell segmentation was performed on the images. Imaging data containing marker intensities for each segmented cell was then converted into.csv files and imported into Flowjo for immune phenotyping. For each marker, the number of cells per sample was determined and used to calculate (i) tumor content per ROI area, (ii) macrophage infiltration/activation index, and (iii) T cell infiltration/activation index. Macrophage activation/infiltration index was calculated by the equation [(total macrophages/total tumor cells)*((CD80^+^ macrophages/total macrophages)/(CD206^+^ macrophages/total macrophages))]. T cell activation/infiltration index was calculated by the equation [(total T cells/total tumor cells)*((Ki67^+^ T cells/total T cells)+(Granzyme B^+^ T cells/total T cells))].

### Flow cytometry

For experiments assessing tumor burden, mice were euthanized and then the portal vein and inferior vena cava were severed to drain the blood from the liver and lungs. For experiments assessing resident immune cell phenotype, mice were euthanized, and then the lungs and liver were perfused with PBS through the portal vein, inferior vena cava, and the heart. Successful perfusion was achieved by complete blanching of the organ. Liver and lungs were removed and rinsed in DMEM complete media and then minced with micro-dissecting scissors into small pieces in DMEM containing collagenase (1 mg/ml, Sigma-Aldrich) and DNase (150 U/ml, Roche). Tissues were then incubated at 37 °C for 30 min with intermittent agitation, filtered through a 70μm nylon strainer (Corning), and washed three times with FACS buffer (PBS with 2% FBS and 0.2 mM EDTA). Lysis of red blood cells was performed using ACK lysing buffer (Quality Biological) at room temperature for 5 minutes. Cells were then washed with FACS buffer. Cell suspension was then passed through a 40μm strainer. Peripheral blood was collected from the tail vein of mice into a capillary tube. Red blood cells were lysed in ACK lysis buffer. Cells were then counted using a BioRad TC20 automated cell counter and stained using Aqua dead cell stain kit (Life Technologies) according to the manufacturer’s protocol. For immune cell subset characterization, cells were washed twice with FACS buffer and stained with appropriate antibodies (Supplementary Table S4). Tumor burden was quantified by flow cytometry (FCM) by numerating PDAC-YFP cells based on endogenous YFP expression. Samples were examined using a FACS Canto II (BD Biosciences) and analysis was performed using Flowjo (FlowJo, LLC, version 10.8).

### Single cell RNA sequencing

Tissues were processed in RPMI supplemented with 10% fetal bovine serum, 83 μg/ml gentamicin, and 1% GlutaMAX, henceforth referred to as RPMI complete media, digested in RPMI containing collagenase and DNase, and washed with RPMI complete media. After passage through a 40μm strainer, a single-cell suspension was achieved. Dead cells were removed using the Dead Cell Removal Kit (STEMCELL Technologies). CD45^+^ cells were then isolated with the CD45^+^ isolation kit (STEMCELL Technologies). To increase the recovery of KCs, the flow through from the CD45^+^ isolation kit was then layered over Ficoll Plaque Plus (Millipore Sigma) and spun at 2200 rpm for 20 minutes. Cells from the buffy coat were then combined with the CD45^+^ cells and passed through a 35μm strainer to ensure a single-cell suspension.

Next-generation sequencing libraries were prepared using the 10x Genomics Chromium Single Cell 3’ Reagent kit v3.1 per manufacturer’s instructions. Libraries were uniquely indexed using the Chromium dual Index Kit, pooled, and sequenced on an Illumina NovaSeq 6000 sequencer in a paired-end, dual indexing run. Sequencing for each library targeted 20,000 mean reads per cell. Data were then processed using the Cellranger pipeline (10x genomics) for demultiplexing and alignment of sequencing reads to the mm10 transcriptome with the included introns parameter and creation of feature-barcode matrices.

### Single cell sequencing analysis

scRNAseq data analysis was performed using Seurat (version 4.1.1; https://satijalab.org/seurat/) and R (version 4.1.2)^77–80^. Data were filtered to include cells with at least 200 genes and genes present in at least 3% of cells were included in the analysis. Cells were excluded if they contained reads for greater than 2500 genes or if more than 30% of the reads aligned to mitochondrial genes. The NormalizeData function with the LogNormalize method and a scale factor of 10^4^ was used to normalize the data. The ‘vst’ selection method was used to identify highly variable genes (n = 2000) and the ScaleData function was used to scale and center genes to a mean of 0. The RunPCA function was applied using previously identified genes for linear dimensionality reduction. Batch correction was performed using integration. Cell clusters were identified using the FindNeighbors and FindClusters functions with a resolution of 0.5. The RunUmap feature was used to perform non-linear dimensionality reduction to visualize clusters in a 2-dimensional space. Cluster markers were identified using the FindAllMarkers function, testing for differentially expressed genes between cells in a single cluster as compared to all other clusters. Clusters were defined by a manual review of cluster-specific differentially expressed genes and the SingleR tool. Differentially expressed gene pseudobulk analysis was performed using DESeq2^81^. Gene set enrichment analysis was performed using GSEA (http://software.broadinstitute.org/gsea/index.jsp). Radar plots were generated using radar-chart in R.

### Statistical analysis

Sample sizes were estimated based on pilot experiments conducted in the laboratory and were selected to provide sufficient numbers of mice in each group to yield a two-sided statistical test, with the potential to reject the null hypothesis with a power of (1-β) of 80%, subject to α = 0.05. Prism (GraphPad Software, version 9.4) was used to determine statistical significance. Welch’s T-test, one-way ANOVA with Tukey’s test or Sidak’s test, two-way ANOVA with Tukey’s test or Sidak’s test, Logrank test, and Kruskal-Wallis test with Dunn’s multiple correction were used for analysis. Survival analysis was assessed using Kaplan–Meier plots with significance determined using Logrank test. A P value < 0.05 was considered significant. Experiments were randomized during enrollment and unblinded during study conduct and data analysis. Statistical analysis was performed using Prism (GraphPad Software, version 9.2.0).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

The raw data generated in this study are provided in the Source Data file. The raw and processed scRNAseq files have been deposited in Gene Expression Omnibus (GEO) under accession numbers GSE235318. Source data are provided with this paper.

# Supplementary material for: Kupffer cells prevent pancreatic ductal adenocarcinoma metastasis to the liver in mice
**Source:** Nat Commun. 2023 Oct 10;14:6330. doi: 10.1038/s41467-023-41771-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary material

### Kupffer cells prevent pancreatic ductal adenocarcinoma metastasis to the liver in mice

**Authors:** Stacy K. Thomas<sup>1,2</sup>; Max M. Wattenberg<sup>1,2</sup>; Shaanti Choi-Bose<sup>1,2</sup>; Mark Uhlik<sup>3,‡</sup>; Ben Harrison<sup>3</sup>; Heather Coho<sup>1,2</sup>; Christopher R. Cassella<sup>1,2</sup>; Meredith L. Stone<sup>1,2</sup>; Dhruv Patel<sup>1,2</sup>; Kelly Markowitz<sup>1,2</sup>; Devora Delman<sup>1,2</sup>; Michael Chisamore<sup>4</sup>; Jeremy Drees<sup>3</sup>; Nandita Bose<sup>3</sup>; Gregory L. Beatty<sup>1,2,\*</sup>

<sup>‡</sup>Currently at OncXerna, Waltham, MA

<sup>\*</sup>Corresponding author.

# Supplementary Figure 1

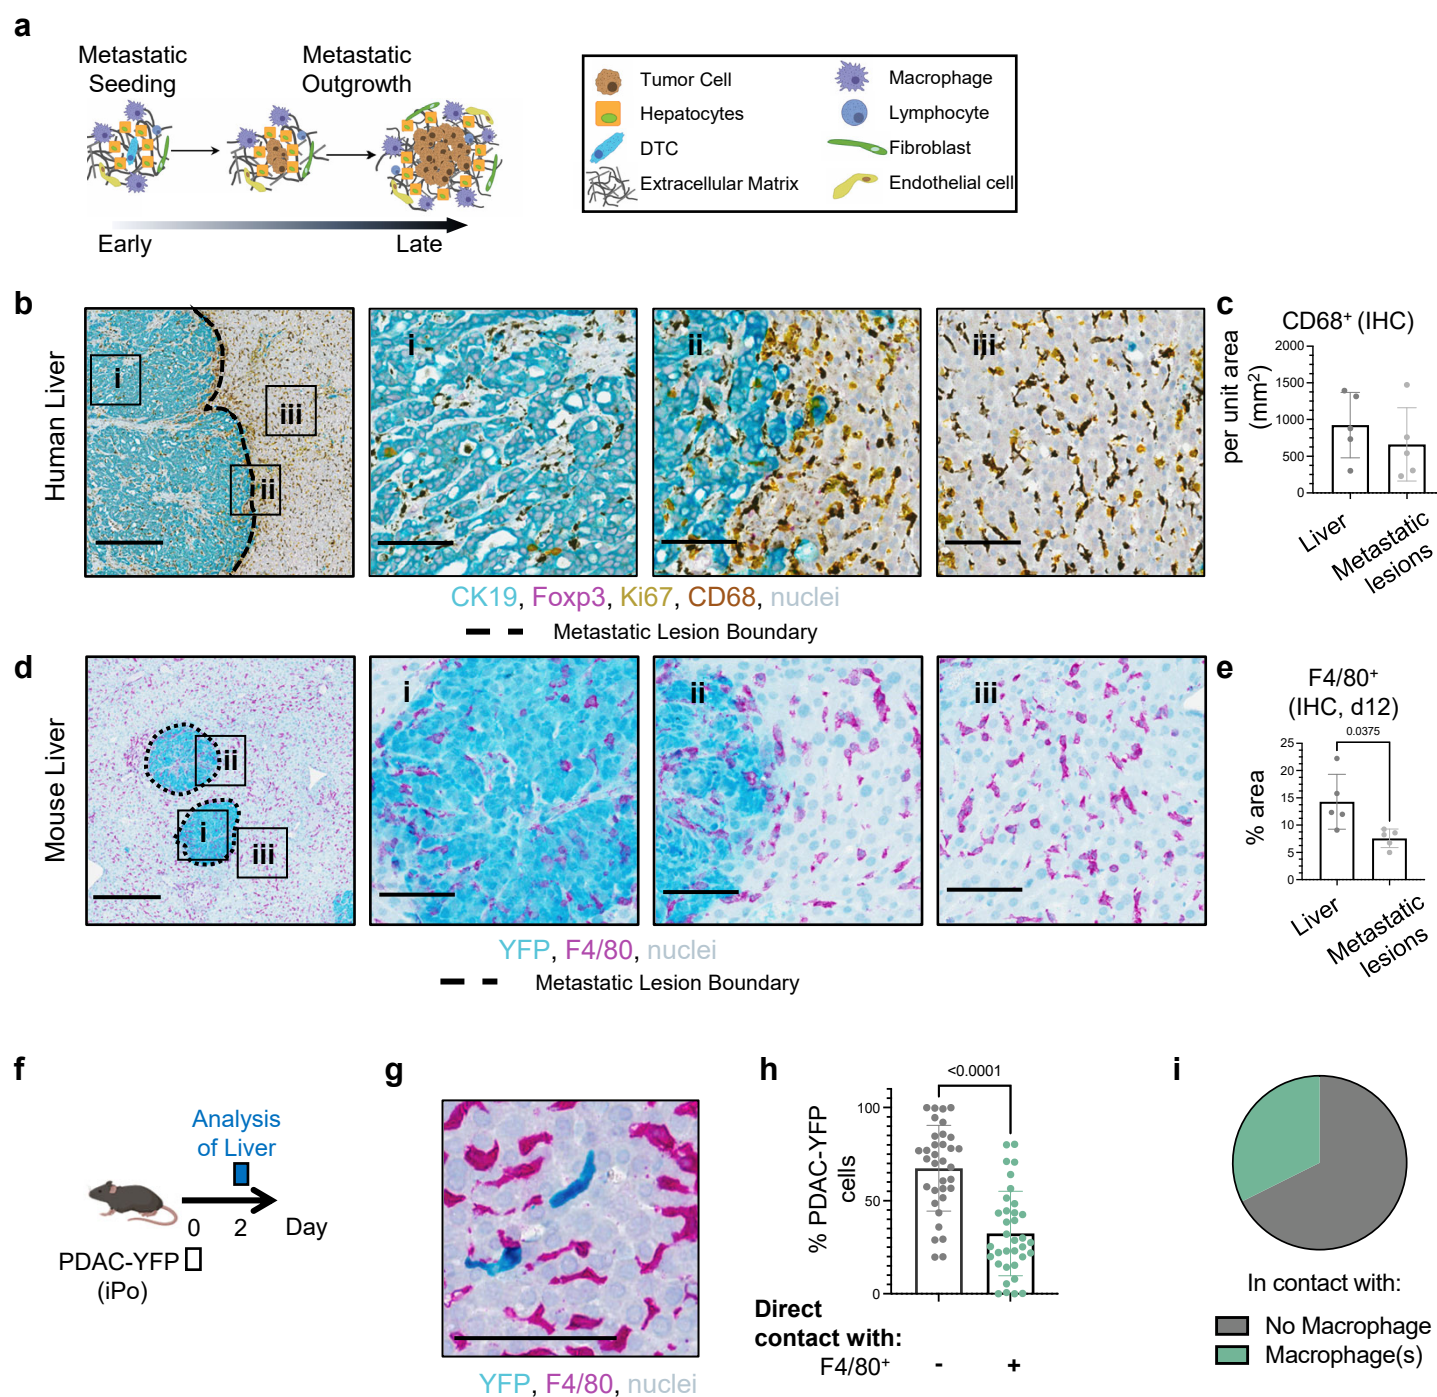

**Supplementary Figure 1 | Liver macrophages engage with disseminated tumor cells in mice and humans.** **a**, Schema showing metastatic process in distant tissues. **b**, Representative images of a human PDAC liver metastasis biopsy stained using multiplex immunohistochemistry (mIHC) to detect CK19 (teal), Foxp3 (purple), Ki67 (yellow), CD68 (brown), and nuclei (blue, hematoxylin). Scale bar, 500µm. Insets show (i) metastatic lesion, (ii) peripheral margin of lesion, and (iii) normal adjacent liver tissue. Scale bar, 100µm. Metastatic lesions, black dashed lines. **c**, Quantification of CD68+ macrophages per area of indicated region in human liver metastases. Data are representative of n=5 biopsies. **d**, Representative images of livers from treatment-naive mice at 12 days after intraportal (iPo) injection of 500,000 PDAC-YFP cells. Tissues are stained using mIHC to detect YFP+ tumor cells (teal), F4/80+ liver macrophages (purple), and nuclei (blue, hematoxylin). Scale bar, 500µm. Insets show (i) metastatic lesion, (ii) peripheral margin of lesion, and (iii) normal adjacent liver tissue. Scale bar, 100µm. **e**, Quantification of F4/80+ macrophages shown as percent area of indicated region (parenchyma adjacent liver or metastatic lesion) in liver of untreated mice at 12 days after iPo injection of PDAC-YFP cells. Data are representative of n=5 livers. **f**, Study design for g-i. **g**, Representative image of a liver stained using mIHC to detect YFP+ tumor cells (teal), F4/80 (purple), and nuclei (blue, hematoxylin) on Day 2. Scale bar, 100µm. **h**, Quantification of cell-cell interactions between seeding tumor cells and F4/80+ liver macrophages in mouse livers (n=35) stained as in h. **i**, Pie chart. P values determined by unpaired two-tailed Welch's t test. Mean  $\pm$  SD is shown. iPo, intraportal.

# Supplementary Figure 2

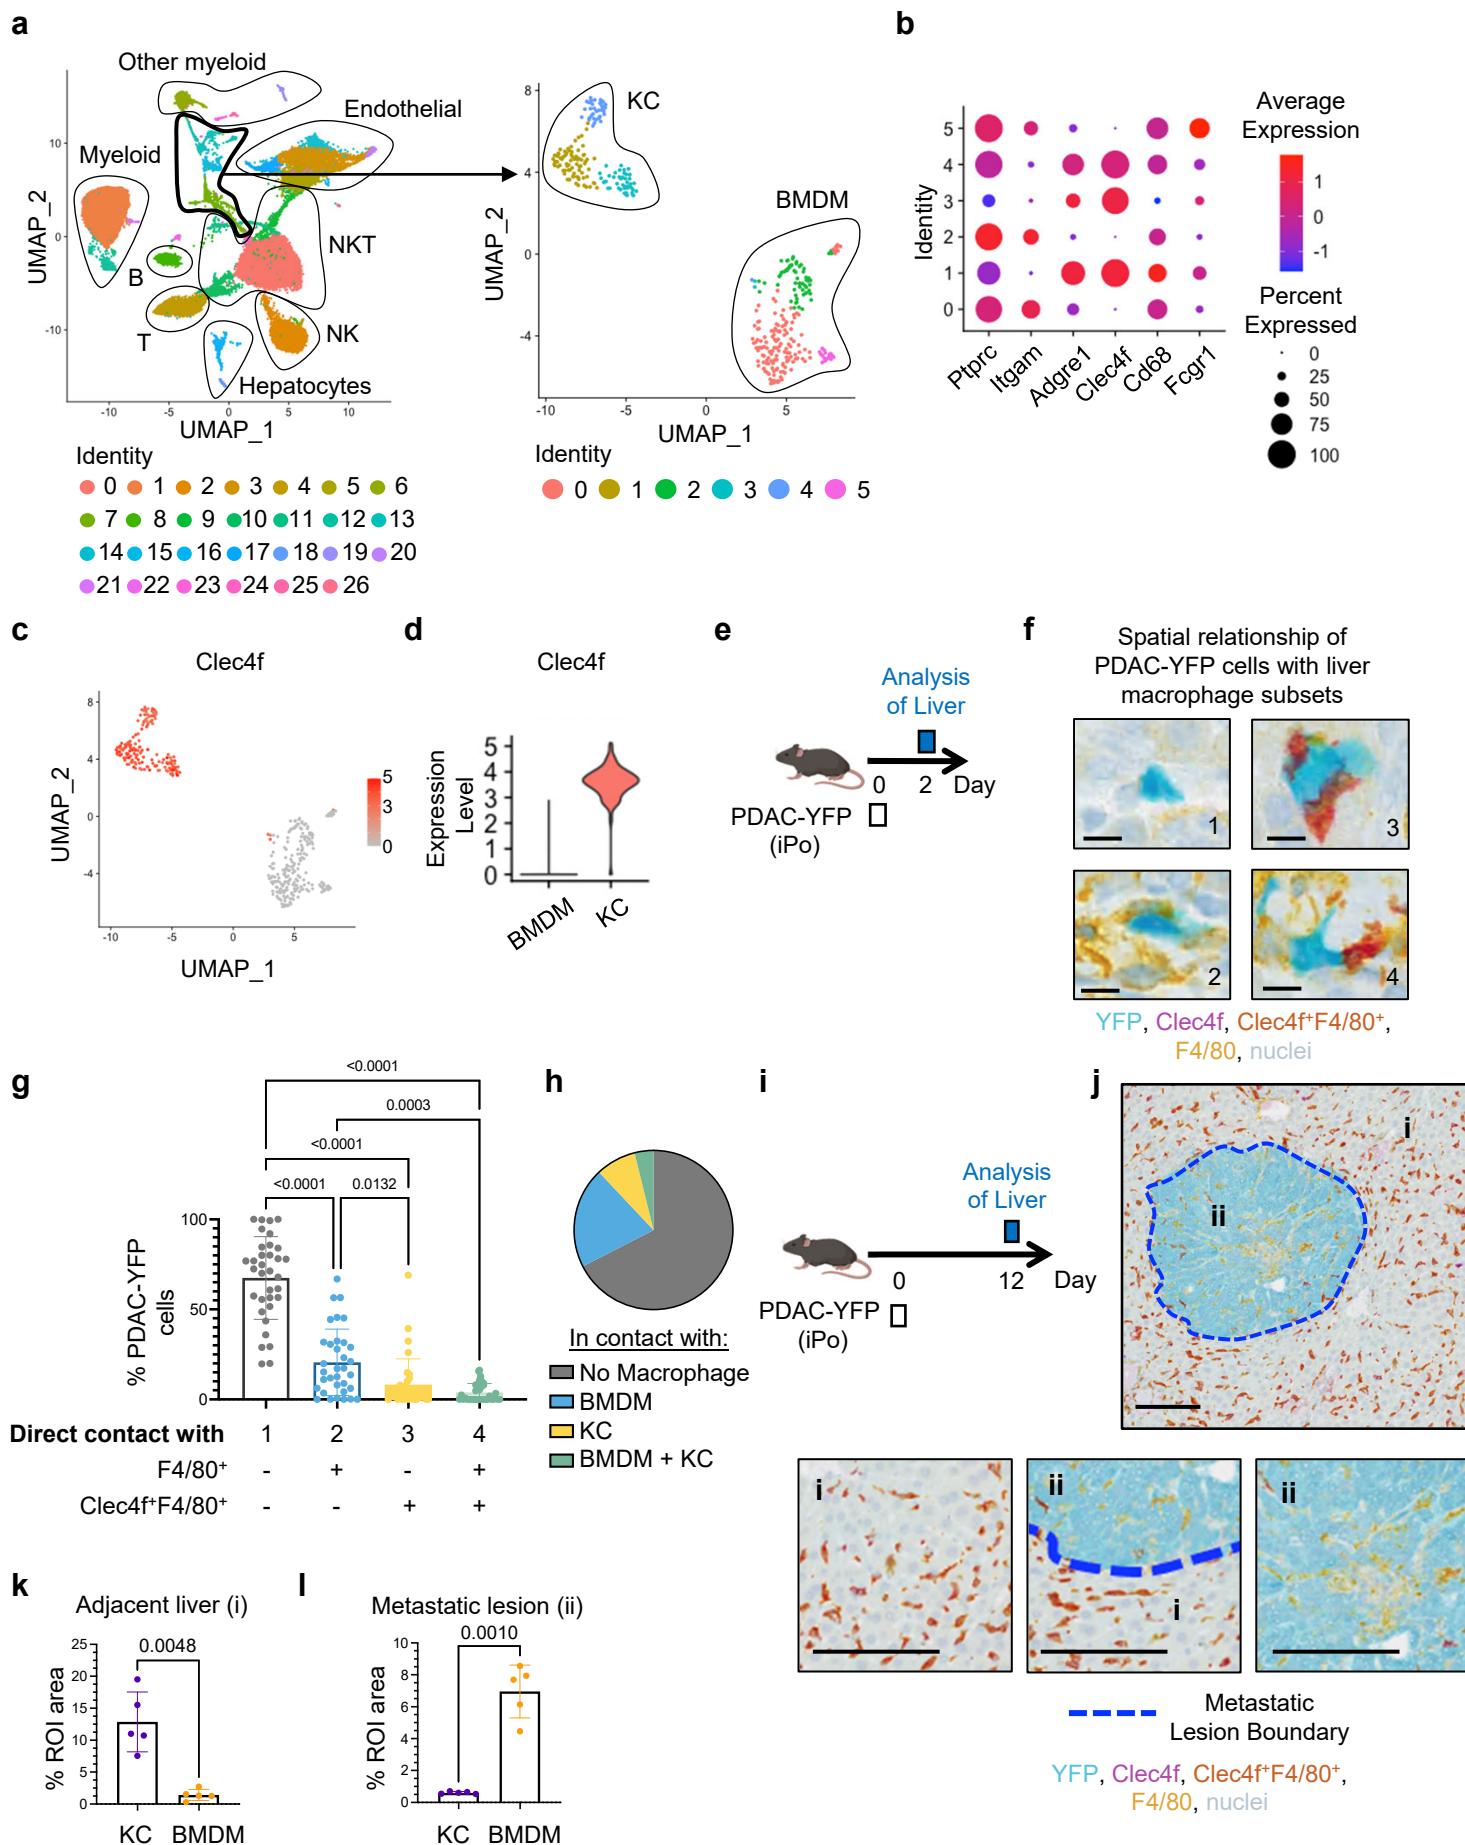

**Supplementary Figure 2 | Liver macrophage subsets exist in distinct spatial niches in the setting of liver metastasis.** **a**, UMAP analysis of 27 distinct cell clusters isolated from four normal C57BL/6 mouse livers (left). UMAP visualization of 6 identified macrophage clusters (right). **b**, Dot plot of key cellular markers used to identify macrophage populations. Dot color represents the average expression, and size indicates percent expression. **c**, Feature plot of *Clec4f* expression among macrophage populations. **d**, Violin plot of normalized *Clec4f* expression in indicated macrophage sub-populations. **e**, Study design for **f-h**. Mice received an iPo injection of 200,000 PDAC-YFP tumor cells on day 0. On Day 2, mice were euthanized, and livers analyzed. **f**, Representative images of livers stained using multiplex immunohistochemistry (mIHC) to detect YFP<sup>+</sup> tumor cells (teal), *Clec4f* (purple) and F4/80 (yellow) at 2 days after iPo injection of PDAC-YFP tumor cells. Images depict a seeding tumor cell in contact with (1) no macrophage, (2) a BMDM, (3) a KC and (4) both a BMDM and a KC. Scale bars, 10 $\mu$ m. **g**, Quantification of cell-cell interactions between seeding tumor cells and liver macrophages in mouse livers (n=35). **h**, Pie chart summarizing data shown in **g**. **i**, Study design for **j-l**. C57BL/6 mice received an iPo injection of 500,000 PDAC-YFP tumor cells on Day 0. On Day 12, mice were euthanized, and livers analyzed. **j**, Representative image of a liver stained using mIHC to detect YFP (teal), *Clec4f* (purple) and F4/80 (yellow) at 12 days after iPo injection of PDAC-YFP tumor cells. Scale bar, 200 $\mu$ m. Bottom row shows regions of liver parenchyma (i) and the metastatic lesion (ii) **k-l**, Quantification of *Clec4f*<sup>+</sup>F4/80<sup>+</sup> KCs and *Clec4f*<sup>+</sup>F4/80<sup>+</sup> BMDMs shown as percent area of the liver parenchyma (region i, **k**) or metastatic lesion (region ii, **l**) in livers of untreated mice (n=5) at 12 days after iPo injection of PDAC-YFP cells. *P* values determined by unpaired two-tailed Welch's *t* test and one-way ANOVA with Tukey's test. Mean  $\pm$  SD is shown. BMDMs, bone marrow derived macrophages; iPo, intraportal; KCs, Kupffer cells.

# Supplementary Figure 3

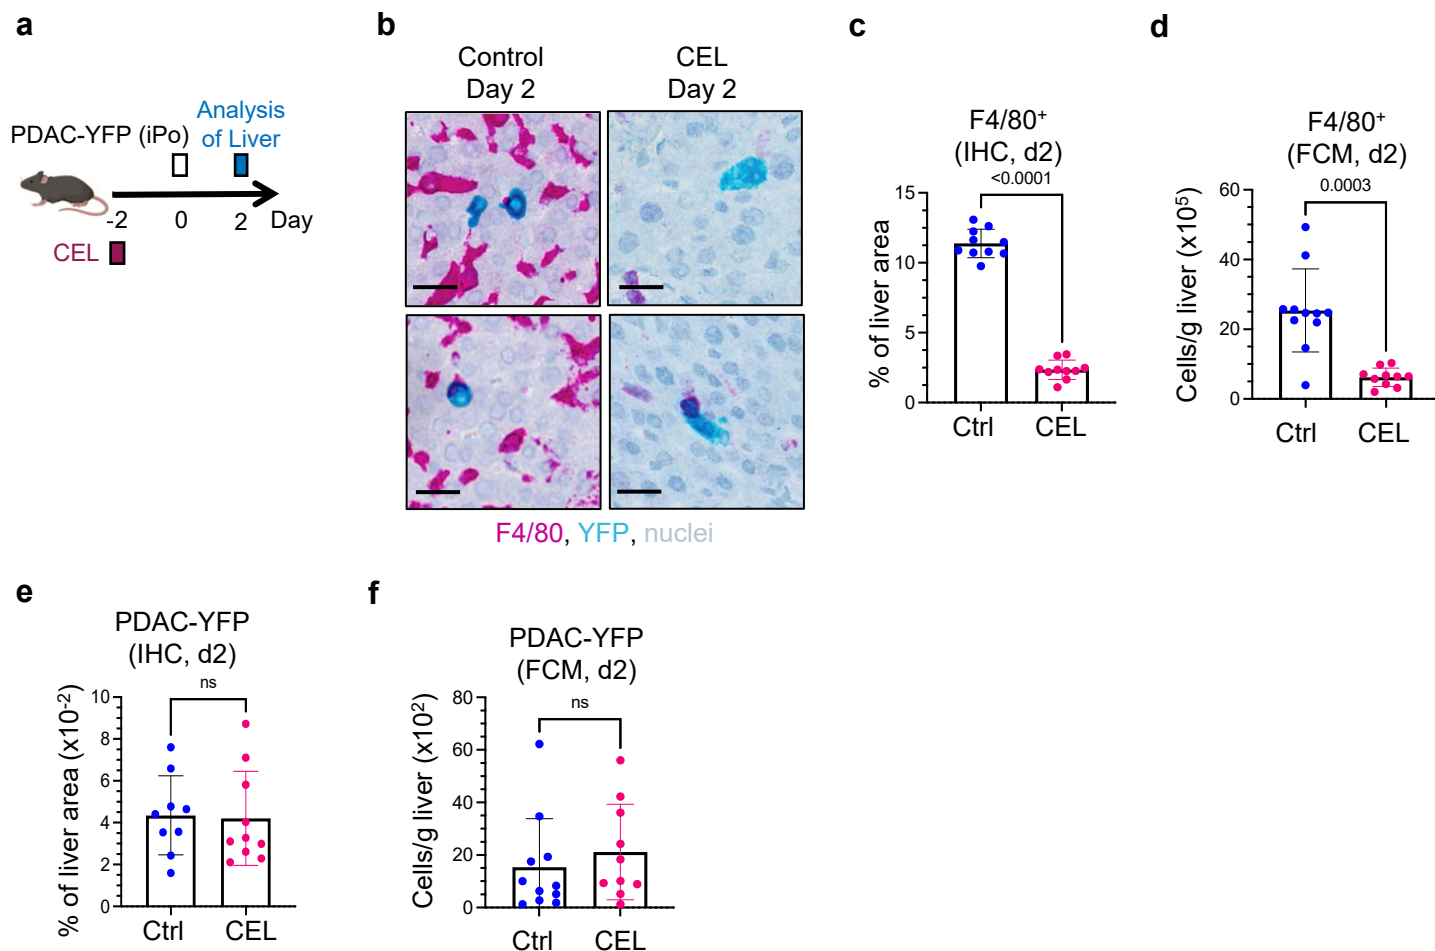

**Supplementary Figure 3 | Metastatic seeding is independent of liver macrophages.** **a**, Study design **b-f**. **b**, Representative images of seeding tumor cells in a control (left) and CEL treated (right) liver stained using mIHC to detect YFP (teal) and F4/80 (purple) on Day 2. Scale bar, 25µm. **c**, Quantification of F4/80<sup>+</sup> macrophages shown as percent area in livers of mice (n=10 per group) at 2 days after iPo injection of PDAC-YFP cells. **d**, Frequency of F4/80<sup>+</sup> cells detected by FCM in liver on Day 2. **e**, PDAC-YFP (YFP<sup>+</sup>) tumor cells detected by IHC in liver on Day 2 and shown as percent of liver area. **f**, Quantification of PDAC-YFP tumor cells detected in the liver on Day 2 (d2) by flow cytometry (FCM). *P* values determined by unpaired two-tailed Welch's *t* test. Data are representative of n=5 independent experiments. Mean ± SD is shown. FCM, flow cytometry; IHC, immunohistochemistry; CEL, clodronate encapsulated liposomes.

# Supplementary Figure 4

**a.**

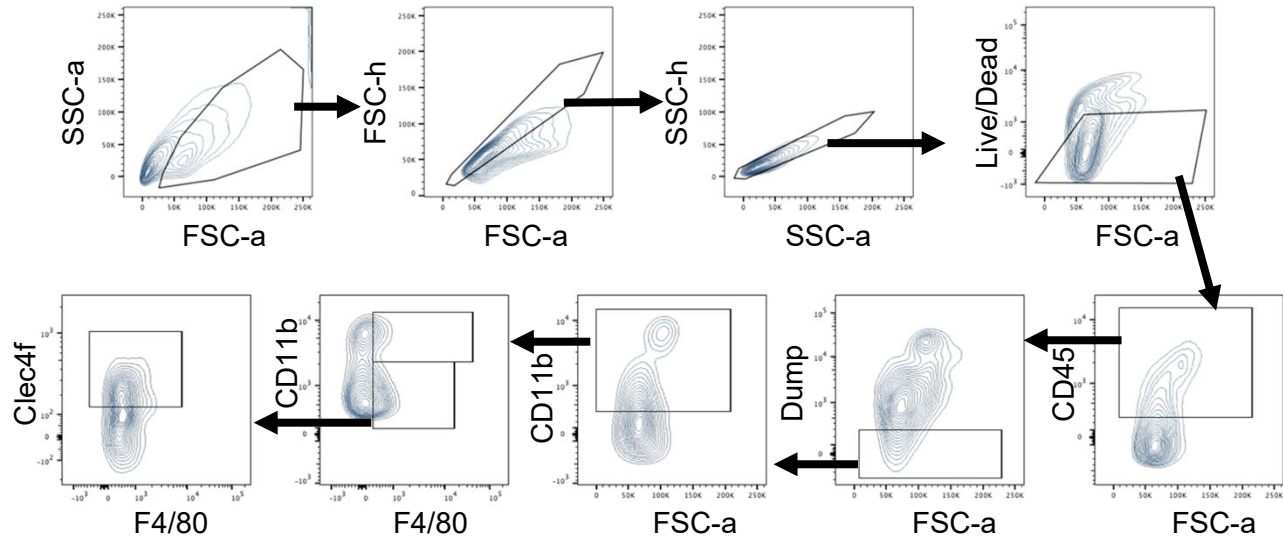

**b.**

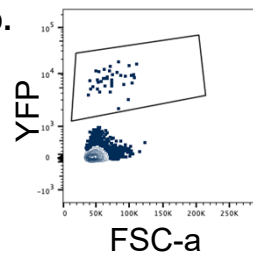

**Supplementary Figure 4 | Flow Cytometry gating schema.** **a**, Representative dot plots showing gating strategy for identifying macrophage populations in the liver. Gates were based on FMOs. Macrophages were defined as live, single cells, expressing CD45, CD11b, and F4/80 and lacking expression of CD3, CD19, CD11c, and Ly6G. Kupffer cells (KC) were distinguished from bone marrow derived macrophages (BMDM) based on Clec4f expression. Staining is representative of a liver sample from a C57BL/6 mouse. **b**, Representative FCM gating strategies for detection of YFP<sup>+</sup> tumor cells in the liver after iPo injection of PDAC-YFP cells. Populations shown were gated on single, live cells.

# Supplementary Figure 5

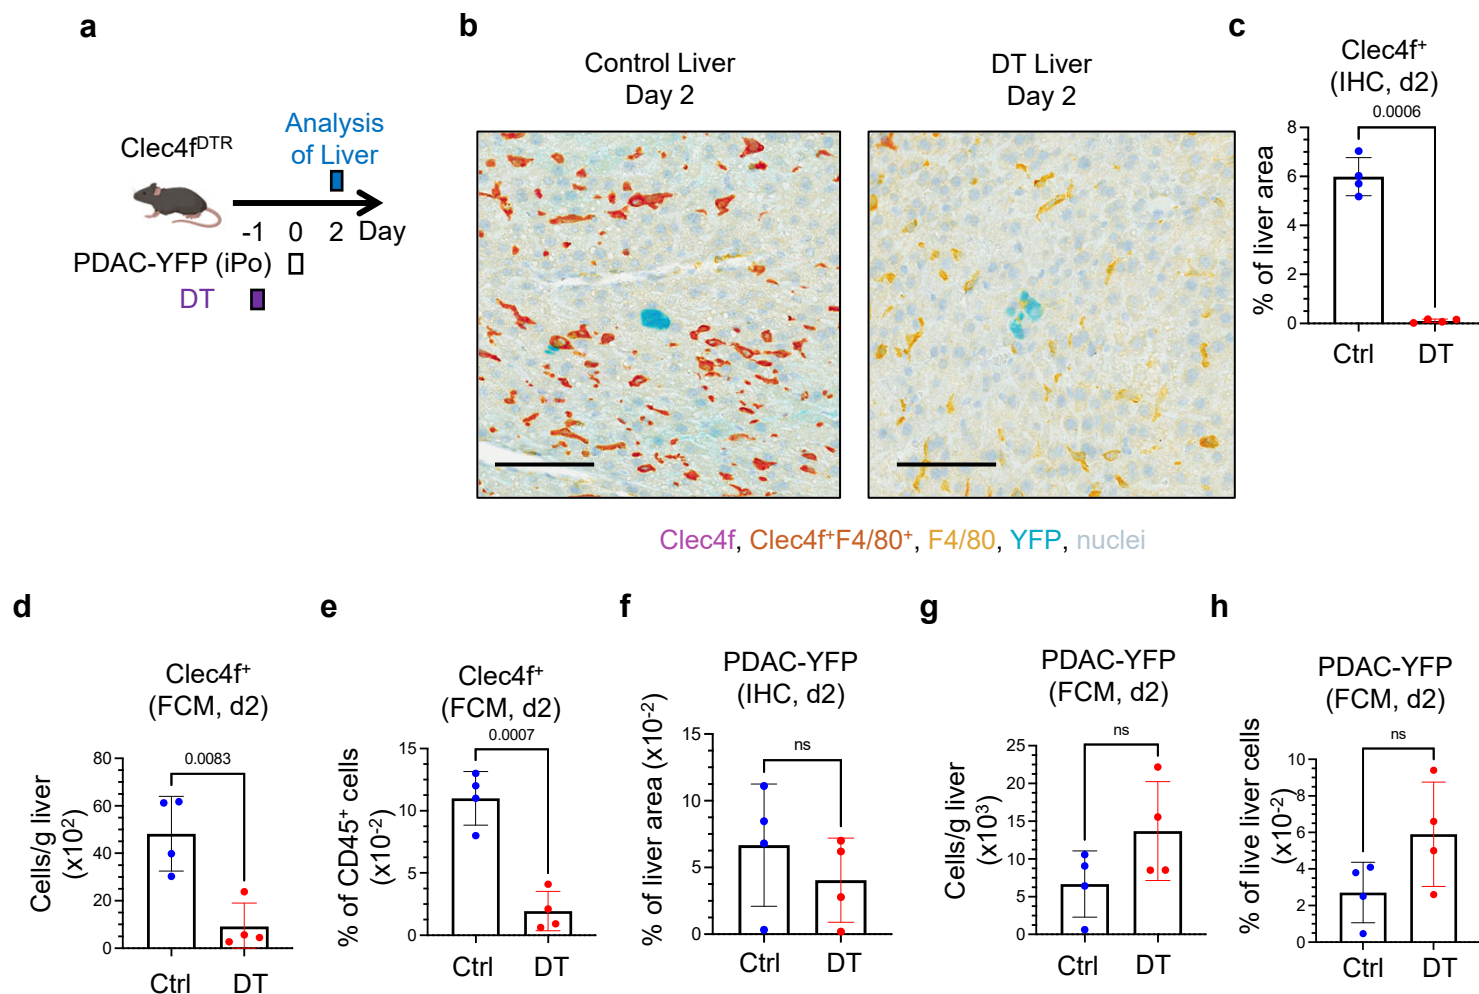

**Supplementary Figure 5 | Metastatic seeding in the liver is independent of Kupffer cells.** **a**, Study design for **b-h**. Clec4f<sup>DTR</sup> mice were treated without (Ctrl) or with diphtheria toxin (DT) to deplete Kupffer Cells. On Day 0, mice received an iPo injection of 200,000 PDAC-YFP tumor cells. Mice were euthanized and livers analyzed on Day 2. Data are representative of n=2 experiments. **b**, Representative images of control (left) and DT treated (right) liver stained using multiplex IHC to detect YFP<sup>+</sup> tumor cells (teal), Clec4f (purple) and F4/80 (yellow) at 2 days after iPo injection of PDAC-YFP cells. Scale bar, 100µm. **c**, Quantification of Clec4f<sup>+</sup> KCs shown as percent area in livers of mice (n=4 per group) at 2 days after iPo injection of PDAC-YFP cells. **d-e**, Quantification of cell counts per gram liver (**d**) and frequency (**e**) of Clec4f<sup>+</sup> KCs detected by FCM in liver on Day 2. **f**, Quantification of YFP<sup>+</sup> tumor cells shown as percent area in livers of mice at 2 days after iPo injection of PDAC-YFP cells. **g-h**, Quantification of cell counts per gram liver (**g**) and frequency (**h**) of PDAC-YFP tumor cells detected by FCM in liver on Day 2. *P* values determined by unpaired two-tailed Welch's *t* test. Data are representative of n=2 independent experiments. Mean  $\pm$  SD is shown. FCM, flow cytometry; IHC, immunohistochemistry; iPo, intraportal; DT, Diphtheria toxin.

# Supplementary Figure 6

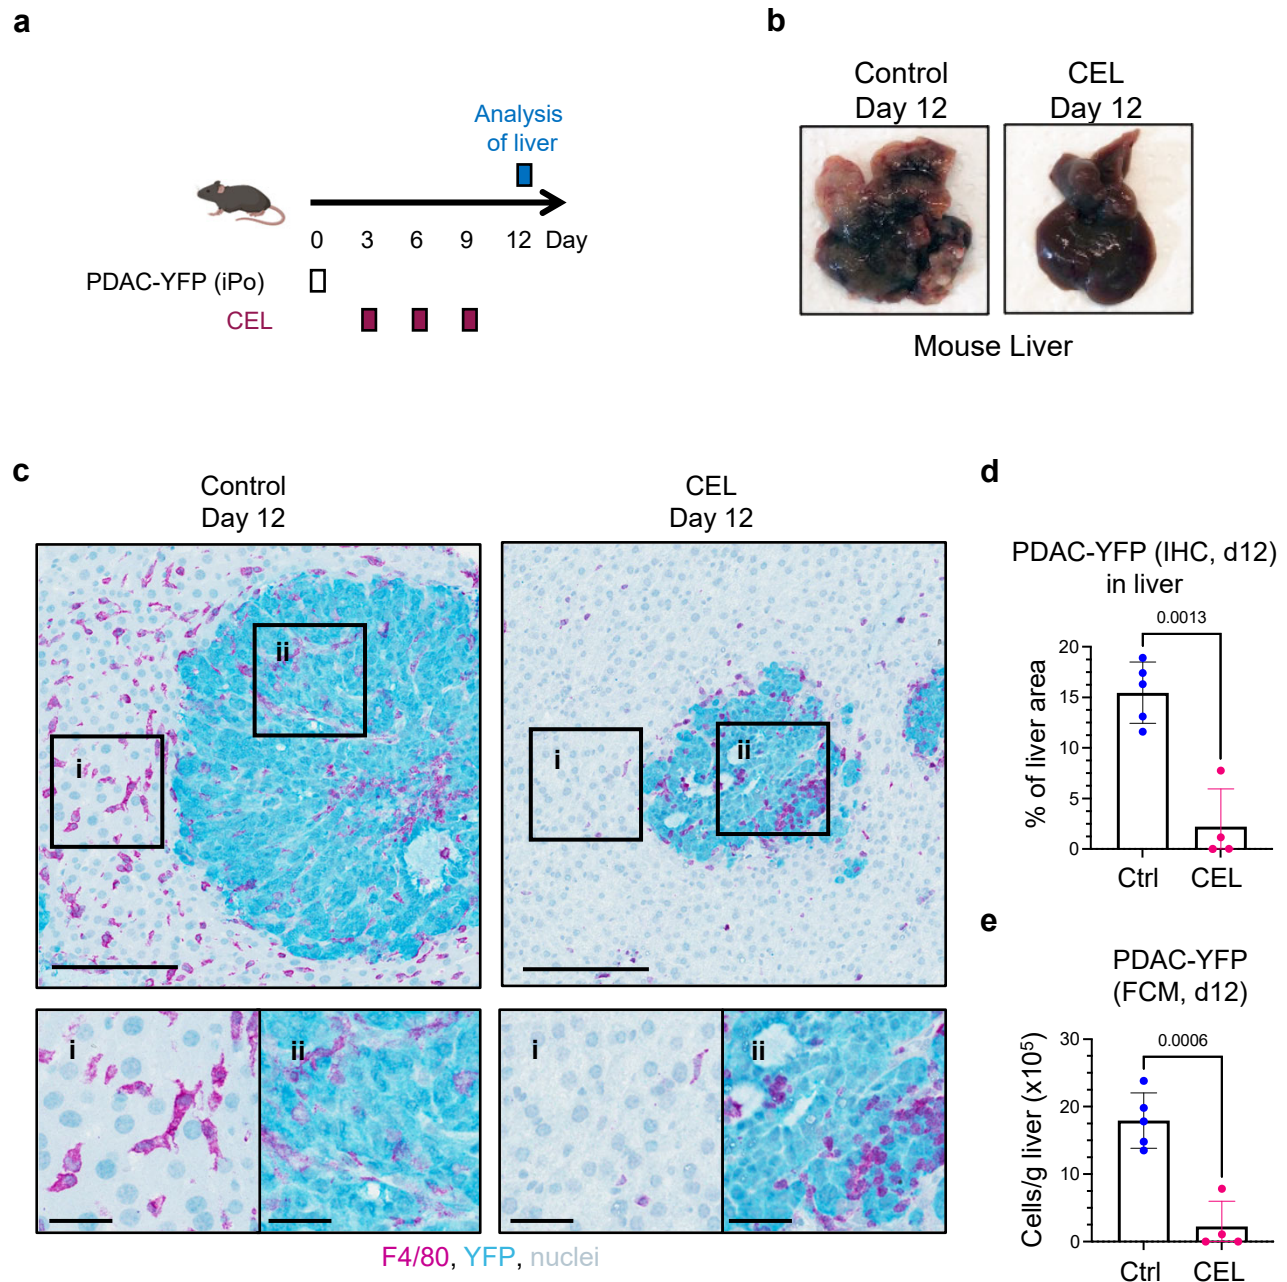

**Supplementary Figure 6 | Liver macrophages promote metastatic outgrowth.** **a**, Study design for **b-e**. Data are representative of  $n=2$  experiments. **b**, Representative gross images of livers from mice at 12 days after iPo injection of PDAC-YFP cells. **c**, Representative images of a control (left) and CEL treated (right) liver stained using multiplex IHC to detect YFP (teal) and F4/80 (purple) on Day 12 after iPo injection of PDAC-YFP tumor cells. i, Adjacent liver tissue. ii, Metastatic lesion. Top row images, scale bar, 200µm. Bottom row images, scale bar, 50µm. **d**, Quantification of PDAC-YFP (YFP<sup>+</sup>) tumor cells detected by IHC in liver on Day 12 and shown as percent of liver area. **e**, Quantification of PDAC-YFP tumor cells detected in the liver ( $n=5$  in Ctrl group,  $n=4$  in CEL group) on Day 12 (d12) by FCM. P values determined by unpaired two-tailed Welch's t test. Data are representative of  $n=2$  independent experiments. Mean  $\pm$  SD is shown. CEL, clodronate encapsulated liposomes; FCM, flow cytometry; IHC, immunohistochemistry; iPo, intraportal.

# Supplementary Figure 7

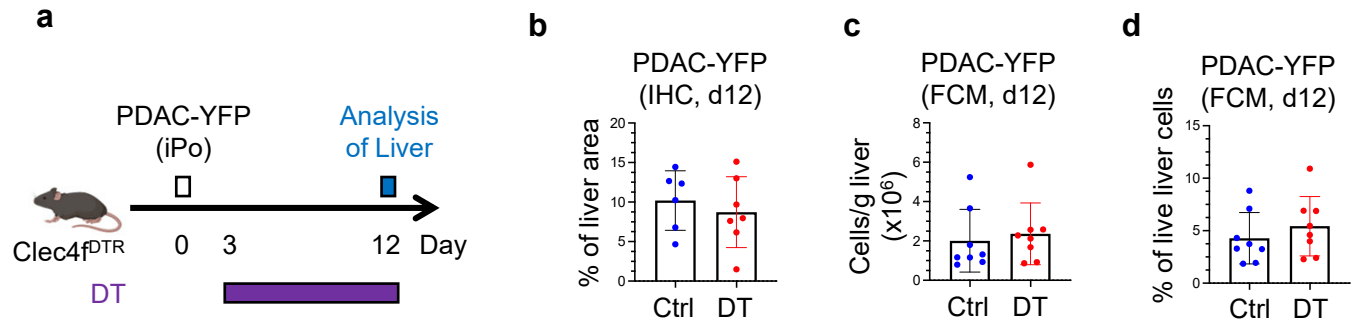

**Supplementary Figure 7 | Effect of daily Kupffer cell depletion on metastatic outgrowth in the liver. a,** Study design for **b-d**. Clec4f<sup>DTR</sup> mice received an iPo injection of 500,000 PDAC-YFP tumor cells on Day 0. Mice were treated without (Ctrl) or with diphtheria toxin (DT) daily beginning on Day 3 to deplete Kupffer cells. On Day 12, mice were euthanized, and livers analyzed. Data are representative of n=3 experiments. **b-c,** Quantification of YFP<sup>+</sup> tumor cells using **(b)** multiplex IHC and **(c)** FCM in livers of mice (n=8 per group) at 12 days after iPo injection of PDAC-YFP cells. **d,** Frequency of PDAC-YFP tumor cells detected by FCM in liver on Day 12. *P* values determined by unpaired two-tailed Welch's *t* test. Data are representative of n=3 independent experiments. Mean  $\pm$  SD is shown. FCM, flow cytometry; IHC, immunohistochemistry; iPo, intraportal; DT, Diphtheria toxin.

# Supplementary Figure 8

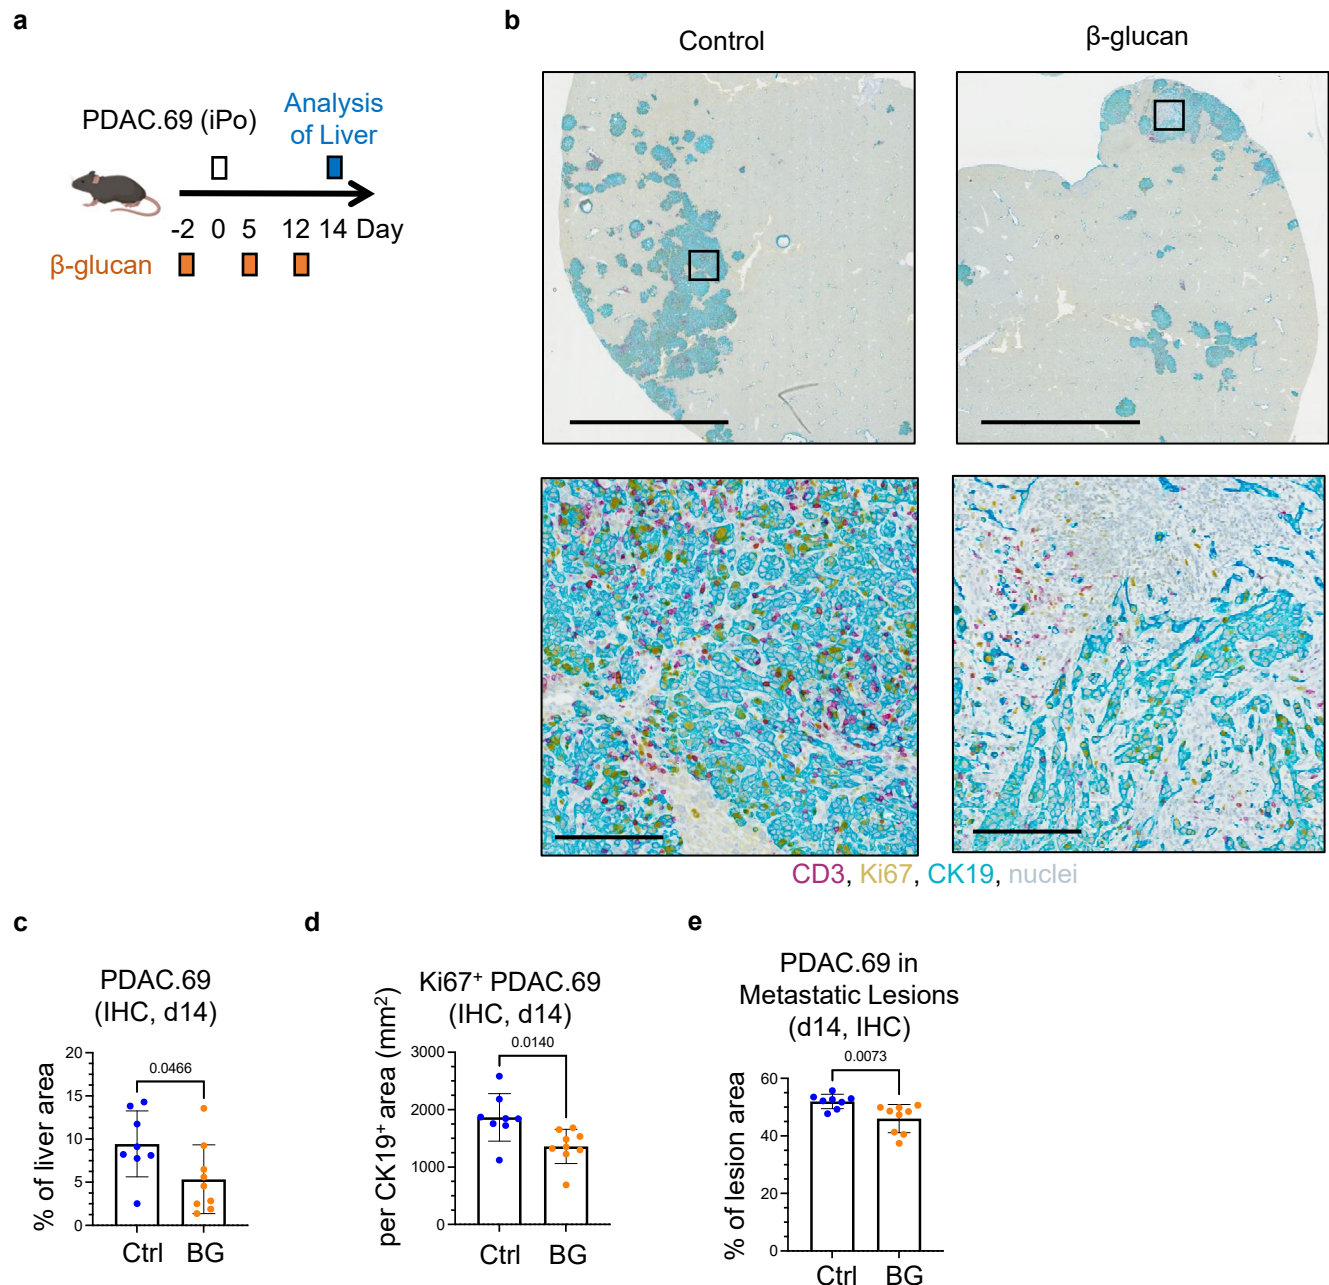

**Supplementary Figure 8 |  $\beta$ -Glucan treatment inhibits PDAC.69 metastatic growth in the liver.** **a**, Study design for **b-e**. Mice were treated without (Ctrl) or with  $\beta$ -Glucan (BG). Weekly dosing of BG was initiated on Day -2. On Day 0, mice received an iPo injection of 500,000 PDAC.69 tumor cells. On Day 14, mice were euthanized, and livers analyzed. Data are representative of  $n=2$  experiments. **b**, Representative images of livers from control and  $\beta$ -Glucan treated mice at 14 days after iPo injection of PDAC.69 cells. Tissues stained using multiplex IHC to detect CK19<sup>+</sup> tumor cells (teal), CD3 (purple) and Ki67 (yellow). Nuclei (blue) were stained with hematoxylin. Top row images, scale bar, 5mm. Bottom row images showing metastatic lesions, scale bar, 200 $\mu$ m. **c**, PDAC.69 (CK19<sup>+</sup>) tumor cells detected by IHC in liver ( $n=8$  in Ctrl group,  $n=9$  in BG group) on Day 14 and shown as percent of liver area. **d**, CK19<sup>+</sup>Ki67<sup>+</sup> PDAC-YFP tumor cells detected by IHC in liver on Day 14 and shown as cells per CK19<sup>+</sup> area (mm<sup>2</sup>). **e**, PDAC.69 (CK19<sup>+</sup>) tumor cells detected by IHC in liver metastatic lesions on Day 14 and shown as percent of metastatic lesion area as drawn in **Fig. 2h**.  $P$  values determined by unpaired two-tailed Welch's  $t$  test. Data are representative of  $n=2$  independent experiments. IHC, immunohistochemistry; iPo, intraperitoneal.

# Supplementary Figure 9

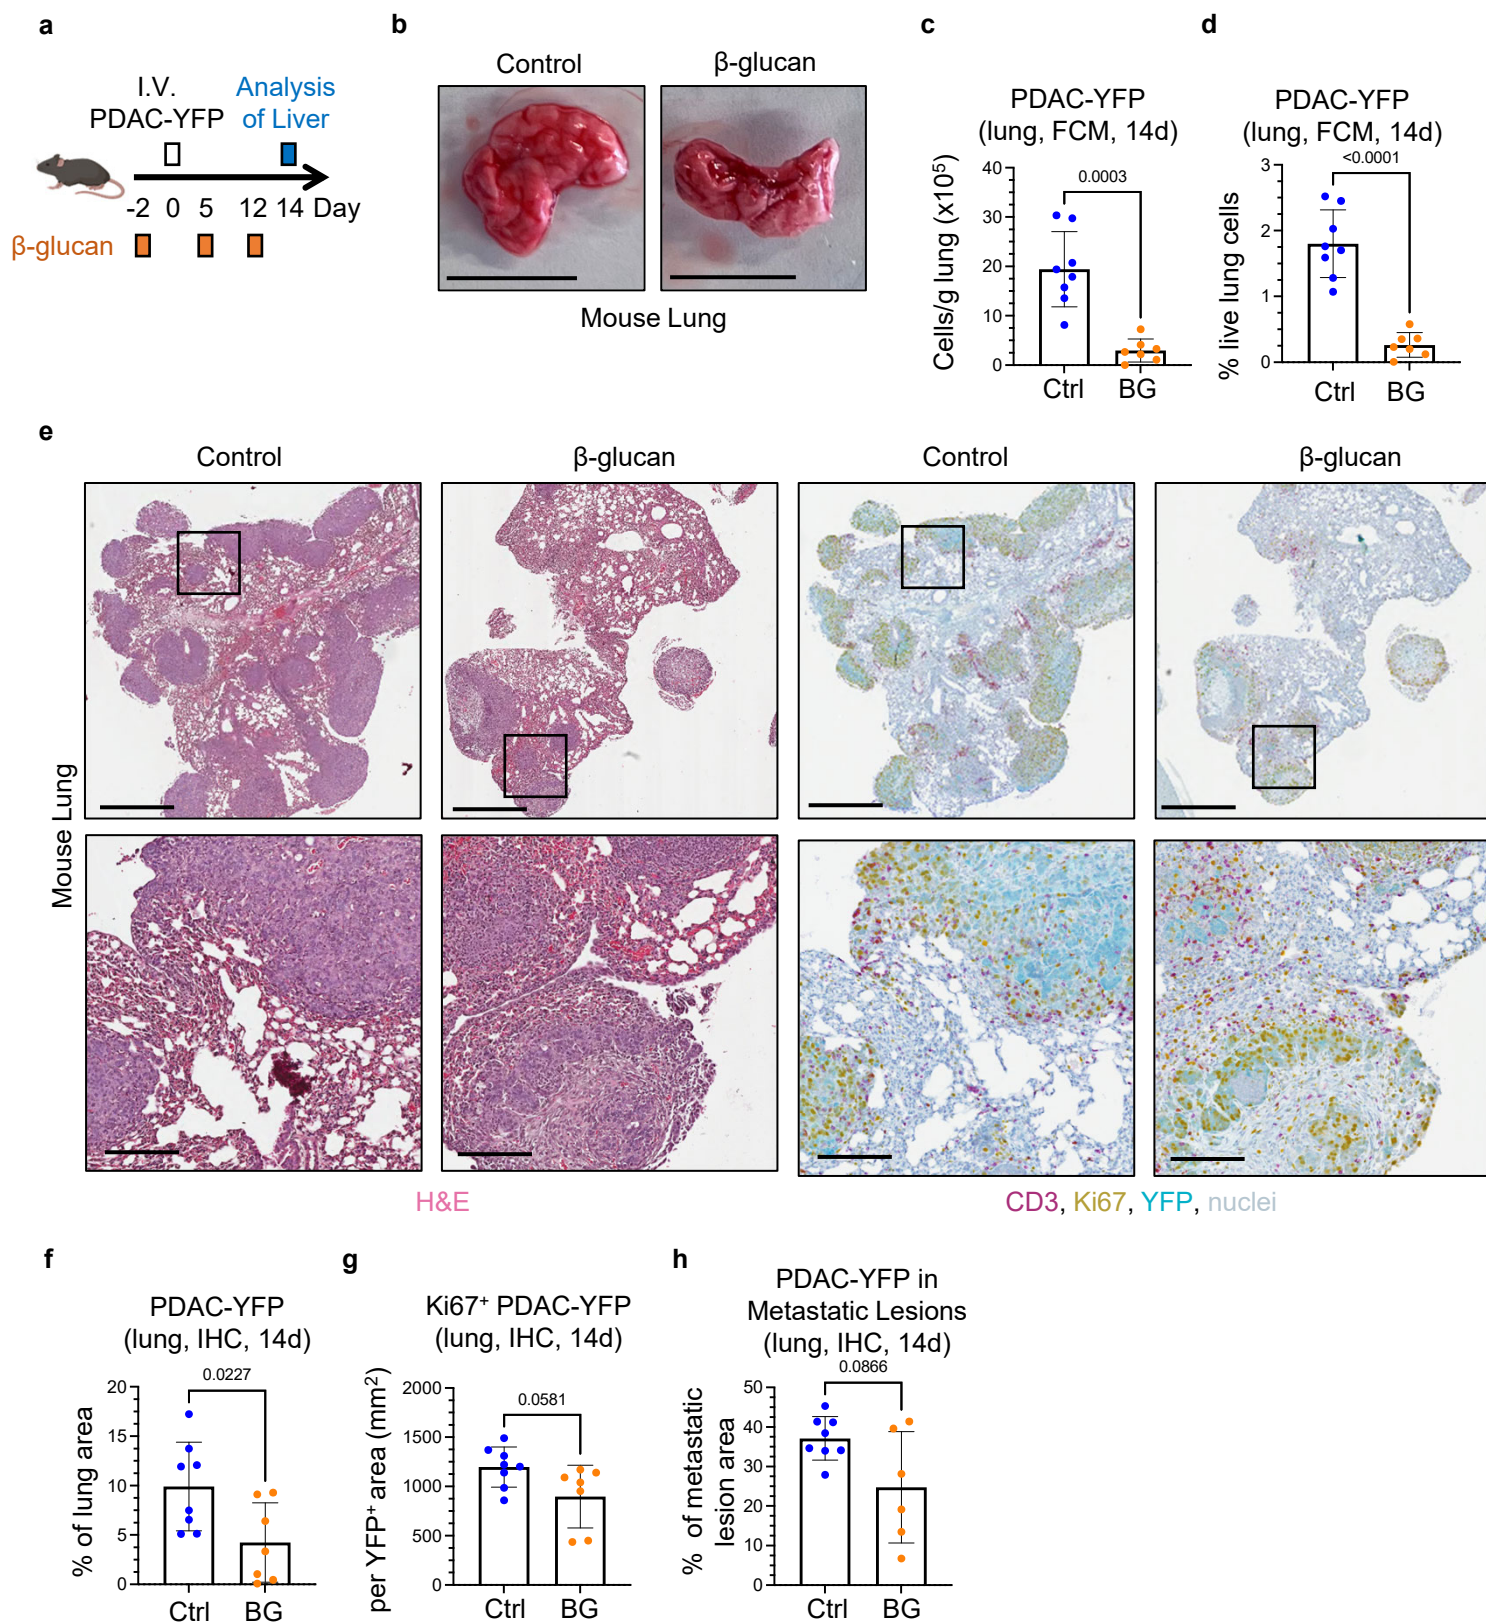

**Supplementary Figure 9 |  $\beta$ -Glucan treatment inhibits PDAC metastasis in the lung.** **a**, Study design for **b-h**. Mice were treated without (Ctrl) or with  $\beta$ -Glucan (BG). Weekly dosing of  $\beta$ -glucan was initiated on Day -2. On Day 0, mice received an IV injection of 500,000 PDAC-YFP tumor cells. On Day 14 (d14), mice were euthanized, and lungs analyzed. Data are representative of n=2 experiments. **b**, Representative gross images of dissected lungs from mice at 14 days after IV injection of PDAC-YFP cells. Scale bar, 1cm. **c**, Quantification of cell counts per gram lung and **d**, frequency of PDAC-YFP tumor cells detected by FCM in lung (n=8 in Ctrl group, n=7 in BG group) on Day 14. **e**, Representative images of lungs from control and BG treated mice at 14 days after IV injection of PDAC-YFP cells. Tissues stained using hematoxylin and eosin (H&E) (left) and mIHC (right) to detect YFP (teal), CD3 (purple) and Ki67 (yellow). Nuclei (blue) are stained with hematoxylin. Top row images, scale bar, 1mm. Bottom row images, scale bar, 200 $\mu$ m. **f**, PDAC-YFP (YFP<sup>+</sup>) tumor cells detected by IHC in lung on Day 14 and shown as percent of lung area. **g**, YFP<sup>+</sup>Ki67<sup>+</sup> PDAC-YFP tumor cells detected by IHC in lung on Day 14 and shown as cells per YFP<sup>+</sup> area (mm<sup>2</sup>). **h**, PDAC-YFP (YFP<sup>+</sup>) tumor cells detected by IHC in lung metastatic lesions on Day 14 and shown as percent of metastatic lesion area. *P* values determined by unpaired two-tailed Welch's *t* test. Data are representative of n=4 independent experiments. FCM, flow cytometry; IHC, immunohistochemistry; IV, intravenous; Ctrl, control; BG,  $\beta$ -glucan.

# Supplementary Figure 10

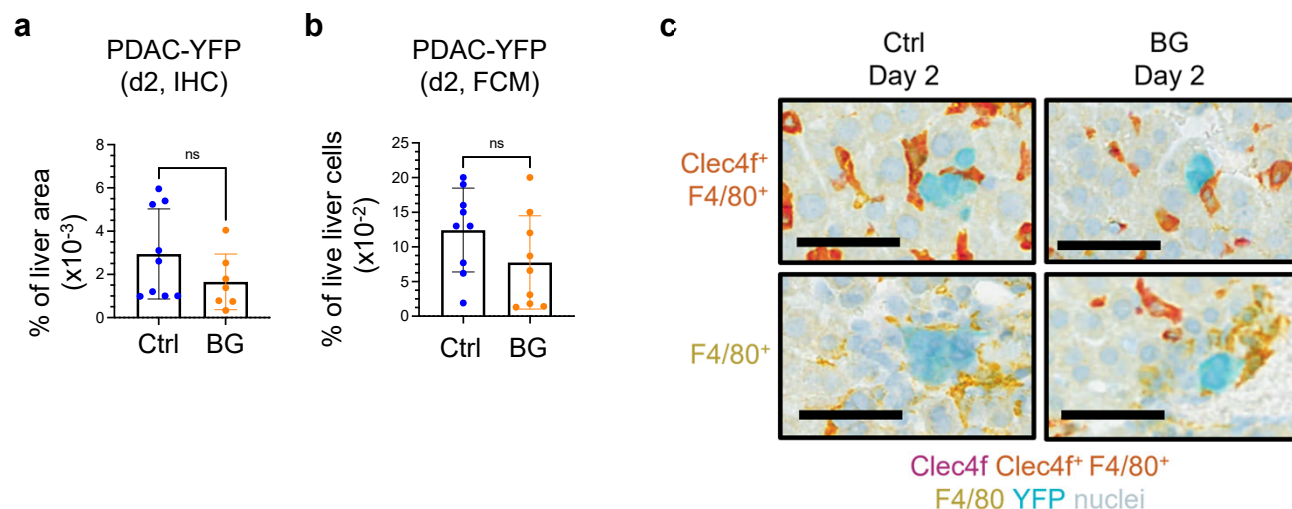

**Supplementary Figure 10 | Metastatic seeding is not impacted by  $\beta$ -Glucan treatment.** Study design described in **Fig. 1k**. Briefly, mice (n=9 per group) were treated on day -2 without (Ctrl) or with  $\beta$ -glucan (BG). On Day 0, mice received an iPo injection of 200,000 PDAC-YFP tumor cells. On Day 2, mice were euthanized, and livers analyzed. **a**, Quantification of YFP<sup>+</sup> tumor cells shown as percent area in livers at 2 days after iPo injection of PDAC-YFP cells. **b**, Frequency of PDAC-YFP tumor cells detected by FCM in liver on Day 2. **c**, Representative images of seeding tumor cells interacting with liver macrophages in livers of control and BG-treated mice at 2 days after iPo injection of PDAC-YFP cells. Tissues were stained using mIHC to detect YFP (teal), Clec4f (purple), F4/80 (yellow), and nuclei (blue, hematoxylin). Scale bar, 50 $\mu$ m. P values determined by unpaired two-tailed Welch's t test. Data are representative of n=4 independent experiments. Mean + SD is shown. FCM, flow cytometry; IHC, immunohistochemistry; Ctrl, control; BG,  $\beta$ -glucan.

Supplementary Figure 11

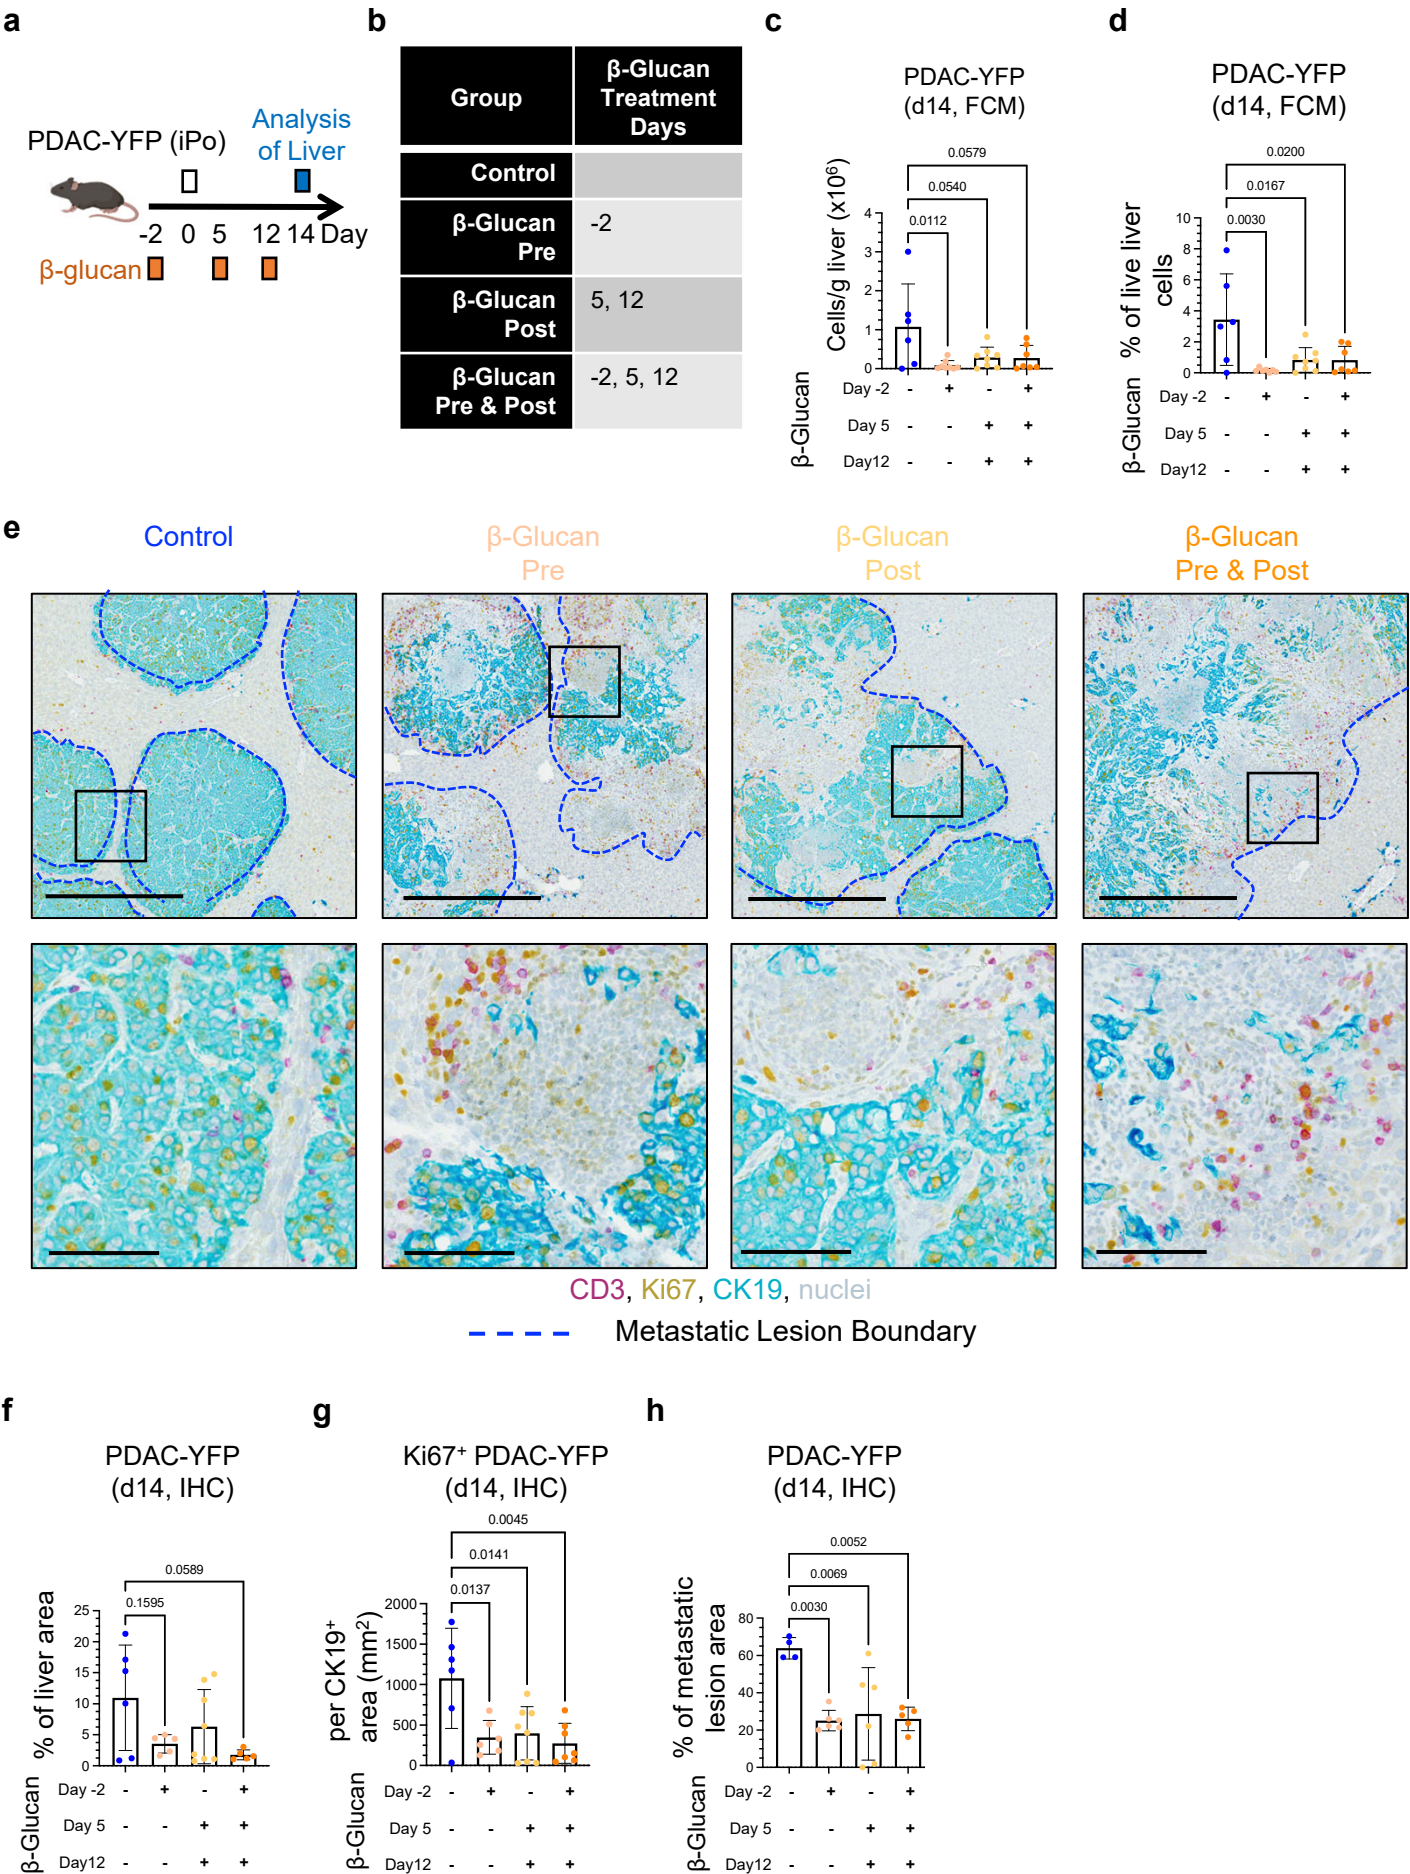

**Supplementary Figure 11 |  $\beta$ -Glucan (BG) treatment delivered before or after metastatic challenge inhibits liver metastasis.** **a**, Study design for **b-h**. Four cohorts of mice were studied. Briefly, on Day 0, all mice received an iPo injection of 200,000 PDAC-YFP tumor cells. BG was dosed as indicated in **b**. On Day 14, mice were euthanized, and livers analyzed. **c**, Quantification of cell counts per gram liver and **d**, frequency of PDAC-YFP cells detected by FCM in liver (n=6 in Ctrl group, n=7 in BG pre and BG pre+post groups, n=8 in BG post group) on Day 14. **e**, Representative images of livers from control (Ctrl) and  $\beta$ -Glucan treated mice at 14 days after iPo injection of PDAC cells. Tissues stained using multiplex IHC to detect CK19 (teal), CD3 (purple) and Ki67 (yellow). Nuclei (blue) are stained with hematoxylin. Top row images, scale bar, 500 $\mu$ m. Bottom row images of metastatic lesion, scale bar, 100 $\mu$ m. **f**, PDAC-YFP (CK19<sup>+</sup>) tumor cells detected by IHC in liver on Day 14 and shown as percent of liver area. **g**, CK19<sup>+</sup>Ki67<sup>+</sup> PDAC-YFP tumor cells detected by IHC in liver on Day 14 and shown as cells per CK19<sup>+</sup> area (mm<sup>2</sup>). **h**, PDAC-YFP (CK19<sup>+</sup>) tumor cells detected by IHC in liver metastatic lesions on Day 14 and shown as percent of metastatic lesion area. *P* values determined by one-way ANOVA with Tukey's test. Data are representative of n=3 independent experiments. Mean  $\pm$  SD is shown. FCM, flow cytometry; IHC, immunohistochemistry.

# Supplementary Figure 12

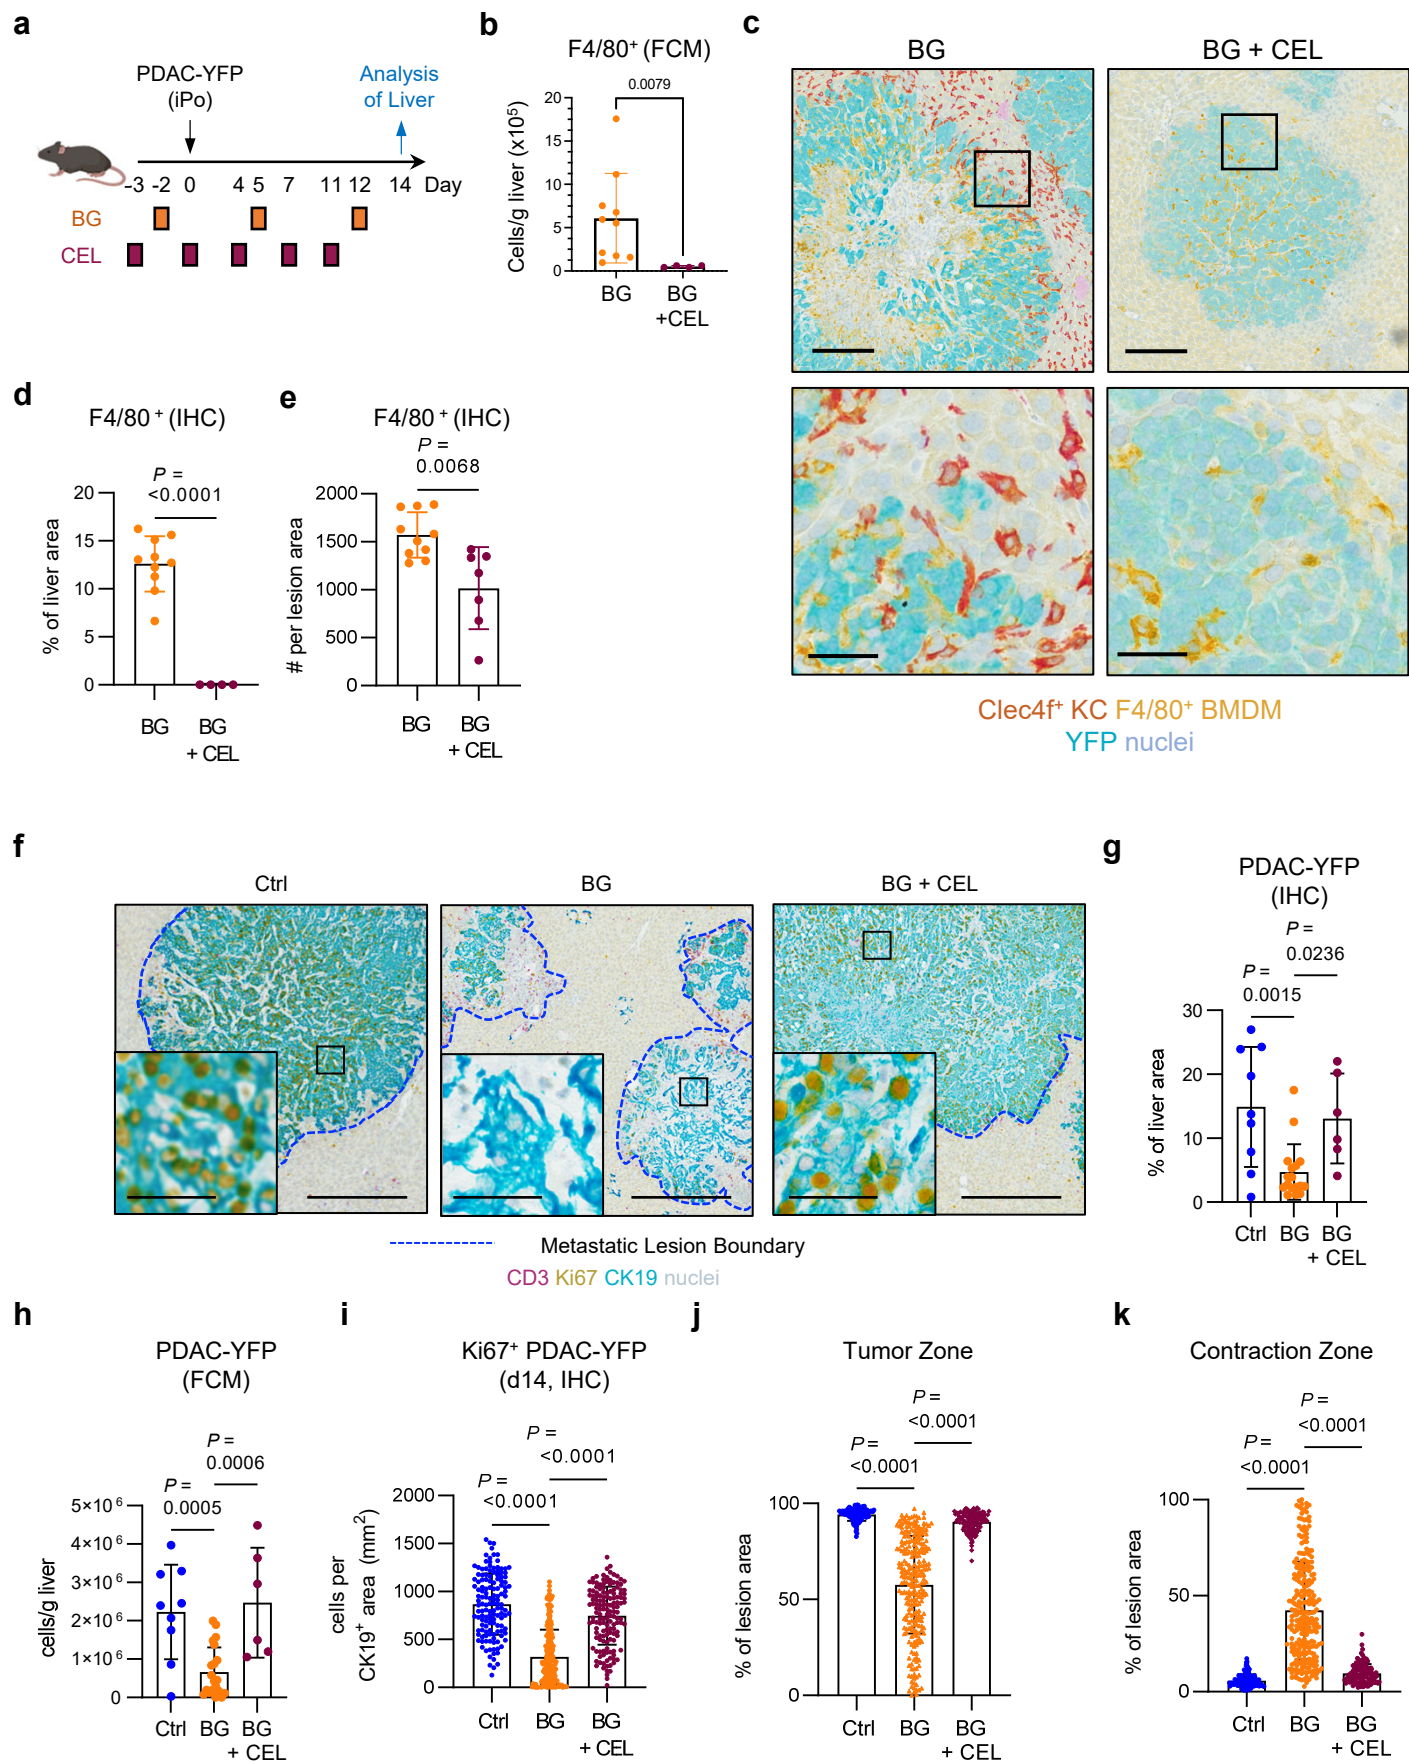

**Supplementary Figure 12 |  $\beta$ -Glucan (BG) anti-metastatic activity requires liver macrophages.** **a**, Study design for **b-k**. Mice were treated with clodronate encapsulated liposomes (CEL) to deplete bone marrow derived macrophages (BMDMs) every 3-4 days starting on day -3. Mice were then treated with weekly doses of  $\beta$ -glucan beginning on Day -2. On Day 0, mice received an iPo injection of 200,000 PDAC-YFP tumor cells. On Day 14, mice were euthanized, and livers analyzed. **b**, Quantification of F4/80<sup>+</sup> BMDMs detected by FCM in liver (n=10 in BG group, n=7 in BG+CEL group) on day 14. **c**, Representative images of control (left) and CEL treated (right) liver stained using multiplex IHC to detect YFP<sup>+</sup> tumor cells (teal), Clec4f (purple) and F4/80 (yellow) at 14 days after iPo injection of PDAC-YFP cells. Scale bar, 200 $\mu$ m. Higher magnification scale bar, 40 $\mu$ m. **d-e**, Quantification of YFP<sup>+</sup> tumor cells shown as percent of liver area (**d**) and lesions area (**e**) in livers of mice at 14 days after iPo injection of PDAC-YFP cells. *P* values determined by unpaired two-tailed Welch's *t* test (**d**) and Mann Whitney U test (**e**). **f**, Representative images of control (left),  $\beta$ -glucan (middle) and  $\beta$ -glucan + CEL (right) treated liver stained using multiplex IHC to detect YFP<sup>+</sup> tumor cells (teal), CD3 (purple), Ki67 (yellow) and nuclei (blue, hematoxylin). Inset shows metastatic lesion. Blue dotted line indicates metastatic lesions. Scale bar, 500 $\mu$ m. Inset scale bar, 50 $\mu$ m. **g**, Quantification of YFP<sup>+</sup> tumor cells shown as percent area in livers of mice (n=9 in Ctrl group, n=17 in BG group, n=6 in BG+CEL group) at 14 days after iPo injection of PDAC-YFP cells. *P* values one-way ANOVA with Sidak's test **h**, Quantification of cell counts per gram liver of PDAC-YFP tumor cells detected by FCM in liver on Day 14. *P* values one-way ANOVA with Sidak's test **i**, CK19<sup>+</sup>Ki67<sup>+</sup> PDAC-YFP tumor cells detected by IHC in liver on Day 14 and shown as cells per CK19<sup>+</sup> area (mm<sup>2</sup>). Individual control (n=138), BG (n=260) and BG+CEL (n=145) tumor lesions were analyzed. *P* values determined by Kruskal-Wallis test with Dunn's multiple comparisons. **j-k**, Quantification of tumor zone (**j**) and contraction zone (**k**) in individual control (n=138), BG (n=260) and BG+CEL (n=145) tumor lesions on day 14 and shown as percent of lesion area as drawn in **Fig. 5c** in control mice or mice treated with BG+CEL. "Tumor zones" indicate histologically defined regions of metastatic lesions with dense CK19<sup>+</sup> cell staining and "contraction zones" indicate regions with decreased CK19<sup>+</sup> tumor cell density. *P* values determined by Kruskal-Wallis test with Dunn's multiple comparisons. Data are representative of n=2 independent experiments. Mean  $\pm$  SD is shown. FCM, flow cytometry; BG,  $\beta$ -glucan; CEL, clodronate encapsulated liposomes; IHC, immunohistochemistry.

# Supplementary Figure 13

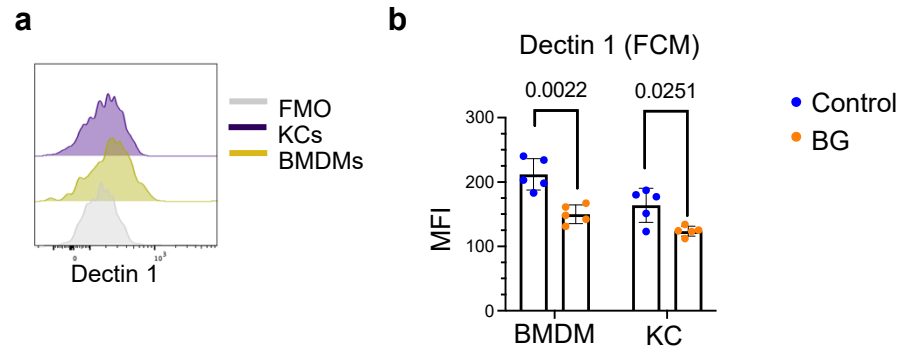

**Supplementary Figure 13 |  $\beta$ -Glucan receptor, Dectin 1 (Clec7a), expression by liver macrophage subsets.** **a**, Histogram of expression of the pattern recognition receptor, Dectin 1, on murine liver macrophage subsets by FCM. **b**, Study design described in **Fig. 3a**. Shown is mean fluorescence intensity (MFI) of Dectin 1 expression detected by FCM on liver macrophages in livers of control or  $\beta$ -Glucan (BG) treated mice (n=5 per group) on Day 2 after BG treatment. *P* values determined by Welch's *t* Test. Data are representative of n=2 independent experiments. Mean  $\pm$  SD is shown. FCM, flow cytometry; KC, Kupffer cell; BMDM, bone marrow derived macrophage.

Supplementary Figure 14

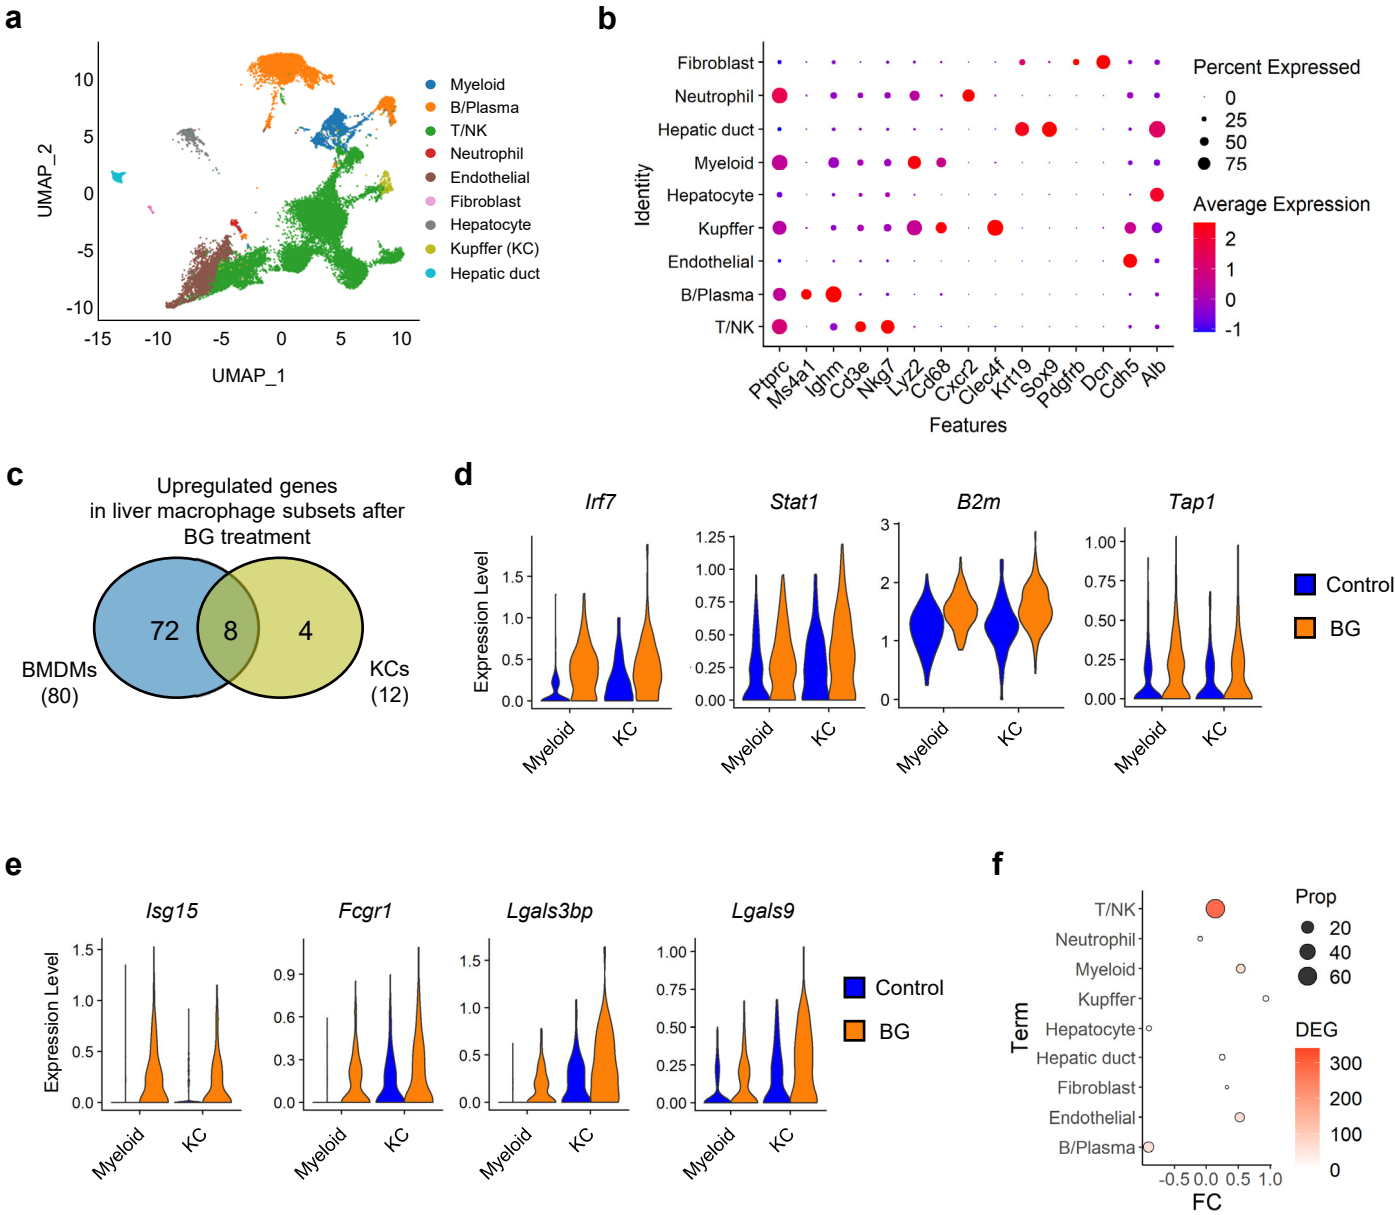

**Supplementary Figure 14 |  $\beta$ -Glucan (BG) treatment triggers early remodeling of macrophage and T cell transcriptional programs.** **a**, UMAP of liver cells defined by single cell RNA sequencing (scRNAseq). Study design as in **Fig. 3a**. Briefly, livers were isolated from control mice or mice treated two days prior with  $\beta$ -Glucan. **b**, Dotplot of lineage markers used to define liver cell populations. **c**, Venn diagram of differentially expressed genes in bone marrow derived macrophages (BMDMs) and Kupffer cells (KCs) in  $\beta$ -Glucan treated livers as compared to control livers. **d-e**, Violin plots of selected genes upregulated in BMDMs and/or KCs after  $\beta$ -Glucan (orange) treatment versus control (blue). **f**, Dot plot of Fold-Change in liver cell population frequency in BG treated livers compared to control livers. Size represents proportion of total cells and color indicates number of differentially expressed genes in BG versus control. BG,  $\beta$ -Glucan; BMDM; bone marrow derived macrophage; KC, Kupffer cell; FC, fold change; DEG, differentially expressed gene; Prop, proportion.

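No share of a cell class in the liver preparations passed the test after adjustment, which 4 mice against 4 leave little room for. B and plasma cells made up 21.8% ± 3.66 (SD, n = 4) of cells in control mice and 11.6% ± 2.74 in BG-treated mice, and every BG-treated mouse had a lower share than every control mouse. This is the smallest p that 4 mice against 4 allow (exact permutation test, two-sided, p = 0.0286), and over 12 classes the adjusted p was 0.343. T and NK cells made up 45.5% ± 4.53 and 49.9% ± 4.08 (exact permutation test, p = 0.200), endothelial cells 7.78% ± 2.37 and 11.7% ± 4.84 (p = 0.229) and KCs 2.00% ± 0.851 and 2.86% ± 0.935 (p = 0.229). Plasmacytoid dendritic cells made up 2.80% ± 1.06 and 2.79% ± 0.435, conventional dendritic cells 1.78% ± 0.699 and 1.83% ± 0.118, neutrophils 0.546% ± 0.117 and 0.578% ± 0.198, and hepatocytes 1.37% ± 1.40 and 0.590% ± 0.804, by the same exact permutation test with p from 0.371 to 1. Among the genes upregulated in B and plasma cells were Ifit3, at 3.45, adjusted p = 1.29e-06, and Rsad2, which blocks viral replication, at 3.17, adjusted p = 1.29e-06, and among those of endothelial cells Ifi27l2a, at 2.72, adjusted p = 0.0305. These are log2 fold changes from edgeR's quasi-likelihood test. The share of BMDMs is not compared, because Fn1 and Ly6c2, genes that mark this cluster, changed after BG. Shares also depend on how well each cell type was recovered from the tissue.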

# Supplementary Figure 15

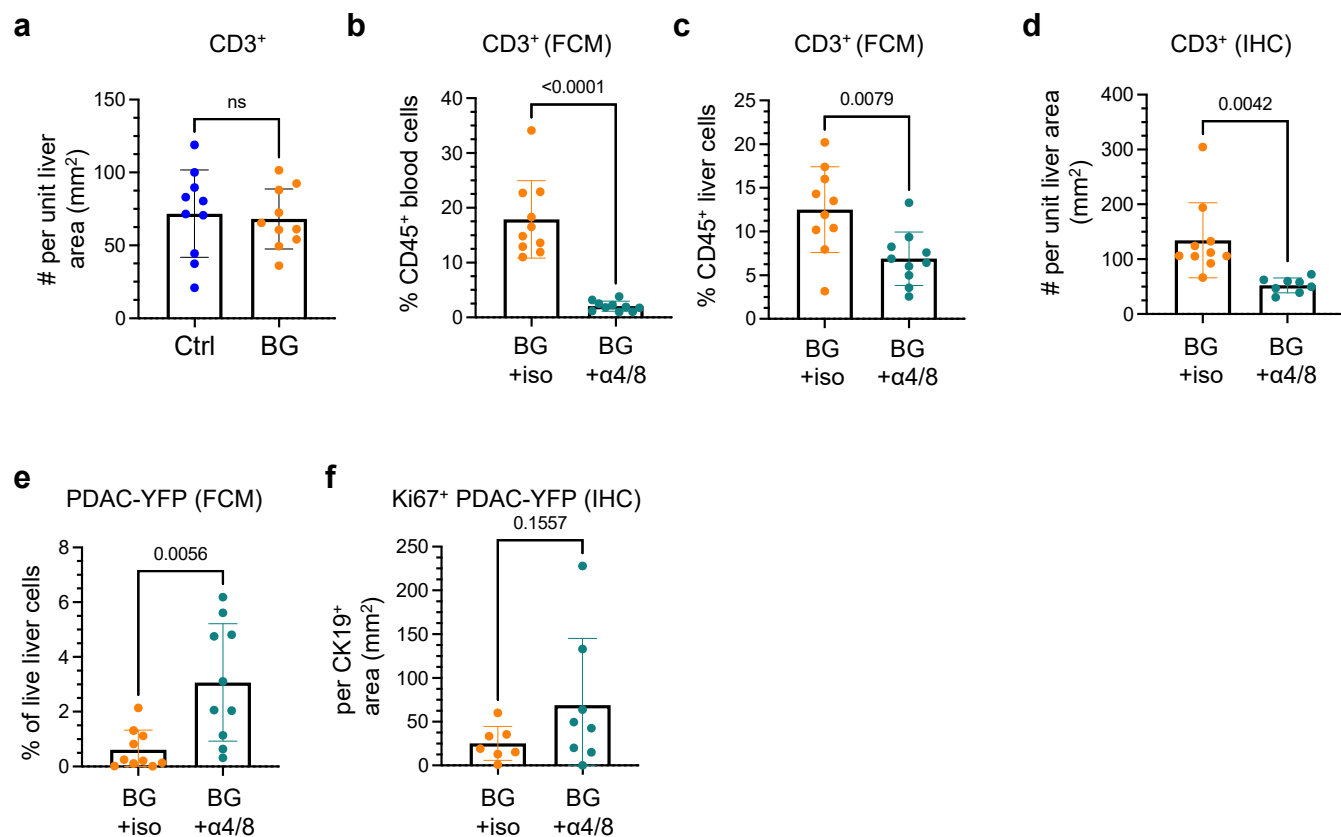

**Supplementary Figure 15 |  $\beta$ -Glucan treatment stimulates T cell mediated anti-tumor immunity.** **a**, CD3<sup>+</sup> T cells detected by IHC in livers of mice on day 14 after treatment as indicated. Study design described in **Fig. 1c**. Data are representative of n=4 independent experiments. **b-g**, Study design described in **Fig. 5f**. Briefly, mice were treated with isotype control or anti-CD8/anti-CD4 depleting antibodies every 3-4 days beginning on Day -3 to deplete T cells. Mice were then treated with weekly dosing of  $\beta$ -glucan beginning on Day -2. On Day 0, mice received an iPo injection of 200,000 PDAC-YFP tumor cells. On Day 14, mice were euthanized, and livers analyzed. Frequency of CD3<sup>+</sup> cells detected by FCM in (**b**) peripheral blood and (**c**) liver on Day 14. **d**, CD3<sup>+</sup> T cells detected by IHC in livers of mice on Day 14 and shown as cells per liver area (mm<sup>2</sup>). **e**, Frequency of PDAC-YFP tumor cells detected by FCM in liver on Day 14. **f**, CK19<sup>+</sup>Ki67<sup>+</sup> PDAC-YFP tumor cells detected by IHC in liver on Day 14 and shown as cells per CK19<sup>+</sup> area (mm<sup>2</sup>). *P* values determined by unpaired two-tailed Welch's *t* test. Data are representative of n=3 independent experiments. Mean  $\pm$  SD is shown. FCM, flow cytometry; IHC, immunohistochemistry; Ctrl, control; BG,  $\beta$ -glucan.

**Table S1. *In vivo* agents.**

| <b><u>Reagent</u></b>            | <b><u>Clone</u></b> | <b><u>Dose</u></b> | <b><u>Vendor</u></b> | <b><u>Catalog #</u></b> |
|----------------------------------|---------------------|--------------------|----------------------|-------------------------|
| <b>Diphtheria Toxin</b>          |                     | 200ng              | 322326-1MG           | Millipore Sigma         |
| <b>Clodronate Liposomes</b>      |                     | 200µL              | Liposoma             | C-010                   |
| <b>anti-PD-1</b>                 | RMP1-14             | 0.2mg              | Bio X Cell           | BE0146                  |
| <b>anti-CD4</b>                  | GK1.5               | 0.2mg              | Bio X Cell           | BP0003-1                |
| <b>anti-CD8</b>                  | 2.43                | 0.2mg              | Bio X Cell           | BE0061                  |
| <b>Rat IgG2b isotype control</b> | LFT-2               | 0.2mg              | Bio X Cell           | BE0090                  |
| <b>Odetiglucan</b>               |                     | 1.2mg              | Hibercell            |                         |

**Table S2. Immunohistochemistry antibodies.**

| <b>Application</b> | <b>Target Antigen</b> | <b>Target Species</b> | <b>Host Species</b> | <b>Clone</b> | <b>Dilution</b> | <b>Vendor</b>  | <b>Catalog #</b> |
|--------------------|-----------------------|-----------------------|---------------------|--------------|-----------------|----------------|------------------|
| IHC                | Clec4f                | Mouse                 | Goat                | Polyclonal   | 1:3000          | R&D Systems    | AF2784           |
| IHC                | GFP                   | Species Independent   | Goat                | Polyclonal   | 1:300           | Abcam          | ab6673           |
| IHC                | CD3                   | Mouse                 | Rabbit              | Polyclonal   | 1:200           | Abcam          | ab5690           |
| IHC                | F4/80                 | Mouse                 | Rabbit              | D2S9R        | 1:250           | Cell Signaling | 70076            |
| IHC                | Ki67                  | Mouse                 | Rabbit              | D3B5         | 1:200           | Cell Signaling | 12202            |
| IHC                | CK19                  | Mouse                 | Rabbit              | EPNCIR127B   | 1:800           | Abcam          | ab133496         |
| IHC                | CD68                  | Human                 | Mouse               | KP1          | 1 drop          | Roche          | 790-2931         |
| IHC                | Ki67                  | Human                 | Rabbit              | 30-9         | 1 drop          | Roche          | 790-4286         |
| IHC                | CK19                  | Human                 | Mouse               | A53-B/A2.26  | 1 drop          | Roche          | 760-4281         |
| IHC                | Foxp3                 | Human                 | Mouse               | 236A/E7      | 1:25            | Abcam          | Ab20034          |

**Table S3. Immunofluorescence antibodies.**

| <u>Application</u> | <u>Target Antigen</u>    | <u>Target Species</u> | <u>Host Species</u> | <u>Clone</u> | <u>Conjugation</u> | <u>Vendor</u>          | <u>Catalog #</u> | <u>Dilution</u> |
|--------------------|--------------------------|-----------------------|---------------------|--------------|--------------------|------------------------|------------------|-----------------|
| IF                 | Cytokeratin              | human                 | Mouse               | AE1/AE3      | Opal 480 or 780    | Dako                   | M3515            | 1:50            |
| IF                 | CD8a                     | human                 | Mouse               | AMC908       | Opal 520           | Thermo                 | 14-008-82        | 1:100           |
| IF                 | Granzyme B               | human                 | Rabbit              | polyclonal   | Opal 570           | Abcam                  | 4059             | 1:500           |
| IF                 | FoxP3                    | human                 | Mouse               | eBio7979     | Opal 620           | Thermo                 | 14-7979-82       | 1:100           |
| IF                 | CD4                      | human                 | Mouse               | N1UG0        | Opal 690           | Thermo                 | 14-2444-82       | 1:100           |
| IF                 | Ki-67                    | human                 | Rabbit              | SP6          | Opal 780           | Thermo                 | MA5-14520        | 1:50            |
| IF                 | Melanoma Triple Cocktail | human                 | Mouse               | polyclonal   | Opal 480 or 780    | Ventana                | 790-4677         | 1:5             |
| IF                 | PD-L1                    | human                 | Rabbit              | E1L3N        | Opal 620           | Cell Signaling         | 13684            | 1:100           |
| IF                 | CD163                    | human                 | Rabbit              | EPR19518     | Opal 570           | Abcam                  | 182422           | 1:200           |
| IF                 | CD80                     | human                 | Mouse               | 2E5          | Opal 520           | Genetex                | GTX84700         | 1:200           |
| IF                 | CD68                     | human                 | Mouse               | KP1          | Opal 480           | Abcam                  | 955              | 1:50            |
| IF                 | CD206                    | human                 | Rabbit              | polyclonal   | Opal 690           | Abcam                  | 64693            | 1:1000          |
| IF                 | Anti-Rabbit              | Rabbit                | Goat                | polyclonal   | HRP                | Jackson Immunoresearch | 111-035-144      | 1:100           |
| IF                 | Anti-Mouse               | Mouse                 | Goat                | polyclonal   | HRP                | Jackson Immunoresearch | 115-035-146      | 1:100           |

**Table S4. Flow cytometry antibodies.**

| <u>Application</u> | <u>Target Antigen</u> | <u>Target Species</u> | <u>Host Species</u> | <u>Clone</u> | <u>Conjugation</u> | <u>Dilution</u> | <u>Vendor</u>  | <u>Catalog #</u> |
|--------------------|-----------------------|-----------------------|---------------------|--------------|--------------------|-----------------|----------------|------------------|
| FCM                | CD3                   | Mouse                 | Rat                 | 17A2         | Pacific Blue       | 1:100           | Biolegend      | 100214           |
| FCM                | Ly6G                  | Mouse                 | Rat                 | 1A8          | Pacific Blue       | 1:100           | Biolegend      | 127612           |
| FCM                | Ly6G                  | Mouse                 | Rat                 | 1A8          | BV 421             | 1:200           | Biolegend      | 127627           |
| FCM                | CD11c                 | Mouse                 | Hamster             | N418         | Pacific Blue       | 1:100           | Biolegend      | 117322           |
| FCM                | CD19                  | Mouse                 | Rat                 | 6D5          | Pacific Blue       | 1:100           | Biolegend      | 115523           |
| FCM                | CD206                 | Mouse                 | Rat                 | C068C2       | FITC               | 1:100           | Biolegend      | 141704           |
| FCM                | CD38                  | Mouse                 | Rat                 | 90           | FITC               | 1:100           | Biolegend      | 102705           |
| FCM                | CD19                  | Mouse                 | Rat                 | 6D5          | FITC               | 1:100           | Biolegend      | 115506           |
| FCM                | Dectin1               | Mouse                 | Rat                 | RH1          | PE                 | 1:100           | Biolegend      | 144303           |
| FCM                | MHCI (H-2Kb/H-2Db)    | Mouse                 | Mouse               | 28-8-6       | PE                 | 1:100           | Biolegend      | 114607           |
| FCM                | CD38                  | Mouse                 | Rat                 | 90           | PE                 | 1:100           | Biolegend      | 102708           |
| FCM                | CD11c                 | Mouse                 | Hamster             | HL3          | PE                 | 1:100           | Biolegend      | 553802           |
| FCM                | CD206                 | Mouse                 | Rat                 | C068C2       | PE                 | 1:100           | Biolegend      | 141706           |
| FCM                | CD11b                 | Mouse                 | Rat                 | M1/70        | PerCP Cy5.5        | 1:100           | BD Biosciences | 550993           |
| FCM                | CD45                  | Mouse                 | Rat                 | 30-F11       | PeCy7              | 1:800           | BD Biosciences | 552848           |
| FCM                | CD206                 | Mouse                 | Rat                 | C068C2       | APC                | 1:100           | Biolegend      | 141708           |
| FCM                | CD11c                 | Mouse                 | Hamster             | N418         | APC                | 1:100           | Biolegend      | 117310           |
| FCM                | Clec4f                | Mouse                 | Mouse               | 3E3F9        | Alexa Fluor 647    | 1:100           | Biolegend      | 156804           |
| FCM                | Ly6G                  | Mouse                 | Rat                 | 1A8          | APC                | 1:200           | Biolegend      | 127614           |
| FCM                | F4/80                 | Mouse                 | Rat                 | BM8          | APC Cy7            | 1:100           | Biolegend      | 123118           |
| FCM                | CD19                  | Mouse                 | Rat                 | 6D5          | APC Cy7            | 1:100           | Biolegend      | 115529           |

**Table S5. Patient demographics.**

| <b>Characteristic</b>  | <b>TNBC<br/>(n=4)</b> | <b>Melanoma<br/>(n=5)</b> |
|------------------------|-----------------------|---------------------------|
| Age                    |                       |                           |
| Median                 | 45                    | 59                        |
| Range                  | 34-75                 | 55-60                     |
| Sex - no (%)           |                       |                           |
| Male                   | 0 (0)                 | 2 (40)                    |
| Female                 | 4 (100)               | 3 (60)                    |
| Stage of Disease       |                       |                           |
| Stage III              | 0 (0)                 | 0 (0)                     |
| Stage IV               | 4 (100)               | 5 (100)                   |
| Site of biopsy         |                       |                           |
| Liver                  | 1                     | 1                         |
| Lymph node             | 1                     | 2                         |
| Neck                   | 1                     | 0                         |
| Chest wall             | 1                     | 0                         |
| Abdomenal wall         | 0                     | 1                         |
| Abdomenal              | 0                     | 1                         |
| Response (RECIST v1.1) |                       |                           |
| Complete Response (CR) | 0                     | 0                         |
| Partial Response (PR)  | 1                     | 0                         |
| Stable Disease         | 3                     | 2                         |
| Progressive Disease    | 0                     | 3                         |

# Supplementary material for: Kupffer cells prevent pancreatic ductal adenocarcinoma metastasis to the liver in mice
**Source:** Nat Commun. 2023 Oct 10;14:6330. doi: 10.1038/s41467-023-41771-z
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided for this paper. Raw and processed scRNAseq files are available from Gene Expression Omnibus (GEO) under accession numbers

GSE235318 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235318]. The mm10 transcriptome is available at https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\_000001635.20/

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Methods

### Antibodies used

Antibodies are detailed in Materials and Methods and Supplementary Tables S1-4. PD-1, Bio X Cell, RMP1-14, BE0146; CD4, Bio X Cell, GK1.5, BP0003-1; CD8, Bio X Cell, 2.43, BE0061; Rat IgG2b isotype, Bio X Cell, LFT-2, BE0090; Clec4f, R&D, polyclonal, AF2784; GFP, Abcam, Polyclonal, ab6673; CD3, Abcam, Polyclonal, ab5690; F4/80, Cell Signaling, D2S9R, 70076; Ki67, Cell Signaling, D3B5, 12202; CK19, Abcam, EPNCIR127B, ab133496; CD68, Roche, Kp1, 790-2931; Ki67, Roche, 30-9, 790-4286; CK19, Roche, A53-B/A2.26, 760-4281; Foxp3, Abcam, 236A/E7, Ab20034; Cytokeratin-Opal 480 or 780, Dako, AE1/AE3, M515; CD8a-Opal 520, Thermo, AMC908, 14-008-82; Granzyme B-Opal 570, Abcam, Polyclonal, 14-008-82; FoxP3-Opal 620, Thermo, eBio7979, 14-7979-82; CD4-Opal 690, Thermo, N1UG0, 14-2444-82; Ki67-Opal 780, Thermo, Sp6, MA5-14520; Melanoma triple cocktail-Opal 480 or 780, Ventana, Polyclonal, 790-4677; PD-L1-Opal 620, Cell Signaling, E1L3N, 13684; CD163-Opal 570, Abcam, EPR19518, 182422; CD80-Opal 520, Genetex, 2E5, GTX84700; CD68-Opal 480, Abcam, Kp1, 955; CD206-Opal 690, Abcam, Polyclonal, 64693; Anti-rabbit-HRP, Jackson Immunoresearch, Polyclonal, 111-035-144; Anti-mouse-HRP, Jackson Immunoresearch, Polyclonal, 115-035-146; CD3-Pac blue, Biolegend, 17A2, 100214; Ly6G-Pac blue, Biolegend, 1A8, 127612; Ly6G-BV421, Biolegend, 1A8, 127627; CD11c-Pac blue, Biolegend, N418, 117322; CD19-Pac blue, Biolegend, 6D5, 115523; CD206-FITC, Biolegend, C068C2, 141704; CD38-FITC, Biolegend, 90, 102705; CD19-FITC, Biolegend, 6D5, 115506; Dectin1-PE, Biolegend, Rh1, 144303; H-2Kb/H-2Db-PE, Biolegend, 28-8-6, 114607; CD38-PE, Biolegend, 90, 102708, CD11c, Biolegend, HL3, 553802; CD206-PE, Biolegend, C068C2, 141706; CD11b-PerCP Cy5.5, BD Biosciences, M170, 550993; CD45-PeCy7, BD Biosciences, 30-F11, 552848; CD206-APC, Biolegend, C068C2, 141708; CD11c-APC, Biolegend, N418, 117310; Clec4f-Alexa Fluor 647, Biolegend, 3E3F9, 156804; Ly6G-APC, Biolegend, 1A8, 127614; F4/80-APC Cy7, Biolegend, BM8, 123118; CD19-APC Cy7, Biolegend, 6D5, 115529.

## Validation

Antibodies are detailed in Materials and Methods and Supplementary Tables S1-4. Each antibody used in this study was validated by its manufacturer.

PD-1, Bio X Cell, RMP1-14, BE0146, <https://bioxcell.com/invivomab-anti-mouse-pd-1-cd279-be0146>;  
 CD4, Bio X Cell, GK1.5, BP0003-1, <https://bioxcell.com/invivoplus-anti-mouse-cd4-bp0003-1>;  
 CD8, Bio X Cell, 2.43, BE0061, <https://bioxcell.com/invivomab-anti-mouse-cd8a-be0061>;  
 Rat IgG2b isotype, Bio X Cell, LFT-2, BE0090, <https://bioxcell.com/invivomab-rat-igg2b-isotype-control-anti-keyhole-limpet-hemocyanin-be0090>;  
 Clec4f, R&D, polyclonal, AF2784, [https://www.rndsystems.com/products/mouse-clec4f-clecsf13-antibody\\_af2784?gclid=CjwKCAjwloynBhBbEiwAGY25dANwa2qq3qGp8iooi02gTCe6uHjPr7uSHhmQuicVYqmeTVFQk36wWRoCJyMQAvD\\_BwE&gclsrc=a.w.ds](https://www.rndsystems.com/products/mouse-clec4f-clecsf13-antibody_af2784?gclid=CjwKCAjwloynBhBbEiwAGY25dANwa2qq3qGp8iooi02gTCe6uHjPr7uSHhmQuicVYqmeTVFQk36wWRoCJyMQAvD_BwE&gclsrc=a.w.ds);  
 GFP, Abcam, Polyclonal, ab6673, <https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab6673.html>;  
 CD3, Abcam, Polyclonal, ab5690, <https://www.abcam.com/products/primary-antibodies/cd3-antibody-ab5690.html>;  
 F4/80, Cell Signaling, D2S9R, 70076, <https://www.cellsignal.com/products/primary-antibodies/f4-80-d2s9r-xp-rabbit-mab/70076>;  
 Ki67, Cell Signaling, D3B5, 12202, <https://www.cellsignal.com/products/primary-antibodies/ki-67-d3b5-rabbit-mab-ihc-formulated/12202>;  
 CK19, Abcam, EPNCIR127B, ab133496, <https://www.abcam.com/products/primary-antibodies/cytokeratin-19-antibody-epncir127b-ab133496.html>;  
 CD68, Roche, Kp1, 790-2931, <https://diagnostics.roche.com/global/en/products/lab/cd68-kp-1-confirm-rtd000775.html>;  
 Ki67, Roche, 30-9, 790-4286, <https://diagnostics.roche.com/global/en/products/lab/ki-67-30-9-confirm-rtd000792.html>;  
 CK19, Roche, A53-B/A2.26, 760-4281, <https://diagnostics.roche.com/global/en/products/lab/cytokeratin-19-a53-b-a2-26-rtd000821.html>;  
 Foxp3, Abcam, 236A/E7, Ab20034, <https://www.abcam.com/products/primary-antibodies/foxp3-antibody-236ae7-ab20034.html>;  
 Cytokeratin, Dako, AE1/AE3, M515, [https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/cytokeratin-\(concentrate\)-76562](https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/cytokeratin-(concentrate)-76562);  
 CD8a, Thermo, AMC908, 14-0008-82, <https://www.thermofisher.com/antibody/product/CD8a-Antibody-clone-AMC908-Monoclonal/14-0008-82>;  
 Granzyme B, Abcam, Polyclonal, 4059, <https://www.abcam.com/products/primary-antibodies/granzyme-b-antibody-ab4059.html>;  
 FoxP3, Thermo, eBio7979, 14-7979-82, <https://www.thermofisher.com/antibody/product/FOXP3-Antibody-clone-eBio7979-221D-CD3-Monoclonal/14-7979-82>;  
 CD4-, Thermo, N1UG0, 14-2444-82, <https://www.thermofisher.com/antibody/product/CD4-Antibody-clone-N1UG0-Monoclonal/14-2444-82>;  
 Ki67, Thermo, Sp6, MA5-14520, <https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SP6-Recombinant-Monoclonal/MA5-14520>;  
 Melanoma triple cocktail, Ventana, Polyclonal, 790-4677, <https://diagnostics.roche.com/global/en/products/lab/melanoma-triple-cocktail-hmb45-a103-t311-rtd001037.html>;  
 PD-L1, Cell Signaling, E1L3N, 13684, <https://www.cellsignal.com/products/primary-antibodies/pd-l1-e1l3n-xp-rabbit-mab/13684>;  
 CD163, Abcam, EPR19518, 182422, <https://www.abcam.com/products/primary-antibodies/cd163-antibody-epr19518>-

ab182422.html;  
 CD80, Genetex, 2E5, GTX84700, <https://www.genetex.com/Product/Detail/CD80-antibody-2E5/GTX84700>;  
 CD68, Abcam, Kp1, 955, <https://www.abcam.com/products/primary-antibodies/cd68-antibody-kp1-ab955.html>;  
 CD206, Abcam, Polyclonal, 64693, <https://www.abcam.com/products/primary-antibodies/mannose-receptor-antibody-ab64693.html>;  
 Anti-rabbit-HRP, Jackson ImmunoResearch, Polyclonal, 111-035-144, <https://www.jacksonimmuno.com/catalog/products/111-035-144>;  
 Anti-mouse-HRP, Jackson ImmunoResearch, Polyclonal, 115-035-146, <https://www.jacksonimmuno.com/catalog/products/115-035-146>;  
 CD3-Pac blue, Biolegend, 17A2, 100214, <https://www.biolegend.com/en-gb/products/pacific-blue-anti-mouse-cd3-antibody-3317>;  
 Ly6G-Pac blue, Biolegend, 1A8, 127612, <https://www.biolegend.com/en-gb/products/pacific-blue-anti-mouse-ly-6g-antibody-6082>;  
 Ly6G-BV421, Biolegend, 1A8, 127627, <https://www.biolegend.com/en-gb/products/brilliant-violet-421-anti-mouse-ly-6g-antibody-7161>;  
 CD11c-Pac blue, Biolegend, N418, 117322, <https://www.biolegend.com/en-gb/products/pacific-blue-anti-mouse-cd11c-antibody-3864>;  
 CD19-Pac blue, Biolegend, 6D5, 115523, <https://www.biolegend.com/en-gb/products/pacific-blue-anti-mouse-cd19-antibody-2987>;  
 CD206-FITC, Biolegend, C068C2, 141704, <https://www.biolegend.com/en-gb/products/fitc-anti-mouse-cd206-mmr-antibody-7318>;  
 CD38-FITC, Biolegend, 90, 102705, <https://www.biolegend.com/en-gb/products/fitc-anti-mouse-cd38-antibody-182>;  
 CD19-FITC, Biolegend, 6D5, 115506, <https://www.biolegend.com/en-gb/products/fitc-anti-mouse-cd19-antibody-1528>;  
 Dectin1-PE, Biolegend, Rh1, 144303, <https://www.biolegend.com/en-gb/products/pe-anti-mouse-cd369-dectin-1-clec7a-antibody-8102>;  
 H-2Kb/H-2Db-PE, Biolegend, 28-8-6, 114607, <https://www.biolegend.com/en-gb/products/pe-anti-mouse-h-2k-b-h-2d-b-antibody-1686>;  
 CD38-PE, Biolegend, 90, 102708, CD11c, Biolegend, HL3, 553802, <https://www.biolegend.com/en-gb/search-results?Keywords=+553802>;  
 CD206-PE, Biolegend, C068C2, 141706, <https://www.biolegend.com/en-gb/search-results?Keywords=+141706>;  
 CD11b-PerCP Cy5.5, BD Biosciences, M1/70, 550993, <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-rat-anti-cd11b.550993>;  
 CD45-PeCy7, BD Biosciences, 30-F11, 552848, <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-cd45.552848>;  
 CD206-APC, Biolegend, C068C2, 141708, <https://www.biolegend.com/en-gb/products/apc-anti-mouse-cd206-mmr-antibody-7425>;  
 CD11c-APC, Biolegend, N418, 117310, <https://www.biolegend.com/en-gb/products/apc-anti-mouse-cd11c-antibody-1813>;  
 Clec4f-Alexa Fluor 647, Biolegend, 3E3F9, 156804, <https://www.biolegend.com/en-gb/explore-new-products/alexa-fluor-647-anti-mouse-clec4f-antibody-18329?GroupID=GROUP20>;  
 Ly6G-APC, Biolegend, 1A8, 127614, <https://www.biolegend.com/en-gb/products/apc-anti-mouse-ly-6g-antibody-6115>;  
 F4/80-APC Cy7, Biolegend, BM8, 123118, <https://www.biolegend.com/en-gb/products/apc-cyanine7-anti-mouse-f4-80-antibody-4072>;  
 CD19-APC Cy7, Biolegend, 6D5, 115529, <https://www.biolegend.com/en-gb/products/apc-cyanine7-anti-mouse-cd19-antibody-3903>.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the [ICMJE guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

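The deposited single-cell libraries come from the livers of 8 female C57BL/6J mice, 4 untreated (control, replicates 1 to 4) and 4 that received 1.2 mg of BG 48 hours before (replicates 5 to 8). Each library is 1 mouse. Every comparison is between these 2 groups, with the mouse as the unit of replication, and replicate numbers pair no mouse of one group with a mouse of the other. The authors sequenced 10x Genomics 3' libraries of CD45-positive liver cells, to which cells recovered by density gradient from the other fraction were added. They aligned the reads to the mm10 transcriptome with Cell Ranger, with introns included, and deposited 1 matrix per library. The authors deposited the counts as Cell Ranger gave them, before any normalization: each value is the count of unique molecular identifiers (UMIs) of a gene in a barcode. All values were whole numbers, and the same 32285 genes were listed in each library. The version of Cell Ranger and the annotation release are not given in the sources used here. The paper's other data, from mice and patients, and the experiments on day 14 were not analysed here, since the 8 libraries at hand do not cover them.

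The control libraries held 39612380, 43796255, 46211839 and 41298654 UMIs and the BG libraries 60654583, 44184117, 47293946 and 47108574 UMIs, in the order of their replicates. Barcodes with fewer than 200 or more than 2500 detected genes, or with more than 30% of UMIs from mitochondrial genes, were left out, as the methods state. That kept 6833, 6996, 7790 and 6222 cells of control mice, with 21529646, 18712787, 21440570 and 17546204 UMIs, and 4330, 5780, 4800 and 5714 cells of BG-treated mice, with 12499993, 19056897, 18281467 and 18208749 UMIs. The median UMIs per kept cell ran from 2321.5 to 2928 in control and from 2513 to 3589.5 in BG libraries. Scrublet, as scanpy runs it, was applied to each library. Its own threshold marked few cells in 7 of the 8 libraries, so no cell was left out by it.

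Cells were log-normalized (scale 10000), and genes found in at least 3% of cells were kept for clustering. Libraries were integrated with Seurat's reciprocal principal components (2000 variable genes, 30 components), and clusters were found at a resolution of 0.5. Kept out of the variable genes were the genes the paper names, mitochondrial and ribosomal genes, and the lists of interferon, MHC class I, cell cycle, immediate early and heat shock genes. Clusters were named by lists of marker genes written before the data were examined. The rules that turn marker scores into a name were set after the cluster profiles had been seen and before any test between groups. Clusters with high scores for both T and NK cell markers and those of endothelial or B cells were kept out of all classes. So were clusters without a clear class. Some clusters with a high second score were kept, KCs among them, whose second class was BMDMs. T and NK cells were clustered again on their own. No sub-cluster had the markers of Cxcr6 CD4 T cells as its best set, so the planned gate on UMIs was used (Cd4 and Cxcr6 present, Cd8a absent). Cluster borders depend on rounding in the linear algebra library, whose kernels differ between processors. The kernels were therefore fixed (OpenBLAS, Haswell), for reruns to give the same clusters, after results with other kernels had been seen. With those earlier kernels, as in the alternative with other kernels reported in the closing section, NKT-like cells had more changed genes than Cxcr6 CD4 T cells.

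For each class, counts were summed per mouse (pseudobulk). A mouse entered with at least 10 cells, and a class was tested with at least 3 mice per group. Genes were filtered with edgeR's filterByExpr, normalized by TMM and tested by quasi-likelihood F tests. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) with a log2 fold change over 0.5 or under -0.5, the thresholds of the paper's pseudobulk analysis. The difference between the responses of KCs and BMDMs was tested as an interaction with mouse as a block. Gene lists were compared with all other tested genes by limma's camera, at a preset correlation of 0.01 and with an estimated one. They were also tested against no change by limma's fry. In both, p was adjusted over the lists of a class. Shares of cells were compared by exact permutation of the mice, whose smallest two-sided p is 0.0286 with 4 against 4. Other groupings of the same 8 mice into 4 and 4, or of 7 mice into 3 and 4 where only 7 entered, 35 with the real one in either case, were tested in the same way as the real one. Versions were R 4.3.3, Seurat 5.3.0, SeuratObject 5.2.0, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and igraph 0.11.9.

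The 38 lists covered type I interferon, interferon gamma and inflammatory genes; MHC class I, MHC class II, costimulation, Fc receptor and chemoattractant genes; proteasome, ER chaperone, heat shock, cell cycle (S phase, and G2 and M phase) and immediate early genes. They also covered Kupffer cell identity, monocyte, alternative activation, BG sensing, complement and phagocytosis, cholesterol, iron, glycolysis and oxidative phosphorylation genes. For T cells there were lists of quiescence, migration, effector, inhibitory receptor and regulatory genes, and for other cells lists of hepatocyte, T cell, NK, B cell, endothelial, neutrophil, platelet, erythroid, dendritic and stromal markers. All were written before the data were examined. Some genes of the type I interferon, interferon gamma, MHC class I, inflammatory, Fc receptor, heat shock, immediate early, cell cycle, quiescence and migration lists had been seen in the paper's text or figures, and Hmgcs1 and Trf, labelled in a figure, prompted the cholesterol and iron lists.

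The analysis was tested on simulated data, made from the control libraries' own levels and spread with 100 genes changed by a log2 fold of 1 and 100 by a log2 fold of 2. It recovered 82 and 89 of these in KCs, 63 and 88 in BMDMs, 82 and 93 in T and NK cells and 71 and 92 in Cxcr6 CD4 T cells, all in the true direction, and called 9, 6, 9 and 4 unchanged genes there. For the difference between KCs and BMDMs it recovered 27 and 86 and called 4 unchanged genes, so that a difference of a log2 fold of 1 is mostly missed. Libraries of one group were checked against each other gene by gene, and no 2 held the same counts.

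Genes are named by a rule set before the data were examined. It takes every gene the paper's text names for the comparison, the genes labelled in its figures, and the 10 called genes with the largest rise and the 5 with the largest fall among genes whose groups do not overlap. It adds up to 4 genes with the smallest p of each list described, and for other classes the 5 largest rises and falls. Which lists to describe was chosen after the results were seen. Where the text names a gene outside this rule, it says so. Results for some genes that the rule names are not reported here. Gene positions come from GENCODE vM21 on GRCm38.

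The alternatives tried one at a time were DESeq2, relative log expression factors, no low-count filter, a filter on genes in 3% of cells, no fold threshold, and each library left out. Cells were also taken without the limit of 2500 genes, with a mitochondrial limit of 10%, with all variable genes kept, without integration (scanpy, Leiden clusters), at a resolution of 1.0, and with at least 20 cells per mouse. Classes were drawn or thinned to the cells or UMIs of KCs 20 times, with the median reported, and the definitions of KC and BMDM were varied. Added after the data were seen were 7 more: leaving out the 5% of cells with the highest Scrublet scores, leaving out macrophages with a UMI of the T cell receptor or CD3, keeping mixed clusters, leaving gated cells with Zbtb16 or Klrb1c UMIs out, keeping gated cells of the NKT-like sub-clusters alone, leaving out the cycling sub-cluster, and clustering with other numerical kernels (Sandybridge), which put 97.8% of cells in the same class. Their effects are given in the closing section. Hepatocytes and fibroblasts were not tested, since too few mice had 10 cells of them. Shares of classes whose own marker genes changed after BG are not compared, a rule chosen after the data were seen.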

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

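All tests in this part were set before the data were examined, and which lists of genes to describe was chosen after the results were seen. In 124 groups of 4 mice, values that stood far from the other 3 by Dixon's test were looked for, and 8 were found. Chance marks about 1 in 20 groups, which comes to 6.2 here, so 8 is close to what chance gives and no pattern is drawn from them. Plasmacytoid dendritic cells made up 1.21% of the cells of control replicate 1, against 3.17% to 3.47% in the other control mice. NK cells made up 3.27% of the T and NK cells of control replicate 2, against 5.04% to 5.16% in the others. In KCs, the mean log2 CPM of the type I interferon list was 5.91 in control replicate 1 (6.27 to 6.32 in the other control mice). The complement and phagocytosis list of KCs stood at 6.91 in BG replicate 6 (7.44 to 7.51 in the other BG-treated mice), and the T cell marker list at 7.33 in BG replicate 7 (7.57 to 7.58). In BMDMs, the MHC class I list stood at 7.87 in BG replicate 6 (8.11 to 8.16 in the others). In Cxcr6 CD4 T cells, the list of G2 and M phase stood at 5.29 in BG replicate 6 (6.11 to 6.19), and the list of T cell effectors at 6.61 in control replicate 4 (6.96 to 7.02 in the other control mice).

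Responses to BG that differed between KCs and BMDMs, by the test of the interaction with mouse as a block, numbered 16 genes with edgeR, 10 with a lower and 6 with a higher response in KCs, and 1 gene with DESeq2. The highest count among the other 34 groupings of the same mice was 17, above the real one, so chance cannot be excluded for this count. It also rests on single libraries, with 8 without control replicate 1, 2 without control replicate 2, 6 without control replicate 4, 7 without BG replicate 5, 10 without BG replicate 7 and 8 without BG replicate 8. Among the genes named by the rule, the differences (KC minus BMDM, log2) were -5.25 (standard error 0.69, adjusted p = 4.65e-05) for Mmp12, -1.50 (standard error 0.30, adjusted p = 0.0235) for Il1b, -1.24 (standard error 0.26, adjusted p = 0.0235) for Rtp4 and -1.27 (standard error 0.27, adjusted p = 0.0235) for the immunoglobulin gene Igkc. They were -0.90 (standard error 0.19, adjusted p = 0.0254) for H2-Q7 and -0.82 (standard error 0.18, adjusted p = 0.0375) for Ly6c2, whose reads are open to sharing within their families, and 1.11 (standard error 0.26, adjusted p = 0.0465) for Tuba1b. Rtp4 had a log2 fold change of 0.58 in KCs, where it was not called, and rose by 1.79 in BMDMs, whereas Ly6c2 rose in both, by 1.29 and 2.02. H2-Q7 had 0.12 and 1.01, and Mmp12 had too few counts for a test in BMDMs alone. The calls of single genes in this comparison were not run again with other settings.

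Lists of genes that the paper does not discuss also changed between the groups, at a preset and at an estimated correlation alike. Immediate early genes were lower after BG in T and NK cells as a whole (median log2 fold change -0.36, adjusted p = 1.00e-13 from camera and 0.0463 with an estimated correlation), in NKT-like cells (median log2 fold change -0.29, adjusted p = 1.64e-12 from camera and 0.0234 with an estimated correlation) and in resting CD8 T cells (median log2 fold change -0.48, adjusted p = 1.43e-16 from camera and 0.0469 with an estimated correlation). Those called lower were 6 of 18 tested genes in T and NK cells, 4 of 18 in NKT-like cells and 6 of 16 in resting CD8 T cells. Whether this fall comes from BG or from the handling of the tissue was not tested. Monocyte genes were higher in NKT-like cells (median log2 fold change 0.36, adjusted p = 5.62e-06 from camera and 0.0382 with an estimated correlation), with 2 of 9 called higher. This list holds Ly6c2, which is also a marker of NKT-like cells and changed in them after BG. Hepatocyte markers were higher in bile duct cells (median log2 fold change 0.30, adjusted p = 1.11e-06 from camera and 0.0414 with an estimated correlation; 3 control and 4 BG-treated mice), where 1 of 5, Ahsg, was called (1.37, adjusted p = 9.66e-05). Of the erythroid markers 1, the hemoglobin gene Hbb-bs, was tested in resting CD4 T cells and was lower (-3.87, adjusted p = 2.90e-05). It went from 207 ± 248 CPM in control mice, an SD above the mean, to 11.8 ± 13.1 CPM after BG (n = 4 each). For this list of 1, camera gave adjusted p = 8.26e-07 at the preset correlation and 0.0195 with an estimated one. A single gene leaves no correlation between genes to estimate, so these values add nothing to the call of the gene.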

How the results depend on the processing

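The alternatives below were set before the data were examined, except 7 chosen after the data had been seen: leaving out cells with the highest Scrublet scores, leaving out macrophages with T cell receptor UMIs, keeping mixed clusters, leaving out gated cells with Zbtb16 or Klrb1c, keeping gated cells of the NKT-like sub-clusters alone, leaving out the cycling sub-cluster, and clustering with other numerical kernels. Leaving out the cells that Scrublet's own threshold marks was planned and not run, since it marked 371 cells of control replicate 1 and at most 2 of any other library. The planned gate for Cxcr6 CD4 T cells became the definition used, so it gives no separate value. No paired analysis was possible because the replicate numbers of the 2 groups share none. Shares of cells are not judged here, since with so few mice the exact permutation test leaves little room to pass the threshold under any setting.

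Counts of changed genes stayed within 1.5 times the reported count in 256 cases and moved beyond it in 97 over settings that keep all libraries, and in 135 and 48 cases with 1 library left out. RLE normalization, at least 20 cells per mouse, keeping mixed clusters and the gate without Zbtb16 or Klrb1c moved none of the counts they apply to beyond that. The count of the unnamed sub-cluster was not computed where cells were clustered again or left out. Too few mice had 10 cells of neutrophils, basophils, bile duct cells, resting CD4, regulatory or gamma delta T cells under the 10% mitochondrial limit, of basophils and bile duct cells without control replicate 2, 3 or 4, and of gamma delta T cells without BG replicate 6, 7 or 8. A minimum of 20 left out basophils and gamma delta T cells. No cluster was named as regulatory T cells with all variable genes, no integration, no limit of 2500 genes or other numerical kernels, as gamma delta T cells with no integration or no limit of 2500 genes, or as basophils or conventional dendritic cells with no integration. Named genes kept their call, or the lack of it, in 3608 cases, lost it in 244 and gained it in 72 over settings that keep all libraries, and in 1739, 211 and 38 with 1 left out, and none reversed. The higher level of Clec4f in KCs than in BMDMs kept its direction and call under all settings run.

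Counts beyond 1.5 times the reported ones were as follows, and where not stated otherwise, the cause was not tested. With DESeq2 in place of edgeR they were 30 in KCs (higher), 13 in KCs (lower), 78 in Cxcr6 CD4 T cells (higher), 9 in Cxcr6 CD4 T cells (lower), 1 in the difference between KCs and BMDMs, 72 in NK cells, 26 in resting CD4 T cells, 43 in resting CD8 T cells, 24 in plasmacytoid dendritic cells, 1 in basophils, 4 in bile duct cells, 3 in regulatory T cells, 0 in gamma delta T cells, 34 in the unnamed sub-cluster and 11 in both KCs and BMDMs (higher). The 0 in gamma delta T cells came with 28 genes at an unadjusted p under 0.05, against 1 called by edgeR. Without a low-count filter more genes are tested, and the counts were 131 in KCs (higher), 127 in BMDMs (higher), 471 in T and NK cells, 216 in Cxcr6 CD4 T cells (higher), 54 in Cxcr6 CD4 T cells (lower), 33 in the difference between KCs and BMDMs, 216 in NKT-like cells, 205 in NK cells, 116 in ILC1-like cells, 208 in B and plasma cells, 76 in conventional dendritic cells, 68 in plasmacytoid dendritic cells, 180 in endothelial cells, 34 in neutrophils, 17 in basophils, 20 in bile duct cells, 14 in regulatory T cells, 2 in gamma delta T cells and 44 in both KCs and BMDMs (higher). A filter on genes in 3% of cells gave 20 in KCs (lower), 190 in T and NK cells, 20 in neutrophils, 18 in basophils, 15 in regulatory T cells and 2 in gamma delta T cells. With no fold threshold, which by its construction adds genes, there were 476 in T and NK cells.

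Without the limit of 2500 genes per cell the counts were 170 in KCs (higher), 60 in KCs (lower), 7 in BMDMs (lower), 497 in T and NK cells, 0 in the difference between KCs and BMDMs, 70 in conventional dendritic cells, 5 in basophils and 61 in both KCs and BMDMs (higher). The 0 came from edgeR, with 653 of 9319 genes at an unadjusted p under 0.05, and DESeq2 was not run there. A mitochondrial limit of 10% left 204 KCs and thus fewer tested genes, and gave 6 in KCs (higher), 5 in KCs (lower), 22 in BMDMs (higher), 6 in BMDMs (lower), 184 in T and NK cells, 33 in Cxcr6 CD4 T cells (higher), 0 in the difference between KCs and BMDMs, 85 in NKT-like cells, 11 in NK cells, 34 in ILC1-like cells, 8 in resting CD8 T cells, 3 in B and plasma cells, 0 in conventional dendritic cells, 11 in plasmacytoid dendritic cells, 29 in endothelial cells and 5 in both KCs and BMDMs (higher). Its counts of 0 and 0, for the difference and for conventional dendritic cells, came from edgeR, with 160 of 2291 and 151 of 3279 genes at an unadjusted p under 0.05, and DESeq2 was not run there either. With all variable genes kept there were 336 in NKT-like cells and 46 in NK cells, at a resolution of 1.0 334 in NKT-like cells, and with other numerical kernels 329 in NKT-like cells and 5 in basophils. No integration gave 7 in BMDMs (lower) and 122 in ILC1-like cells. Dendritic cells among BMDMs gave 7 in BMDMs (lower), and KCs gated on Clec4f UMIs 33 in KCs (higher), 15 in KCs (lower), 6 in the difference between KCs and BMDMs and 15 in both KCs and BMDMs (higher). Leaving out the highest Scrublet scores gave 8 in the difference between KCs and BMDMs.

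Depth limits the counts by construction. Drawn down to the cells of KCs, the median counts were 60 in T and NK cells, 46 in NKT-like cells, 41 in ILC1-like cells, 28 in resting CD4 T cells, 37.5 in resting CD8 T cells and 33.5 in B and plasma cells, and thinned to the UMIs of KCs, 87 in T and NK cells, 54 in NKT-like cells, 50 in ILC1-like cells and 66.5 in B and plasma cells. Macrophages without T cell receptor UMIs, 421 KCs and thus fewer tested genes, gave 20 in KCs (higher), 19 in KCs (lower), 1 in the difference between KCs and BMDMs and 10 in both KCs and BMDMs (higher). The gate within NKT-like cells gave 45 in Cxcr6 CD4 T cells (higher) and 6 in Cxcr6 CD4 T cells (lower). Without the cycling sub-cluster there were 156 in T and NK cells, 36 in Cxcr6 CD4 T cells (higher) and 5 in Cxcr6 CD4 T cells (lower).

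Counts with 1 library left out follow with their lowest and highest values, around the reported count, and in brackets each library that moved a count by more than 1.5 times. KCs (higher) ran from 19 to 85 around 59 (19 without BG replicate 7). KCs (lower) ran from 10 to 54 around 32 (20 without control replicate 2, 20 without control replicate 4, 14 without BG replicate 5, 10 without BG replicate 7, 54 without BG replicate 8). BMDMs (higher) ran from 44 to 66 around 72 (44 without control replicate 2, 45 without BG replicate 7). BMDMs (lower) ran from 7 to 14 around 17 (8 without control replicate 3, 7 without control replicate 4, 10 without BG replicate 6, 11 without BG replicate 7, 7 without BG replicate 8). T and NK cells ran from 207 to 442 around 297. Cxcr6 CD4 T cells (higher) ran from 65 to 167 around 127 (65 without control replicate 1, 66 without BG replicate 7). Cxcr6 CD4 T cells (lower) ran from 11 to 41 around 30 (16 without control replicate 1, 18 without BG replicate 5, 11 without BG replicate 7). The difference between KCs and BMDMs ran from 2 to 16 around 16 (8 without control replicate 1, 2 without control replicate 2, 6 without control replicate 4, 7 without BG replicate 5, 10 without BG replicate 7, 8 without BG replicate 8).

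Among the other classes and subsets the same ranges were as follows. NKT-like cells ran from 120 to 177 around 139. NK cells ran from 38 to 162 around 116 (38 without control replicate 1, 61 without control replicate 3, 41 without BG replicate 5, 41 without BG replicate 7). ILC1-like cells ran from 51 to 85 around 76. Resting CD4 T cells ran from 33 to 59 around 52 (33 without BG replicate 5). Resting CD8 T cells ran from 48 to 78 around 71. B and plasma cells ran from 92 to 157 around 108. Conventional dendritic cells ran from 6 to 42 around 20 (42 without control replicate 1, 6 without control replicate 2, 8 without control replicate 3, 7 without control replicate 4, 10 without BG replicate 5, 9 without BG replicate 7, 11 without BG replicate 8). Plasmacytoid dendritic cells ran from 24 to 47 around 37 (24 without control replicate 3, 24 without BG replicate 7). Endothelial cells ran from 64 to 123 around 99 (64 without BG replicate 7). Neutrophils ran from 10 to 17 around 13. Basophils ran from 0 to 3 around 2 (0 without BG replicate 6, 1 without BG replicate 7). Bile duct cells ran from 2 to 19 around 12 (19 without BG replicate 6, 2 without BG replicate 7). Regulatory T cells ran from 5 to 11 around 7 (11 without BG replicate 6). Gamma delta T cells ran from 1 to 2 around 1 (2 without control replicate 3). The unnamed sub-cluster ran from 42 to 77 around 64 (42 without BG replicate 7). Both KCs and BMDMs (higher) ran from 9 to 26 around 24 (13 without BG replicate 5, 9 without BG replicate 7). The 0 in basophils came from edgeR, with 38 of 589 genes at an unadjusted p under 0.05, and DESeq2 was not run without a library.

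Gene lists kept their side of the threshold in 674 cases, lost a call in 44, gained 1 in 36 and lost it with a median just below 0 in 2 over settings that keep all libraries, and in 321, 4, 19 and no cases with 1 left out. An estimated correlation between genes ended more of these calls than any other setting. Adjusted p from camera are given as the reported value, then the lowest and highest over all settings, then the settings at which the call changed, and the cause was not tested elsewhere. The type I interferon list and the immediate early list of T and NK cells kept their calls under all settings, with highest values of 0.0154 and 0.0463.

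In KCs the only setting that ended a call of these lists was the estimated correlation: type I interferon (3.00e-48, lowest 9.26e-77, 0.0934 with an estimated correlation), interferon gamma (1.30e-07, lowest 4.57e-10, 0.0934 with an estimated correlation), inflammatory (1.98e-05, lowest 4.90e-07, 0.0934 with an estimated correlation), MHC class I (3.22e-08, lowest 8.98e-14, 0.185 with an estimated correlation), immediate early (4.43e-12, lowest 6.24e-17, 0.164 with an estimated correlation), B cell marker (4.65e-07, lowest 9.58e-15, 0.185 with an estimated correlation). The MHC class II list of KCs (0.0132, from 1.99e-05 to 0.470) lost its call with DESeq2 (0.322), the Clec4f gate (0.326), no T cell receptor UMIs (0.470), an estimated correlation (0.378), and ran from 0.000118 to 0.170 with 1 library left out (not called: 0.0907 without control replicate 1, 0.170 without control replicate 2, 0.0949 without BG replicate 6). The Fc receptor list of KCs (0.151, from 0.0433 to 0.987) gained a call with no low-count filter (0.0433). The S phase list of KCs (9.47e-08, from 3.47e-25 to 0.226) lost its call with the 10% mitochondrial limit (0.226), an estimated correlation (0.185). The G2 and M phase list of KCs (0.000185, from 4.26e-23 to 0.297) lost its call with DESeq2 (0.297), the 10% mitochondrial limit (0.279), no T cell receptor UMIs (0.0883), an estimated correlation (0.185). The Kupffer cell identity list of KCs (0.000128, from 2.13e-11 to 0.582) lost its call with DESeq2 (0.193), the Clec4f gate (0.582), an estimated correlation (0.396). The monocyte list of KCs (0.00113, from 5.68e-07 to 0.222) lost its call with DESeq2 (0.0876), the 10% mitochondrial limit (0.188), no T cell receptor UMIs (0.222), an estimated correlation (0.0934). The complement and phagocytosis list of KCs (0.00387, from 3.83e-06 to 0.791) lost its call with DESeq2 (0.189), the 10% mitochondrial limit (0.791), the Clec4f gate (0.105), no T cell receptor UMIs (0.175), an estimated correlation (0.295). The T cell marker list of KCs (0.251, from 0.0488 to 0.908) ran from 0.0488 to 0.908 with 1 library left out (called: 0.0488 without control replicate 3).

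In BMDMs the only setting that ended a call of these lists was the estimated correlation: type I interferon (1.02e-68, lowest 3.80e-127, 0.0511 with an estimated correlation), interferon gamma (1.86e-08, lowest 2.98e-18, 0.381 with an estimated correlation), MHC class I (6.17e-12, lowest 3.83e-19, 0.133 with an estimated correlation), immediate early (3.29e-08, lowest 8.01e-14, 0.381 with an estimated correlation). The inflammatory list of BMDMs (0.148, from 0.000581 to 0.941) gained a call with no integration (0.000967), dendritic cells among BMDMs (0.000581), and ran from 0.00303 to 0.885 with 1 library left out (called: 0.00303 without control replicate 3, 0.0329 without control replicate 4, 0.0230 without BG replicate 6). The Fc receptor list of BMDMs (0.0915, from 0.00113 to 0.696) gained a call with no low-count filter (0.00907), the filter on 3% of cells (0.0461), the 10% mitochondrial limit (0.0429), no integration (0.00113), dendritic cells among BMDMs (0.00120), the Clec4f gate (0.0331), and ran from 0.0267 to 0.537 with 1 library left out (called: 0.0318 without BG replicate 6, 0.0267 without BG replicate 8). The S phase list of BMDMs (0.950, from 8.94e-25 to 0.976) gained a call with no limit of 2500 genes (8.94e-25). The G2 and M phase list of BMDMs (0.515, from 1.08e-09 to 0.996) gained a call with no limit of 2500 genes (1.08e-09). The monocyte list of BMDMs (0.00163, from 2.71e-08 to 0.457) lost its call with an estimated correlation (0.457), and ran from 4.07e-05 to 0.0770 with 1 library left out (not called: 0.0770 without control replicate 3). The cholesterol list of BMDMs (0.162, from 7.19e-09 to 0.941) gained a call with no low-count filter (0.0143), the filter on 3% of cells (0.0153), no limit of 2500 genes (0.000382), no integration (7.19e-09), dendritic cells among BMDMs (2.12e-07), and ran from 0.0297 to 0.623 with 1 library left out (called: 0.0297 without BG replicate 6). The iron list of BMDMs (0.0915, from 0.0125 to 0.557) gained a call with no limit of 2500 genes (0.0125), the 10% mitochondrial limit (0.0456), and ran from 0.0281 to 0.379 with 1 library left out (called: 0.0281 without control replicate 2).

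In T and NK cells the only setting that ended a call of these lists was the estimated correlation: S phase (2.69e-55, lowest 2.03e-88, 0.146 with an estimated correlation), G2 and M phase (7.06e-15, lowest 1.20e-31, 0.533 with an estimated correlation).

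In Cxcr6 CD4 T cells the only setting that ended a call of these lists was the estimated correlation: type I interferon (3.02e-34, lowest 6.50e-57, 0.0834 with an estimated correlation), interferon gamma (4.32e-05, lowest 2.43e-08, 0.0834 with an estimated correlation), S phase (7.53e-36, lowest 7.38e-64, 0.0834 with an estimated correlation), quiescence (1.51e-06, lowest 3.10e-09, 0.159 with an estimated correlation), migration (0.00717, lowest 0.000246, 0.106 with an estimated correlation), immediate early (1.30e-15, lowest 1.10e-22, 0.0834 with an estimated correlation), heat shock (2.88e-07, lowest 3.82e-13, 0.257 with an estimated correlation). The G2 and M phase list of Cxcr6 CD4 T cells (1.69e-06, from 9.85e-16 to 0.988) lost its call, at medians just below 0, with the gate within NKT-like cells (0.932, with a median of -0.04), no cycling sub-cluster (0.988, with a median of -0.03) and lost its call with an estimated correlation (0.370).

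In the difference between KCs and BMDMs the only setting that ended a call of this list was the estimated correlation: inflammatory (1.72e-05, lowest 8.65e-09, 0.208 with an estimated correlation). The type I interferon list of the difference between KCs and BMDMs (0.157, from 0.000939 to 0.583) gained a call with DESeq2 (0.0353), no limit of 2500 genes (0.0119), no integration (0.00237), dendritic cells among BMDMs (0.000939), the Clec4f gate (0.00781), and ran from 0.0246 to 0.554 with 1 library left out (called: 0.0259 without control replicate 1, 0.0246 without BG replicate 5). The interferon gamma list of the difference between KCs and BMDMs (0.0637, from 0.000639 to 0.690) gained a call with DESeq2 (0.00313), no low-count filter (0.0379), the filter on 3% of cells (0.0423), the 10% mitochondrial limit (0.0237), no integration (0.000891), dendritic cells among BMDMs (0.000639), and ran from 0.00875 to 0.548 with 1 library left out (called: 0.0256 without control replicate 1, 0.00875 without control replicate 3, 0.0346 without BG replicate 5, 0.0435 without BG replicate 6, 0.0239 without BG replicate 7). The S phase list of the difference between KCs and BMDMs (0.0637, from 4.01e-07 to 0.583) gained a call with DESeq2 (0.000178), no low-count filter (0.0182), the filter on 3% of cells (0.0471), no limit of 2500 genes (0.000654), no integration (5.68e-07), dendritic cells among BMDMs (4.01e-07), the Clec4f gate (0.000369), and ran from 0.00697 to 0.529 with 1 library left out (called: 0.00697 without control replicate 1, 0.0275 without BG replicate 5, 0.0278 without BG replicate 6, 0.0177 without BG replicate 8).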

Differences from the paper's values

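The paper called its changed genes from pseudobulk counts with DESeq2 at a log2 fold change over 0.5 or under -0.5 and an adjusted p under 0.05, the thresholds used here too, and the mouse was the replicate in both. The alternatives counted in this part were set before the data were examined, except where stated. For KCs the paper gives 12 upregulated genes, and 59 were found here. None of the 20 alternatives comes within 1.5 times the paper's count (6 to 170 genes), DESeq2 with 30 among them. For genes upregulated in both KCs and BMDMs the paper gives 8, and 24 were found here. With DESeq2 (11) and without BG replicate 7 (9) the count is within 1.5 times the paper's, and under the other 21 of 23 alternatives it is not (5 to 61 genes over all of them).

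In Cxcr6 CD4 T cells the paper gives 363 changed genes, against 157 here. The count is within 1.5 times the paper's with no low-count filter (270), and differs under the other 20 of 21 alternatives (54 to 270 over all of them). Of these genes the paper has 267 upregulated, and 127 were found here. With no low-count filter (216) or no limit of 2500 genes (180) the count does not differ, and under the other 19 of 21 alternatives it does (33 to 216 over all). The paper has 96 downregulated, and 30 were found here, and the count differs under all 21 alternatives (9 to 54). The cells counted here are those of a gate on UMIs, which is not the same definition as the paper's population.

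Several genes that the paper names or labels did not pass the test here. Of the 28 genes labelled in the figures for KCs 17 were called, among them Irf7, Isg15, Fcgr1, Ly6a, Ifi27l2a, Bst2 and Il1b, each with its values at the claim. In KCs, B2m had a log2 fold change of 0.46, adjusted p = 0.0688. It was called without control replicate 1 (0.59, 0.0114), without BG replicate 6 (0.55, 0.0346) and, under an alternative chosen after the data were seen, without T cell receptor UMIs (0.69, 0.0229), a setting that drops 4 of the paper's genes that were called here, Fcgr1, Rnf213 and Ifit2 among them. Tap1 had 0.52, adjusted p = 0.141, and was called without control replicate 1 (0.67, 0.0434) and with no limit of 2500 genes (0.57, 0.0364). H2-T23 had 0.52, adjusted p = 0.0771, and was called with no low-count filter (0.56, 0.0258), without BG replicate 6 (0.64, 0.0282) and with KCs gated on Clec4f (0.76, 0.0156). Ifi30 had 0.37, adjusted p = 0.337, and was called with no limit of 2500 genes (0.51, 0.0396). Of the other genes labelled for KCs, Hsp90ab1 (0.37, adjusted p = 0.108), Ifi27 (-0.62, adjusted p = 0.146), H2-K1 (0.34, adjusted p = 0.229), Fcer1g (0.07, adjusted p = 0.889), Fcgr3 (-0.32, adjusted p = 0.445) and Tapbp (0.38, adjusted p = 0.251) were called under none of the settings run, and Mfsd6 had too few counts to be tested.

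For BMDMs, 9 of the 12 genes labelled in the figures were called, Irf7, Isg15 and Oas3 among them. Lgals9 (0.52, adjusted p = 0.157) was called with no limit of 2500 genes (0.63, 0.0272), no integration (0.73, 0.0333) and dendritic cells among BMDMs (0.69, 0.0392). Hmgcs1 (-0.49, adjusted p = 0.592) was called under none of the settings run.

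For Cxcr6 CD4 T cells, 22 of the 48 labelled genes were called, and Irf7, Isg15, Oas3, Pcna and E2f1, which the paper's text names as higher, were called higher here as well. The paper reports lower RNA of Tcf7, Cd27, Ccr7 and S1pr1. Tcf7 (-0.06, adjusted p = 0.929), Cd27 (-0.27, adjusted p = 0.360) and S1pr1 (-0.37, adjusted p = 0.718) were not called, although all 3 lay below 0, and Ccr7 had too few counts to be tested. Cdk4, which the paper has higher, had 0.59, adjusted p = 0.0672, and was called with no low-count filter (0.60, 0.0354), without BG replicate 6 (0.66, 0.0451) and with no limit of 2500 genes (0.66, 0.0239). Ccnd3 (0.45, adjusted p = 0.0402) was called without control replicate 2 (0.53, 0.0345), Lef1 (-0.51, adjusted p = 0.136) without BG replicate 6 (-0.65, 0.0456), and Ccl5 (-0.44, adjusted p = 0.0269) without control replicate 4 (-0.54, 0.0108), under the 10% mitochondrial limit (-0.74, 0.00140) and at a resolution of 1.0 (-0.52, 0.00724). Junb (-0.40, adjusted p = 0.0816) was called under an alternative chosen after the data were seen, leaving out gated cells with Zbtb16 or Klrb1c (-0.56, 0.00201), which drops 2 of the labelled genes called here, Smc1a and Smad7. Further labelled genes, called under none of the settings run, were Anapc11 (0.22, adjusted p = 0.621), Anapc5 (0.30, adjusted p = 0.454), Smc3 (0.18, adjusted p = 0.601), Cd28 (-0.25, adjusted p = 0.311), Cd3e (-0.23, adjusted p = 0.279), Foxp1 (-0.17, adjusted p = 0.655), Gimap5 (-0.40, adjusted p = 0.114), Hdac7 (-0.27, adjusted p = 0.415), Itpkb (-0.21, adjusted p = 0.453), Rhoh (-0.24, adjusted p = 0.381), Txk (-0.36, adjusted p = 0.0759), Zfp36l1 (-0.39, adjusted p = 0.0847), Itga4 (0.12, adjusted p = 0.853) and Ripor2 (-0.09, adjusted p = 0.874). Cdc45, Pkmyt1 and Il6ra had too few counts to be tested.

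The paper reports inflammatory response genes as enriched among those upregulated in KCs, whereas the inflammatory list used here, which is not the paper's gene set, was lower as a group (median log2 fold change -0.24, adjusted p = 1.98e-05 from camera, and 0.0934 with an estimated correlation). The type I interferon and interferon gamma lists rose at the preset correlation, as the paper reports of interferon genes, and were not called with an estimated one (adjusted p = 0.0934 and 0.0934).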

Other observations

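Tests in this part that were chosen only after the result was seen are the one of interferon genes against T cell RNA in KCs, the one of quiescence genes without cycling cells, and the other groupings of mice for all classes and subsets apart from KCs, BMDMs, T and NK cells as a whole and Cxcr6 CD4 T cells. The interferon response to BG reached cells of the liver that the paper does not discuss. Of the tested genes of the type I interferon list, those called higher were 30 of 33 with a median of 2.13 in B and plasma cells, 33 of 36 with a median of 1.32 in endothelial cells, 9 of 14 with a median of 2.03 in neutrophils, 13 of 27 with a median of 0.87 in plasmacytoid dendritic cells, 11 of 33 with a median of 0.89 in conventional dendritic cells and 5 of 9 with a median of 1.22 in bile duct cells (3 control and 4 BG-treated mice), on the log2 scale. With an estimated correlation the adjusted p from camera were 0.00125, 0.0122, 0.0126, 0.0244, 0.0480 and 0.0414. Among lymphocyte subsets the same list had 32 of 37 with a median of 1.07 in NKT-like cells called higher (adjusted p = 0.00352 with an estimated correlation), 5 of 18 with a median of 0.72 in NK cells (0.178, not called), 22 of 28 with a median of 1.14 in ILC1-like cells (0.0111), 20 of 24 with a median of 1.37 in resting CD4 T cells (0.0139), 17 of 28 with a median of 0.81 in resting CD8 T cells (0.00362) and 3 of 10 with a median of 0.84 in regulatory T cells (0.00373). Oas2, a sensor of double-stranded RNA, had a log2 fold change of 3.26, adjusted p = 6.24e-06, in B and plasma cells. Ifit3b, whose reads may be shared with Ifit3, and Slfn4 had 5.10, adjusted p = 0.000848, and 3.28, adjusted p = 7.44e-05, in neutrophils, and Ifit1 had 2.40, adjusted p = 1.31e-05, in endothelial cells. Reads of Slfn4 and Ifit1 may likewise be shared within their families. Whether these responses differ between classes was not tested, apart from KCs against BMDMs, and the calls of single genes in the other classes were not run again with a library left out.

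Plasmacytoid dendritic cells, the class known for interferon production, had lower RNA of genes of sterol synthesis, and of the desaturase gene Scd2, after BG with edgeR, which called 5 genes lower against 1 by DESeq2. Among them were Cyp51 (-0.81, adjusted p = 0.00683), Msmo1 (-0.75, adjusted p = 0.0114), Idi1 (-0.75, adjusted p = 0.0260) and Scd2 (-0.81, adjusted p = 0.00811). The cholesterol list fell there as a group (4 of 20 called lower, median -0.55, adjusted p = 8.17e-16, and 0.0690 with an estimated correlation). Apod (2.39, adjusted p = 0.00298), a lipid carrier, and the peptide hormone gene Sct (2.24, adjusted p = 0.00224) rose. NK cells held more RNA of Mcm3 (2.40, adjusted p = 0.000169), Dut (1.79, adjusted p = 0.00330) and Gmnn (1.74, adjusted p = 0.00251), genes of dividing cells, and less of Cdkn1b, an inhibitor of the cell cycle (-0.87, adjusted p = 0.00348), and of Cd27, a marker of less mature NK cells (-0.82, adjusted p = 0.0287). In B and plasma cells the hemoglobin genes Hba-a1 and Hbb-bs fell by 5.37 and 5.18 on the log2 scale (adjusted p = 0.00604 and 0.00208; reads may be shared between hemoglobin genes), with control levels of 147 ± 189 and 449 ± 654 CPM, so that the spread between control mice exceeds their mean. In bile duct cells H2-Eb1, an MHC class II chain, rose (2.15, adjusted p = 0.0149; 3 control and 4 BG-treated mice).

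RNA of proteins that the paper measured by flow cytometry can be set beside those claims for KCs and BMDMs, except for CD38. Clec7a, the gene of Dectin-1, had too few counts to be tested in either. Mrc1, the mannose receptor, had log2 fold changes of -0.19, adjusted p = 0.762, in KCs and -0.34, adjusted p = 0.819, in BMDMs, and Cd38 had 0.04, adjusted p = 0.954, and 0.05, adjusted p = 0.995. The paper's CD38 claim comes from mice with liver metastases, at a later time than the tumor-free mice sequenced here. Cd38 RNA is therefore no test of that claim. H2-D1 had 0.10, adjusted p = 0.814, in KCs and 0.38, adjusted p = 0.126, in BMDMs. H2-K1 (0.65, adjusted p = 0.00102) and B2m (0.62, adjusted p = 0.00498) rose in BMDMs. Clec7a, Mrc1, Cd38 and H2-D1 lie outside the rule for named genes and were chosen after their values were seen.

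Lists not given with a claim had these results in KCs, from camera, where a median is of log2 fold changes. The lists called at the preset correlation and not with an estimated one were ER chaperones (14 tested, median 0.37, adjusted p = 1.97e-06, and 0.208 with an estimated correlation), Kupffer cell identity genes (18 tested, median 0.25, adjusted p = 0.000128, and 0.396 with an estimated correlation), genes of oxidative phosphorylation (25 tested, median 0.29, adjusted p = 1.64e-05, and 0.372 with an estimated correlation), proteasome genes (28 tested, median 0.18, adjusted p = 0.00387, and 0.384 with an estimated correlation), genes of T cell quiescence (20 tested, median -0.38, adjusted p = 5.42e-07, and 0.185 with an estimated correlation) and genes of T cell migration (18 tested, 1 called lower, median -0.14, adjusted p = 0.00253, and 0.185 with an estimated correlation). No call was made for costimulation (4 tested, median 0.14, adjusted p = 0.651), chemoattractants (12 tested, median -0.25, adjusted p = 0.113), alternative activation (7 tested, median -0.002, adjusted p = 0.634), BG sensing (11 tested, median -0.23, adjusted p = 0.0634), cholesterol (5 tested, median -0.21, adjusted p = 0.306), iron (10 tested, median -0.001, adjusted p = 0.258), glycolysis (14 tested, median 0.10, adjusted p = 0.154), heat shock (10 tested, 1 called lower, median 0.28, adjusted p = 0.175) and T cell effectors (18 tested, 1 called higher, median -0.03, adjusted p = 0.963). Nor was a call made for inhibitory receptors (4 tested, median 0.05, adjusted p = 0.651), regulatory T cells (5 tested, median -0.07, adjusted p = 0.759), hepatocytes (7 tested, median 0.07, adjusted p = 0.831), NK cells (7 tested, median 0.01, adjusted p = 0.557), endothelial cells (11 tested, median -0.28, adjusted p = 0.144), neutrophils (1 tested, median -0.71, adjusted p = 0.113), platelets (1 tested, median -0.66, adjusted p = 0.297) and dendritic cells (4 tested, median 0.13, adjusted p = 0.380). Erythroid and stromal markers had too few counts in KCs. In T and NK cells they gave erythroid markers (4 tested, median -0.52, adjusted p = 0.890) and stromal markers (2 tested, median 0.02, adjusted p = 0.999). By limma's fry, which tests a list against no change, the type I interferon, interferon gamma and inflammatory lists of KCs had adjusted p of 0.0348, 0.0348 and 0.0379, the monocyte list 0.0348 and the MHC class I list 0.0680.

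In BMDMs the MHC class I list rose (7 of 23 called higher, median 0.43, adjusted p = 6.17e-12, and 0.133 with an estimated correlation), H2-K1, B2m and Tap1 (0.62, adjusted p = 0.0453) among the genes called. Reads of class I genes may be shared within the family. Over the settings run, the adjusted p of this list went from 3.83e-19 to 0.133. Higher as lists, and not with an estimated correlation, were T cell markers (8 tested, median 0.58, adjusted p = 0.00808, and 0.705 with an estimated correlation), T cell effectors (12 tested, 1 called higher, median 0.60, adjusted p = 5.15e-06, and 0.381 with an estimated correlation) and NK markers (4 tested, median 0.71, adjusted p = 0.0174, and 0.569 with an estimated correlation). Lower in the same way was the list of MHC class II genes (10 tested, median -0.28, adjusted p = 0.0240, and 0.705 with an estimated correlation). In Cxcr6 CD4 T cells, MHC class I genes, oxidative phosphorylation, glycolysis and monocyte genes gave medians of 0.17, 0.23, 0.27 and 0.27 (adjusted p = 0.0247, 9.85e-06, 0.000803 and 0.00150, and 0.460, 0.460, 0.0834 and 0.0834 with an estimated correlation).

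Genes of proliferation and of the interferon response rose in KCs, and RNA of T cells, which rose for the same genes, is a technical explanation, since 64.5% of control KCs and 61.6% of KCs after BG held T cell receptor or CD3 UMIs. In KCs without such UMIs the median log2 fold change of the 33 proliferation genes was 2.12 times that in all KCs (1.27 to 2.48 with 1 library left out; 0.84 against 0.40, 28 of 33 above 0), but only 1 S phase and 3 G2 and M phase genes had enough counts there to be tested, so this ratio excludes little by itself. The summed CPM of the 33 genes rose by 961 (798 to 1054 with 1 library left out) in these KCs and by 598 (471 to 659) in all KCs, which argues against T cell RNA in those droplets as the whole cause. From the T cell marker list, which stood in KCs at 52.2% of its level in T and NK cells before and 52.2% after BG, a rise of 363 CPM was predicted against the 598 CPM observed, a ratio of 0.606 (0.427 to 0.828), so part of the rise may come from T cells. For the 36 interferon genes the ratio without such UMIs was 0.868 (0.728 to 1.04; 0.82 against 0.95, 35 above 0), which leaves open a smaller part. A biological response of KCs to BG stays open beside these.

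T and NK cells had the most changed genes of all classes, and their larger number of cells and UMIs is a technical explanation. Drawn down to the cells of KCs, they had a median of 60 changed genes, a ratio of 0.659 (0.396 to 1.12 over the draws) to the 91 in KCs. Thinned to the UMIs of KCs they had 87, a ratio of 0.956 (0.769 to 1.10). Both go with the explanation, so the rank of T and NK cells may rest on depth. That T and NK cells are a mix of subsets with unlike responses to BG stays open as a biological reason for a lower count at equal numbers of cells, and was not tested. The draws matched cells or UMIs and never both.

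T cell quiescence genes were lower in Cxcr6 CD4 T cells, and a shift in the cells inside the gate is a technical explanation. Among gated cells of NKT-like sub-clusters the median fold change of the 17 genes was 0.679 of that in the whole gate (0.509 to 0.809 with 1 library left out; -0.18 against -0.27), a value that neither rules out a smaller share of resting T cells nor needs it. Without the cycling sub-cluster it was 0.659 of the value in the whole gate (0.540 to 0.767; -0.18), so that cycling cells may account for part of it, and the tests do not separate these. A change within each cell after BG stays open and was not tested.

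The 8 mice can be parted into 4 and 4 in 35 ways, as can the 7 mice that entered for basophils, bile duct cells and gamma delta T cells into 3 and 4, and each was tested in the same way as the real grouping, with edgeR and not with DESeq2. The real count and the highest of the other groupings were 59 and 6 for genes upregulated in KCs, 32 and 6 for those downregulated, 72 and 3, and 17 and 3, in BMDMs. They were 297 and 4 in T and NK cells, 127 and 36 for genes upregulated in Cxcr6 CD4 T cells, 139 and 2 in NKT-like cells, 116 and 40 in NK cells, 76 and 4 in ILC1-like cells, 52 and 4 in resting CD4 and 71 and 6 in resting CD8 T cells. In B and plasma cells they were 108 and 6, in plasmacytoid dendritic cells 37 and 12, in endothelial cells 99 and 12, in regulatory T cells 7 and 2, and in the unnamed sub-cluster 64 and 10. For genes upregulated in both KCs and BMDMs, with a real count of 24, and for neutrophils, with 13, edgeR called none under any other grouping. For all of these only 1 of 35 groupings, the real one, reached the count, the smallest share that 35 groupings allow. This share was not adjusted for the number of counts tested. It argues against chance for each count taken alone and does not exclude it. It also cannot tell BG from any other difference between the 2 groups of mice. Other groupings reached the count as well, so the test gives nothing against chance, for genes downregulated in Cxcr6 CD4 T cells (30 and 36, reached by 2 groupings). The same held for conventional dendritic cells (20 and 32, by 4), basophils (2 and 2, by 3), bile duct cells (12 and 16, by 2) and gamma delta T cells (1 and 4, by 7). The values of these counts with 1 library left out are given library by library in the preceding parts.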
